# Deletion of the diabetes candidate gene *Slc16a13* in mice attenuates diet-induced ectopic lipid accumulation and insulin resistance

**DOI:** 10.1038/s42003-021-02279-8

**Published:** 2021-07-01

**Authors:** Tina Schumann, Jörg König, Christian von Loeffelholz, Daniel F. Vatner, Dongyan Zhang, Rachel J. Perry, Michel Bernier, Jason Chami, Christine Henke, Anica Kurzbach, Nermeen N. El-Agroudy, Diana M. Willmes, Dominik Pesta, Rafael de Cabo, John F. O´Sullivan, Eric Simon, Gerald I. Shulman, Bradford S. Hamilton, Andreas L. Birkenfeld

**Keywords:** Type 2 diabetes, Fat metabolism, Animal disease models, Non-alcoholic fatty liver disease

## Abstract

Genome-wide association studies have identified *SLC16A13* as a novel susceptibility gene for type 2 diabetes. The *SLC16A13* gene encodes SLC16A13/MCT13, a member of the solute carrier 16 family of monocarboxylate transporters. Despite its potential importance to diabetes development, the physiological function of SLC16A13 is unknown. Here, we validate Slc16a13 as a lactate transporter expressed at the plasma membrane and report on the effect of *Slc16a13* deletion in a mouse model. We show that loss of Slc16a13 increases mitochondrial respiration in the liver, leading to reduced hepatic lipid accumulation and increased hepatic insulin sensitivity in high-fat diet fed *Slc16a13* knockout mice. We propose a mechanism for improved hepatic insulin sensitivity in the context of Slc16a13 deficiency in which reduced intrahepatocellular lactate availability drives increased AMPK activation and increased mitochondrial respiration, while reducing hepatic lipid content. Slc16a13 deficiency thereby attenuates hepatic diacylglycerol-PKCε mediated insulin resistance in obese mice. Together, these data suggest that SLC16A13 is a potential target for the treatment of type 2 diabetes and non-alcoholic fatty liver disease.

## Abstract (web summary)

Schumann et al. demonstrate that the loss of a lactate transporter Slc16a13 increases mitochondrial respiration in the liver, which reduces hepatic lipid accumulation while increasing hepatic insulin sensitivity in mice fed a high-fat diet. This study suggests SLC16A13 as a potential target for the treatment of type 2 diabetes and non-alcoholic fatty liver disease.

## Introduction

Obesity is the major risk factor for type 2 diabetes (T2D) and is associated with ectopic fat accumulation in the liver (non-alcoholic fatty liver disease, NAFLD) and insulin resistance. T2D is an expanding international epidemic. Even with modern therapies, diabetes-associated mortality is 2–3 times higher as compared with non-affected individuals^1^. Therefore, more efficient therapies to target the root cause of NAFLD are an urgent clinical need, and research on novel therapeutic targets is of high interest. More than 140 gene loci have been linked to T2D, including members of the solute carrier (SLC) superfamily^2^. In 2014, a novel locus was identified in people of Mexican origin that associates with T2D at the genome-wide significance and spans the two adjacent genes *SLC16A11* and *SLC16A13*, encoding for solute carriers SLC16A11/MCT11 and SLC16A13/MCT13^3^. The SLC16 family of monocarboxylate transporters (MCT) mediates fluxes of monocarboxylates, e.g., l-lactate, pyruvate, and ketone bodies, across the plasma membrane and is crucial for cellular energy metabolism^4,5^. While SLC16A11 is known to be a pyruvate transporter^6^, SLC16A13 is one of the orphan members of the SLC16 family. The strongest association signal in Mexicans with T2D was ultimately localized to the *SLC16A11* gene, establishing it as a gene of great interest to the broader scientific community. Subsequent genome-wide association studies (GWAS) recently validated the *SLC16A11* risk haplotype^7–12^ and most research focused on providing evidence for a causal relationship between the development of diabetes and changes in SLC16A11 function. Yet, in mouse models, this relationship is currently a subject of controversy. While AAV-mediated *Slc16a11* knockdown in high-fat diet (HFD)-fed wild-type mice leads to improvement in glucose tolerance and hepatic insulin signaling and lowered hepatic lipid accumulation^13^, AAV-mediated reconstitution of mutated *Slc16a11* in the liver of knockout mice worsens the organismal response to high-fat diet^14^. Especially disagreements whether T2D-associated *SLC16A11* variants reflect loss- or gain-of-function mutations arose^15,16^. Therefore, it seems reasonable to also investigate SLC16A13 in the context of T2D susceptibility; besides, the function and role of SLC16A13 in metabolic disease are completely unknown. Of note, *SLC16A13* was linked to T2D in another GWAS, describing the polymorphism *rs312457* associated with T2D in people of Japanese origin^17^. Upregulation of murine *Slc16a13* in the small intestine after treatment with an agonist of PPARα^18^, a key regulator of hepatic lipid metabolism, supports the idea that SLC16A13 may also be involved in energy homeostasis. Since the human phenotype associated with the *SLC16A13* polymorphisms reflects higher susceptibility to T2D, we hypothesized that changes in SLC16A13 abundance will affect hepatic lipid deposition and insulin sensitivity. Our objective was to determine the physiological function of the SLC16A13 transporter and to elucidate how transporter deficiency affects the development of metabolic dysfunction. Therefore, we studied *SLC16A13* expression in human and mouse tissue and generated gain- and loss-of-function models, including *Slc16a13* knockout mice that were metabolically characterized in the context of diet-induced obesity.

## Results

### Hepatic SLC16A13 is upregulated under conditions of metabolic dysfunction in humans and mice

*SLC16A13/Slc16a13* is expressed in human and mouse liver and only marginally expressed in other metabolically active organs such as adipose tissue, brain, and skeletal muscle (Fig. 1a and Supplementary Fig. 1a). This expression pattern is similar to published human data showing the highest abundance of *SLC16A13* expression in liver tissue^3^. Of note, in mice but not in humans, *Slc16a13* expression is highest in the kidney. However, in our study, we focused on the role of SLC16A13 in the liver for three reasons: First, the overall aim of the study is to investigate the potential role of SLC16A13 in human metabolic disease; second, human *SLC16A13* expression is the highest in the liver, and third, the liver is crucial in glucose and lipid metabolism. Because the human *SLC16A13* polymorphism is associated with T2D, we speculated that *SLC16A13* expression and/or protein function might also be dysregulated in the context of metabolic disease independent of the known polymorphism. To address this point, we analyzed *Slc16a13* gene expression under conditions of obesity. In diet-induced obese mice, *Slc16a13* expression is differentially regulated in the liver (Fig. 1b). Hepatic *Slc16a13* expression was up to 1.8-fold higher in obese animals compared to mice fed a normal-chow diet (NCD), an effect that was observed both under fed and fasted conditions. The observed increase by high-fat diet strongly suggests the possibility that the SLC16A13 transporter is induced by an excess of the nutritional substrate during periods of high caloric supply. Strikingly, we observed a fasting-feeding difference in *Slc16a13* gene expression in HFD-fed mice, while there was no such nutritional dependence in NCD-fed mice, demonstrating a diet-dependent difference in the molecular regulation of this gene. Diet-induced obesity may lead to dysregulation of *Slc16a13* expression, making it impossible to regulate it normally during fasting. In contrast, *Slc16a13* expression in other tissues than the liver is not or only marginally upregulated in the tested dietary conditions (Supplementary Fig. 1b), suggesting a key role of the liver in Slc16a13-mediated metabolic dysregulation. To further investigate the potential role of the transporter in human metabolic disease, we analyzed *SLC16A13* gene expression in human liver samples with different stages of NAFLD and insulin resistance. Liver specimens were obtained from 45 human patients after partial hepatectomy; regions of the liver without pathological findings were biopsied and were processed for gene expression analysis. Physical and clinical parameters have been recorded for all patients and tissue NAFLD-activity score was determined by a sample-masked pathologist (Supplementary Table 1). Hepatic *SLC16A13* gene expression significantly correlated with waist circumference (Fig. 1c), BMI (Fig. 1d), HOMA-IR (Fig. 1e), and histologically assessed liver steatosis (Fig. 1f) as well as with quantitatively measured liver TAG content (Fig. 1g). Interestingly, the highest positive correlation (*r* = 0.731) was observed for liver steatosis (Fig. 1f). The association with liver steatosis remained significant after adjustment for main confounders (Supplementary Table 2). These human data provide evidence for an association between *SLC16A13* gene expression and the development of adiposity, fatty liver, and insulin resistance independent of the described human polymorphism. Understanding the link between increased *SLC16A13* expression and these metabolic phenotypes will help to uncover its potential contribution to T2D development.

**Fig. 1:**
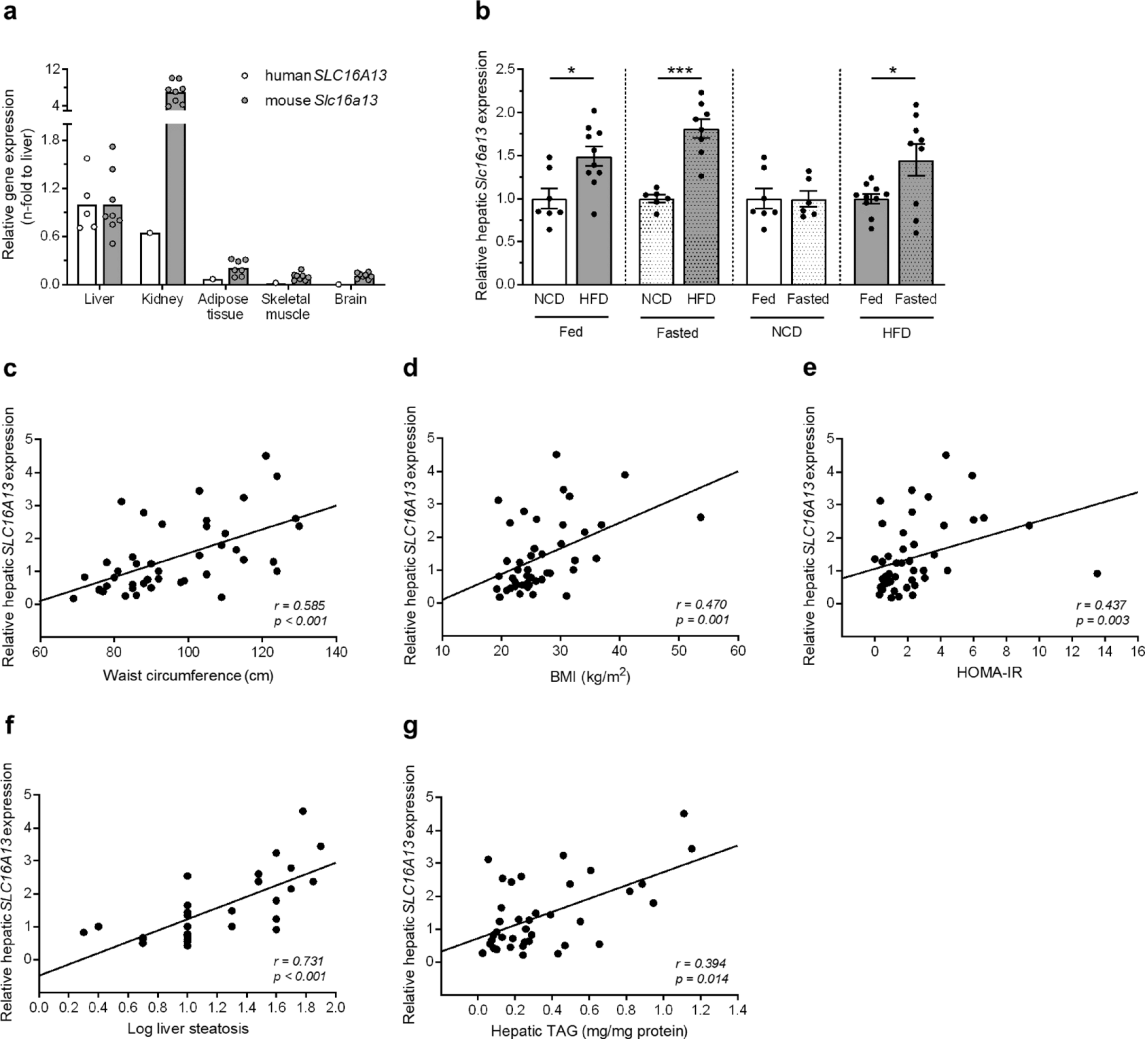
*SLC16A13* expression in humans and mice. **a** *SLC16A13* mRNA expression in one human sampler relative to mRNA expression in the liver (*n* = 5). *Slc16a13* mRNA expression in mice fed normal-chow diet (*n* = 7–8) relative to mRNA expression in the liver. **b** Relative hepatic *Slc16a13* mRNA expression in C57BL/6J mice fed with NCD or HFD for 15 weeks. Animals are fed (*n* = 7–10 per group) or fasted for 16 h (*n* = 6–9 per group). **a**, **b** Bars represent means ± SEM. *p < 0.05, **p < 0.01 determined using two-tailed unpaired Student’s *t*-test. **c**–**g** Correlation of relative hepatic *SLC16A13* mRNA expression and adiposity-related parameters in humans. Linear regression curve is shown. **c** Waist circumference, **d** BMI (Body Mass Index), **e** HOMA-IR (Homeostatic Model Assessment for Insulin Resistance), **f** Logarithm liver steatosis, **g** Hepatic TAG (triacyl**g**lycerol). *r* = Spearman-Rho correlation coefficient.

### Slc16a13 transports l-lactate across the plasma membrane

As an orphan transporter, the precise function and role of SLC16A13 remain to be determined. Knowledge of substrate specificity and localization would assist in the development of hypotheses regarding its role in metabolic control. To characterize cellular localization and substrate specificity of the Slc16a13 transporter, we stably transfected HEK293 cells with a vector containing *Slc16a13* cDNA. Human SLC16A13 was previously described to be located at the Golgi apparatus but has not been detected at the plasma membrane^3^. Here, we could confirm that mouse Slc16a13 localizes to the Golgi apparatus (Supplementary Fig. 2), but importantly, based on immunofluorescence co-staining with the plasma membrane marker wheat germ agglutinin, we observed that mouse Slc16a13 also localizes to the plasma membrane (Fig. 2a and Supplementary Fig. 2). To further characterize the biology of the Slc16a13 transporter, substrate uptake experiments were performed with the HEK-*Slc16a13* cell line. l-lactate is a prominent monocarboxylate transported by other SLC16 family members. At l-lactate concentrations ranging from 1 to 100 µM, Slc16a13-dependent l-lactate transport was increased up to 2-fold in HEK-*Slc16a13* compared to the HEK-control cell line (Fig. 2b). The net uptake of l-lactate, defined by the difference in uptake between HEK-*Slc16a13* and HEK-control cells, was used to calculate the *K*_m_ (0.47 ± 0.35 µM) and *V*_max_ values (2.02 ± 0.26 pmol × mg protein^−1^ × min^−1^) (Fig. 2c). These results suggest that Slc16a13 is a high-affinity and low-capacity transporter for l-lactate.

**Fig. 2:**
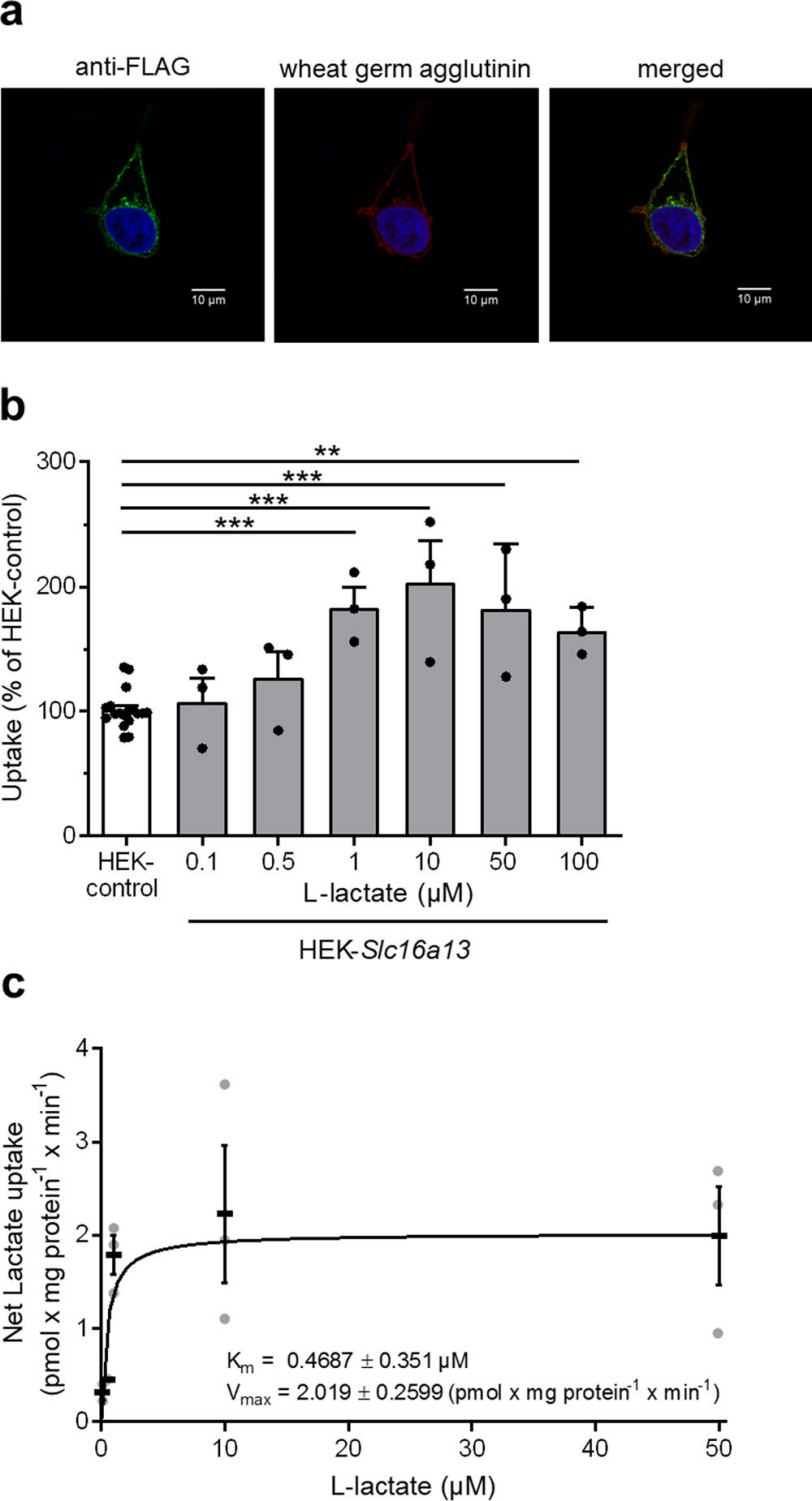
Mouse Slc16a13 cellular localization and transport activity. **a** Immunofluorescence co-staining of the plasma membrane marker wheat germ agglutinin and FLAG-tagged Slc16a13 in HEK-*Slc16a13-FLAG* cells. One representative staining is shown. **b** l-lactate uptake into HEK-control and HEK-*Slc16a13* cells (*n* = 3 for each concentration). Bars represent means ± SEM. **p < 0.01, ***p < 0.001 determined using one-way ANOVA followed by Dunnett’s multiple comparison test. **c** Net l-lactate uptake as the difference between the uptake into HEK-control and HEK-*Slc16a13* cells. Nonlinear regression curve and means ± SEM are displayed.

### Generation of *Slc16a13* knockout mice

Both human and mouse expression data (Fig. 1b–g) do not indicate whether SLC16A13 deregulation is causal or just a consequence of metabolic alterations in the context of obesity. Since SLC16A13 transports l-lactate across the plasma membrane, we hypothesize that the transporter causally contributes to the development of NAFLD and insulin resistance through changes in hepatic monocarboxylate transport, affecting cellular energy metabolism, hepatic lipid content, and insulin sensitivity. To test this hypothesis in an in vivo model, we generated constitutive *Slc16a13* knockout mice using CRISPR/Cas9 technology (Fig. 3a). The homozygous knockout of *Slc16a13* generates viable offspring in Mendelian ratios. To exclude that CRISPR/Cas9-mediated *Slc16a13* gene editing targets other genes, off-target analysis was performed in the G1 generation and mRNA expression of *Slc16a11* and *Bcl6b*, located adjacently to *Slc16a13* on mouse chromosome 11, was analyzed in the G3 generation (Supplementary Fig. 3). Efficient deletion of *Slc16a13* was confirmed by gene expression analysis of multiple tissues, with the liver having <1% of remaining *Slc16a13* expression compared to wild-type mice (Fig. 3b), and by western blot analysis of wild-type and knockout liver lysates that manifests Slc16a13 protein in the plasma membrane of wild-type, but not of knockout livers (Fig. 3c and Supplementary Fig. 12a). Histological comparison of liver, kidney, white adipose tissue, brain, and skeletal muscle did not reveal any morphological abnormalities due to *Slc16a13* deletion in knockout mice (Fig. 3d).

**Fig. 3:**
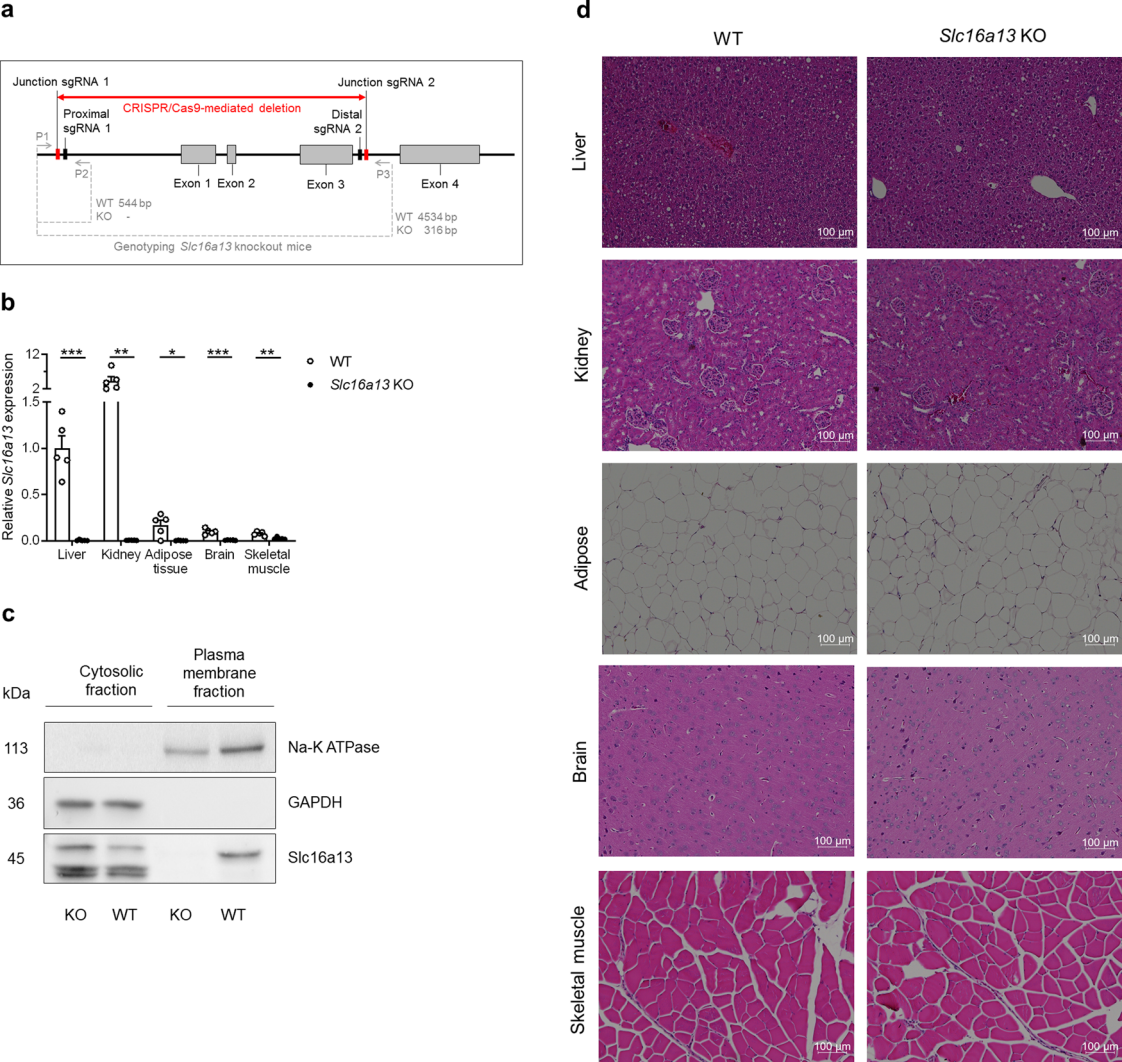
Generation of *Slc16a13* knockout mice using CRISPR/Cas9 technology. **a** Deletion of 4.2 kb including 1.8 kb of the proximal promotor region, exon 1, exon 2, and exon 3 of the mouse *Slc16a13* gene as indicated by the red arrow. To distinguish between the wild-type (WT) and *Slc16a13* knockout (KO) allele on the DNA level, a forward primer (P1) binding upstream of junction 1 is used in combination with the two reverse primer P2 binding within and P3 binding downstream the deleted region as indicated by the gray arrows. mRNA expression levels in WT and KO tissue are analyzed by qRT-PCR primer binding at the exon-exon junctions of exon 1/2 and exon 2/3 (not displayed in the figure). **b** *Slc16a13* mRNA expression in different organs of *Slc16a13* KO mice relative to WT (*n* = 4–5 each group). Relative expression calculated as fold change to the liver. Bars represent means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 determined using two-tailed unpaired Student’s *t*-test. **c** Western blot analysis of cytosolic and plasma membrane fraction extracted from liver lysates of *Slc16a13* KO and WT mice. **d** Histological comparison of *Slc16a13* KO mice and WT controls at a mean age of 20 weeks. Representative H&E stainings of the liver, kidney (cortex), white adipose tissue, brain (cortex), and skeletal muscle (quadriceps) at ×10 magnification.

### *Slc16a13* knockout mice show mild metabolic changes

*Slc16a13* knockout and wild-type control mice were fed either normal-chow (NCD) or high-fat diet (HFD) for 15 weeks. *Slc16a13* knockout mice showed a body weight equal to wild-type mice when fed NCD (Fig. 4a). Interestingly, the deletion of *Slc16a13* led to a reduction in fat mass up to 20% compared to wild-type mice (Fig. 4b). However, energy expenditure, locomotor activity, food intake, and respiratory exchange ratio (RER) were not different between the genotypes at 9 weeks of NCD (Fig. 4c–f, respectively). Furthermore, deletion of *Slc16a13* did not affect glucose metabolism as indicated by similar glucose tolerance in knockout and wild-type mice at 7 weeks of NCD (Fig. 4g). Plasma insulin levels were unaltered after glucose administration (Fig. 4h), excluding a compensatory hyperinsulinemia to maintain blood glucose levels. In the context of diet-induced obesity, the knockout of *Slc16a13* did not significantly affect body weight, body composition, or energy expenditure (Fig. 5a–c), suggesting obesity might mask the Slc16a13-dependent effect on body composition seen in NCD-fed mice. Locomotor activity, food intake, and respiratory exchange ratio (RER) were also unaltered at 9 weeks of HFD (Fig. 5d–f). In contrast, already after 7 weeks of HFD-feeding, loss of Slc16a13 function improved glucose tolerance, demonstrated by significantly decreased blood glucose levels in *Slc16a13* knockout mice 60 min after oral glucose administration and significantly lower area under the curve (AUC) (Fig. 5g, h), while insulin levels were unchanged between the genotypes (Fig. 5i). These data suggest a modulatory role of SLC16A13 in glucose metabolism in the context of diet-induced obesity.

**Fig. 4:**
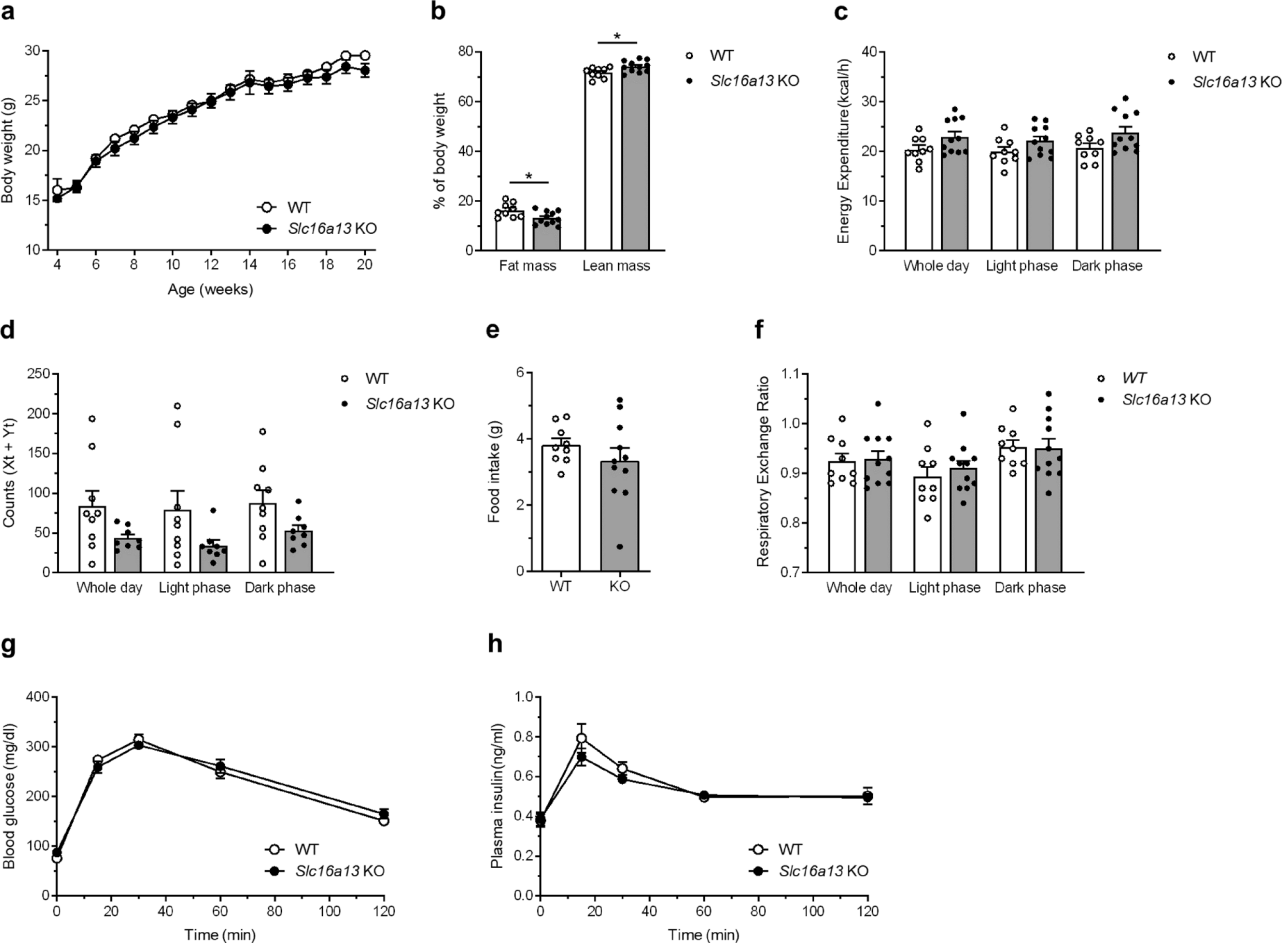
Metabolic phenotype of NCD-fed *Slc16a13* knockout mice. **a** Body weight of WT and *Slc16a13* KO mice over a time course of 18 weeks. **b**–**f** Body composition, energy expenditure, locomotor activity, food intake, and respiratory exchange ratio (RER) of WT, and *Slc16a13 KO* mice at an age of 14 weeks. **g**, **h** Blood glucose levels and plasma insulin levels of WT and *Slc16a13* KO mice after oral glucose administration at an age of 12 weeks. *Slc16a13* WT (*n* = 9), *Slc16a13* KO (*n* = 8–11). **a**, **g**, **h** Means ± SEM are displayed. **b**–**f** Bars represent means ± SEM. *p < 0.05 determined using two-tailed unpaired Student’s *t*-test.

**Fig. 5:**
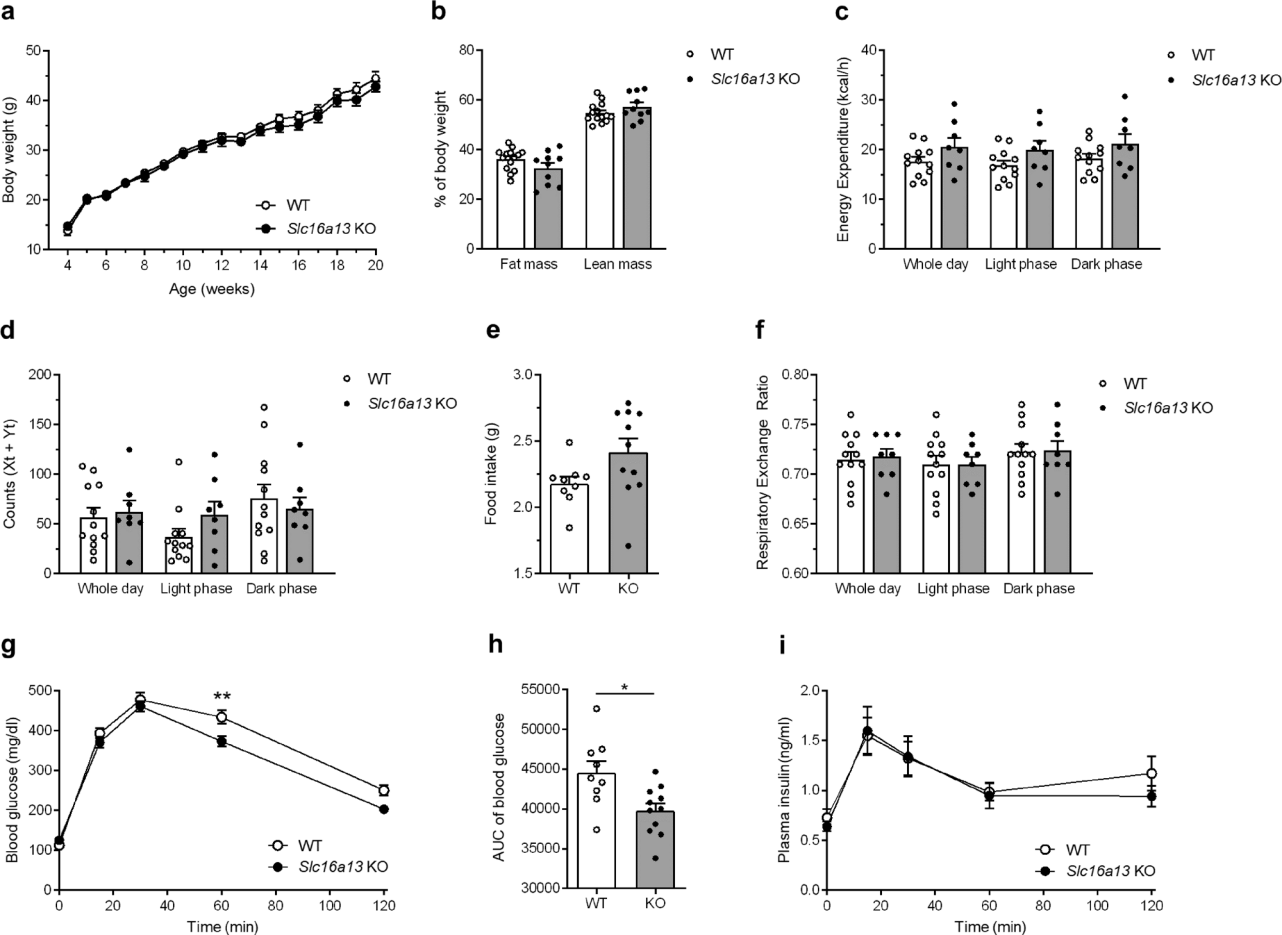
Metabolic phenotype of HFD-fed *Slc16a13* knockout mice. **a** Body weight of WT and *Slc16a13* KO mice over a time course of 18 weeks. **b**–**f** Body composition, energy expenditure, locomotor activity, food intake, and respiratory exchange ratio (RER) of WT, and *Slc16a13* KO mice at an age of 14 weeks. **g**–**i** Blood glucose levels (**g**), related area under the curve (AUC) (**h**) and plasma insulin levels (**i**) of WT and *Slc16a13* KO mice after oral glucose administration at an age of 12 weeks. *Slc16a13* WT (*n* = 9–14), *Slc16a13* KO (*n* = 8–11). **a**, **g**, **i** Means ± SEM are displayed. **b**–**f**, **h** Bars represent means ± SEM. **p < 0.01 determined using two-way ANOVA followed by Sidak’s multiple comparison test (**g**) and *p < 0.05 determined using two-tailed unpaired Student’s *t*-test (**h**).

### *Slc16a13* knockout attenuates insulin resistance in HFD-fed mice

Since an oral glucose tolerance test is only a rough marker of insulin sensitivity, we investigated whole body and tissue-specific insulin action by hyperinsulinemic–euglycemic (HE) clamp after 15 weeks of HFD-feeding. During HE clamp, blood glucose and insulin levels did not differ significantly between *Slc16a13* knockout and wild-type mice (Fig. 6a, b). Consistent with the lower blood glucose levels seen in the oral glucose tolerance test (Fig. 5g, h), the glucose-infusion (GINF) rate was higher in *Slc16a13* knockout mice (Fig. 6c) and significantly increased by 20% in the clamp steady-state (Fig. 6d). To address the tissue-specific contributions to the improved insulin sensitivity, we determined endogenous hepatic glucose production and glucose uptake into peripheral organs. Insulin-mediated suppression of endogenous glucose production, a reflection of hepatic insulin sensitivity, was markedly better in *Slc16a13* knockout mice than wild-type mice (Fig. 6e, f), demonstrating attenuation of HFD-induced hepatic insulin resistance. Accordingly, insulin downstream signaling was improved in *Slc16a13* knockout mice as addressed by Akt phosphorylation in liver tissue (Supplementary Fig. 4a), whereas liver glycogen storage was unaltered (Supplementary Fig. 4b). Insulin-stimulated glucose clearance was not different between *Slc16a13* knockout and wild-type mice, demonstrating no effect on peripheral insulin sensitivity (Fig. 6g). Consistent with this, 2-deoxyglucose uptake into skeletal muscle and adipose tissue was not affected by genotype (Fig. 6h). Therefore, attenuation of insulin resistance in obese *Slc16a13* knockout mice could be attributed to improved hepatic insulin sensitivity.

**Fig. 6:**
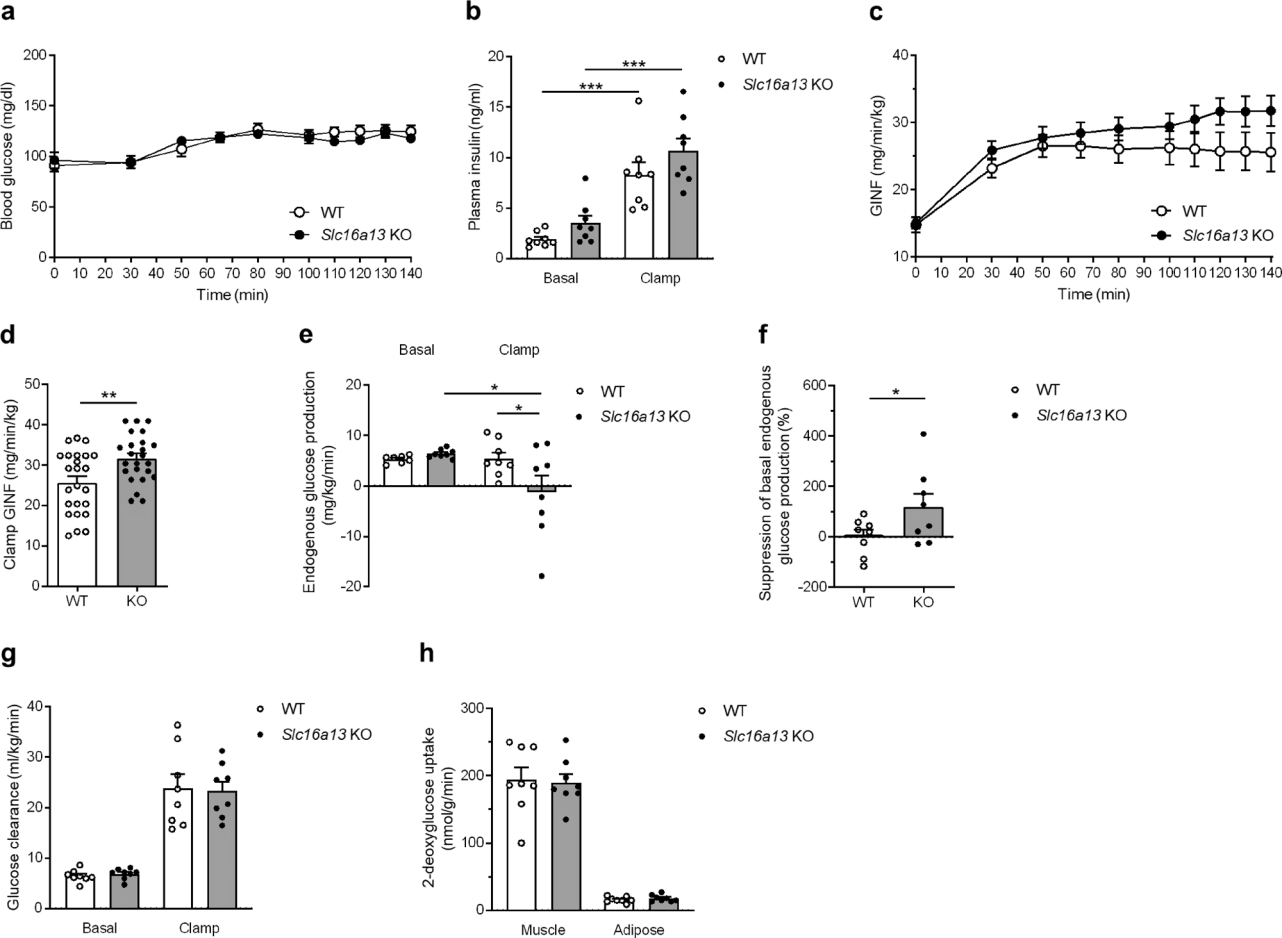
Glucose metabolism of *Slc16a13* knockout mice at 15 weeks of HFD. **a** Plasma glucose concentration during HE clamp. **b** Basal and clamp plasma insulin levels. **c**, **d** Glucose-infusion rate during HE clamp and in the clamped state (120–140 min) in WT and *Slc16a13* KO mice. All three steady-state data points per mouse are shown (**d**). **e**, **f** Basal and clamp hepatic endogenous glucose production and suppression of basal endogenous glucose production in WT and *Slc16a13* KO mice. **g** Plasma glucose clearance in WT and *Slc16a13* KO mice. **h** 2-deoxyglucose uptake in quadriceps muscle and epigonadal white adipose tissue. *Slc16a13* WT (*n* = 8), *Slc16a13* KO (*n* = 8). **a**, **c** Means ± SEM are displayed. **b**, **d**–**h** Bars represent means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 determined using two-tailed unpaired Student’s *t*-test, except for **e**, **f** *p < 0.05 determined using one-tailed unpaired Student’s *t*-test.

### HFD-fed *Slc16a13* knockout mice are protected from hepatic lipid accumulation

Ectopic lipid accumulation in the liver causes fatty liver disease and insulin resistance^19,20^. In accordance with improved insulin sensitivity, H&E and Oil-Red-O staining of liver sections revealed less lipid droplets in *Slc16a13* knockout mice compared to controls after 15 weeks of HFD-feeding (Fig. 7a). Hepatic lipid accumulation includes many species but mainly triglycerides, which seem to be metabolically inert. In contrast, diacylglycerols (DAGs) and ceramides have been shown to be bioactive mediators of insulin resistance in mice and humans^21,22^. Interestingly, the hepatic content in triglycerides, as well as diacylglycerols, was significantly reduced in *Slc16a13* knockout mice (Fig. 7b, c), whereas that of ceramides was unaltered (Fig. 7d). DAGs are known to mediate insulin resistance via activation of atypical protein kinases, such as PKCε in the liver. Once activated, cytosolic PKC converts into an active membrane-associated form that phosphorylates the insulin receptor on threonine 1160 (in mouse threonine 1150), which, in turn, inhibits the receptor intrinsic tyrosine kinase activity^21,23^. Compared to wild-type mice, the amount of membrane-associated PKCε was reduced more than 3-fold in the livers of *Slc16a13* knockout mice (Fig. 7e and Supplementary Fig. 12b). Together, our data suggest that *Slc16a13* deletion attenuates the ectopic deposition of lipids in the liver, leading to a decrease in hepatic DAG content, lower PKCε activation, and, in turn, reduces diet-induced hepatic insulin resistance. In this model, our data also dissociate hepatic ceramide content from changes in hepatic insulin sensitivity.

**Fig. 7:**
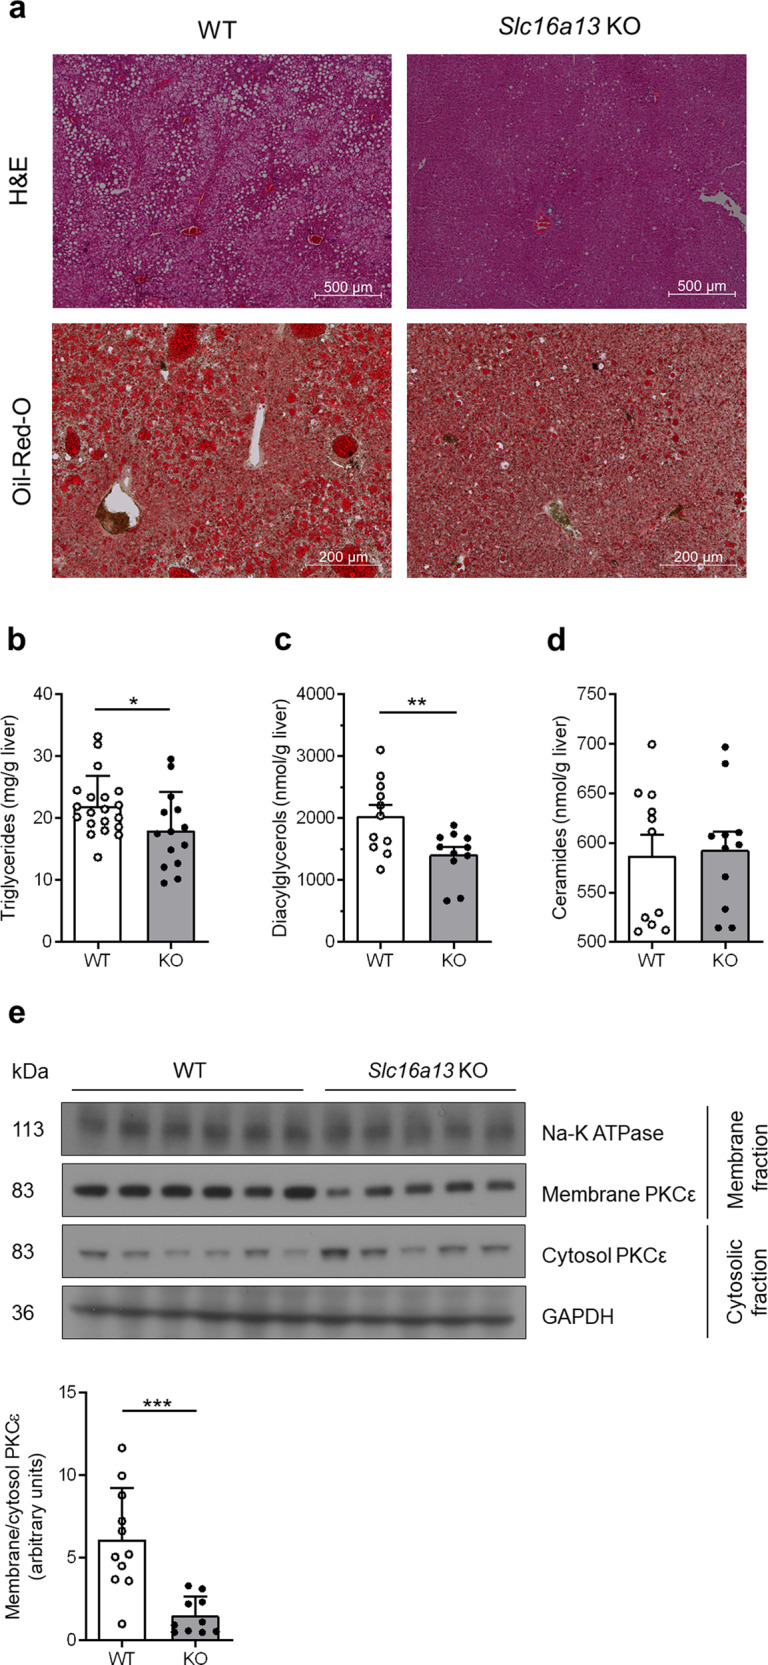
Liver lipids of *Slc16a13* knockout mice at 15 weeks of HFD. **a** Representative H&E and Oil-Red-O stainings of WT and *Slc16a13* KO mice. **b** Hepatic triglycerides in WT (*n* = 20) and *Slc16a13* KO mice (*n* = 14). Two cohorts of mice have been analyzed. **c**, **d** Hepatic diacylglycerol and ceramide level in WT and *Slc16a13* KO mice (*n* = 11 each group). **e** PKCε protein expression determined by western blot shown for WT (*n* = 6) and *Slc16a13* KO mice (*n* = 5). PKCε translocation assessed as the ratio of membrane to cytosol PKCε in WT and *Slc16a13* KO mice (*n* = 11 each group). Bars represent means ± SEM. **p < 0.05, **p < 0.01, ***p < 0.001 determined using two-tailed unpaired Student’s *t*-test.

### Reduced hepatic lipid accumulation is caused by increased mitochondrial respiration in *Slc16a13* knockout mice

Hepatic lipid content is regulated by four mechanisms: β-oxidation, *de novo* lipogenesis, lipid export as VLDL particles, and uptake of circulating fatty acids^20,24^. Loss of SLC16A13 function might counteract one of these mechanisms in the context of diet-induced obesity. To identify the underlying mechanism for reduced fat content in the livers of *Slc16a13* knockout mice, we measured oxygen consumption of *Slc16a13* knockout and wild-type hepatocytes isolated from NCD-fed females at a mean age of 20 weeks. During Seahorse XF Cell Mito Stress Test using the Seahorse Analyzer, cells were treated with the ATP synthase (complex V) inhibitor oligomycin, the mitochondrial uncoupler FCCP and rotenone/antimycin A, inhibitors of complexes I and III of the mitochondrial respiratory chain, respectively. Deletion of *Slc16a13* was associated with higher mitochondrial respiration, indicated by a higher oxygen consumption rate (OCR) and a significant 25% increase in maximal respiration (Fig. 8a). To investigate this observation in more detail, we performed high-resolution respirometry in the Oroboros O2k oxygraph using the substrate-uncoupler-inhibitor titration (SUIT) protocol on liver tissue isolated from mice fed HFD for 15 weeks. The application of the substrates malate, octanoylcarnitine, ADP, glutamate, and succinate, the uncoupler FCCP, and the inhibitor antimycin A allows the analysis of β-oxidation-linked mitochondrial respiration. Mitochondrial function measured as O_2_ flux per mass was increased in livers of *Slc16a13* knockout mice and consistent with the Seahorse data showing a 60% greater maximum capacity of the electron transport chain (ETS) in knockout livers (Fig. 8b). Furthermore, respiratory control ratios calculated from respirometry data indicate that mitochondria in Slc16a13 deficient liver become more effective at generating ATP from fatty acids (Supplementary Fig. 5). The fatty acid OXPHOS coupling control factor is significantly increased with loss of Slc16a13 and indicates that this is primarily due to higher OXPHOS capacity and not caused by reduction of the respiratory LEAK, suggesting improved control and/or capacity of the ADP phosphorylation system regarding the respiratory flux after fatty acid utilization (Supplementary Fig. 5a). In line with this, the respiratory control ratio is increased and the LEAK control ratio is decreased in livers of *Slc16a13* knockout mice (Supplementary Fig. 5b, c, respectively). These ratios suggest a more effective ATP synthesis from fatty acids, what may be the reason for increased fatty acid oxidation. To investigate whether other mechanisms might contribute to the reduced hepatic lipid accumulation, VLDL export, de novo lipogenesis, and FFA uptake were analyzed in these mice. Plasma triglyceride levels addressing hepatic VLDL production, assessed by injection of the lipoprotein lipase (LPL)-inhibiting detergent Poloxamer-407 in fasted mice at 13 weeks of HFD, were unaltered between *Slc16a13* knockout and wild-type mice (Fig. 8c). Hepatic de novo lipogenesis, assessed by application of deuterated water, and plasma non-esterified fatty acid concentrations did not differ between the genotypes at 15 weeks of HFD (Fig. 8d, e, respectively), and we observed no difference at the mRNA level of hepatic fatty acid transporters (Fig. 8f). Together, our data suggest that increased mitochondrial β-oxidation is the main mechanism protecting against fatty liver development in *Slc16a13* knockout mice.

**Fig. 8:**
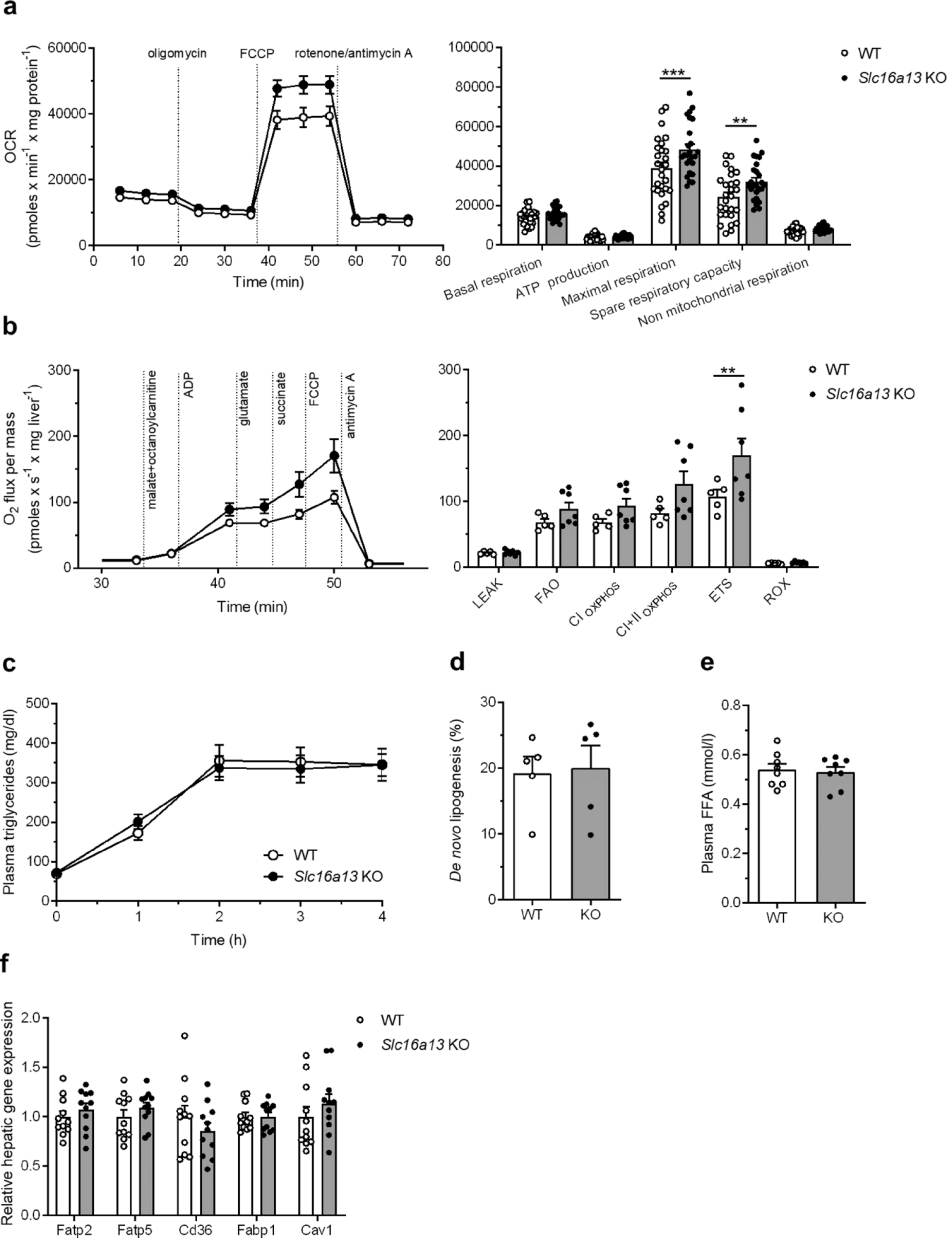
Mechanisms of reduced hepatic lipid accumulation in *Slc16a13* knockout mice. **a** Mitochondrial respiration of hepatocytes isolated from *Slc16a13* WT (*n* = 27) and *Slc16a13* KO (*n* = 25) mice at a mean age of 20 weeks, both groups females fed NCD. Time course and calculated parameters of oxygen consumption rate (OCR) during mitochondrial stress test performed in the Seahorse Analyzer XF96. **b** Mitochondrial respiration of liver tissue isolated from 20 weeks old HFD-fed *Slc16a13* WT (*n* = 5) and *Slc16a13* KO (*n* = 7) mice. Time course and calculated parameters of oxygen flux during high-resolution respirometry performed in the Oroboros Oxygraph-2k. LEAK = proton leak, ion leak, and slip compensatory state; FAO = fatty acid oxidation; OXPHOS = oxidative phosphorylation; CI_OXPHOS_ = complex I-related oxidative phosphorylation capacity; CI + II_OXPHOS_ = complex I and II-related oxidative phosphorylation capacity; ETS = electron transfer system; ROX = residual oxygen consumption. **c** Plasma triglyceride levels after intraperitoneal injection of the LPL-inhibitor Poloxamer-407 at an age of 18 weeks. **d** Hepatic de novo lipogenesis in WT and *Slc16a13* KO mice at 20 weeks of age. **e** Plasma level of free-fatty acids (FFA) in a fasted state. **f** Relative hepatic mRNA expression of fatty acid transporters. *Slc16a13* WT (*n* = 5–11), *Slc16a13* KO (*n* = 5–11). **a**–**c** Means ± SEM are displayed. **a**, **b**, **d**–**f** Bars represent means ± SEM. **p < 0.01, ***p < 0.001 determined using two-way ANOVA followed by Sidak’s multiple comparison test.

### Deletion of *Slc16a13* increases mitochondrial function by AMPK activation

To investigate mitochondrial function at the molecular level, we performed western blot analysis on liver lysates and found the protein expression of respiratory chain complexes to be significantly higher in *Slc16a13* knockout mice compared to wild-type littermates after 15 weeks of HFD-feeding (Fig. 9a and Supplementary Fig. 12c). This is consistent with transcriptomic data showing significantly upregulated oxidative phosphorylation in knockout compared to wild-type liver as determined by gene set enrichment analysis (Fig. 9b). In contrast, neither OXPHOS protein levels nor gene set enrichment analysis indicated deregulated oxidative phosphorylation in skeletal muscle between the two genotypes (Supplementary Fig. 6a, b, respectively). Thus, we propose *Slc16a13* deletion in the liver is a key causal factor for the increase in oxidative phosphorylation and finally, the improvement in metabolic phenotype observed in HFD-fed *Slc16a13* knockout mice.

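RNA-Seq was performed on liver and skeletal muscle of 11 WT and 11 KO male mice, which were 20 weeks old and had been fed HFD for 15 weeks. Both tissues came from the same animals, which gave 44 libraries from poly(A)-selected RNA. The gene deleted in these mice, Slc16a13 (ENSMUSG00000044367), was examined first. In liver, between 99 and 302 reads per library were counted on Slc16a13 in WT mice and between 0 and 8 in KO mice, a log2 fold change of -5.45 (standard error 0.30, adjusted p = 2.8e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In muscle, between 4 and 22 reads were counted in WT libraries and between 11 and 40 in the libraries labelled KO, a log2 fold change of 0.64 (standard error 0.22, adjusted p = 0.49 from the same test). The muscle count of Slc16a13 therefore goes against the label, and these libraries are called the muscle libraries labelled KO. The counts are per gene and not per exon, and the deletion drawn in Fig. 3a covers the promoter and the first exons but not the whole gene. The authors deposited the number of reads counted on each of 38202 genes, without normalization, and a table of RPKM values. The paper's text does not name the aligner, the counting program or the genome build, so no coordinates are given. The total count per library ranged from 20150712 to 33733103 reads in WT liver (median 24538782) and from 20517872 to 31084170 in KO liver (median 25250137). In muscle it ranged from 21810239 to 33807727 reads in WT libraries (median 25208479) and from 21703841 to 35218243 in the libraries labelled KO (median 26548720). The paper's sequencing depth per sample (Methods) is given in reads, while the totals here hold only reads counted on genes, so they are not the same measure. Genes were tested within each tissue with the filterByExpr filter and TMM normalization of edgeR, which left 13005 genes in liver and 13266 in muscle. For the gene sets, the paper used limma for log2 counts scaled to library size (CPM) and the rank-based test of the gage package. Here genes were ranked by the moderated t of limma-voom and each set was compared with all other tested genes by a two-sided Wilcoxon rank-sum test. The value given for a set is the share of pairs of a set gene and another gene in which the set gene ranked higher in KO mice, where 0.5 means no shift. The rank-sum test counts genes as if they were independent, and genes of one set are correlated across mice. The sets were written by hand from pathway knowledge, since the lists used by the paper were not used here. The paper pooled 11 libraries for each sequencing pool and does not name the libraries of each pool, so a pool and a group of 11 mice cannot be told apart.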

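In liver, the OXPHOS set held 85 tested subunits of complexes I to V, and the share of pairs in which a set gene ranked higher in KO mice was 0.799 (two-sided Wilcoxon rank-sum test across genes, p = 2.0e-21). Of the 85 genes, 76 had a higher mean in KO mice, and the median log2 fold change was 0.21. At an unadjusted p under 0.05, 37 of the genes differed between genotypes, and 0 did after adjustment over all genes. The 5 genes with the largest moderated t were Ndufb9, Atp5o, Ndufa3 and Cox4i1, which were higher in KO mice, and Ndufs1, which was lower. Ndufb9 (ENSMUSG00000022354) had 150 ± 5.23 CPM in WT mice and 192 ± 66.2 in KO mice (SD, n = 11 each), a log2 fold change of 0.36 (standard error 0.13, adjusted p = 0.38 from edgeR's quasi-likelihood test). The log2 fold change of Ndufs1 (ENSMUSG00000025968) was -0.13 (standard error 0.06, adjusted p = 0.38 from the same test). The OXPHOS score, the mean log2 CPM of the set's genes in a mouse, was 6.91 ± 0.04 (SD, n = 11) in WT and 7.08 ± 0.33 (SD, n = 11) in KO livers. This difference of 0.17 did not pass a threshold of 0.05 when genotype labels were permuted over mice (two-sided permutation test with 100000 resamples, p = 0.155). The medians were 6.90 in both genotypes. The score of 4 KO livers was above the highest WT liver, at 7.06, 7.31, 7.68 and 7.70 against 6.97, while 6 KO livers lay within the WT range and 1 below it. The same 4 libraries held fewer reads on long genes than every WT liver: their slopes of log2 CPM on log2 gene length were -0.08, -0.25, -0.42 and -0.53, against 0.04 to 0.10 in WT livers. OXPHOS genes are short, with a median length of 661 bases against 2412 for all tested genes. With each library's dependence on gene length removed, the share of pairs was 0.571 (p = 0.024 from the same rank-sum test), and the score differed between genotypes by 0.01 (permutation test, p = 0.710). The alternative that moved the share most was 1 surrogate variable as a covariate, under which it was 0.413. With the correlation between genes estimated by camera, the p-value of the set was 0.188.

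**Figure D1:**
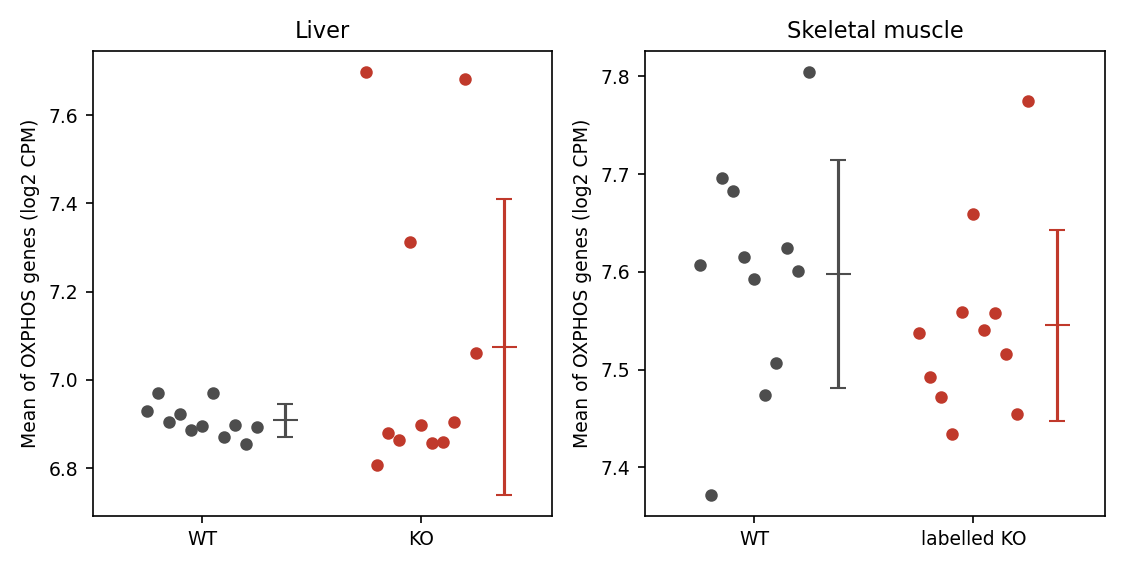
OXPHOS score of each mouse in liver and skeletal muscle. The vertical axis is the mean log2 CPM of the OXPHOS genes, each point is 1 mouse, and the bar beside each group gives the mean and SD of 11 mice. In liver, 4 KO mice lie above the highest WT mouse at 6.97, and in muscle all libraries labelled KO lie within the WT range of 7.37 to 7.80.

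**Figure D2:**
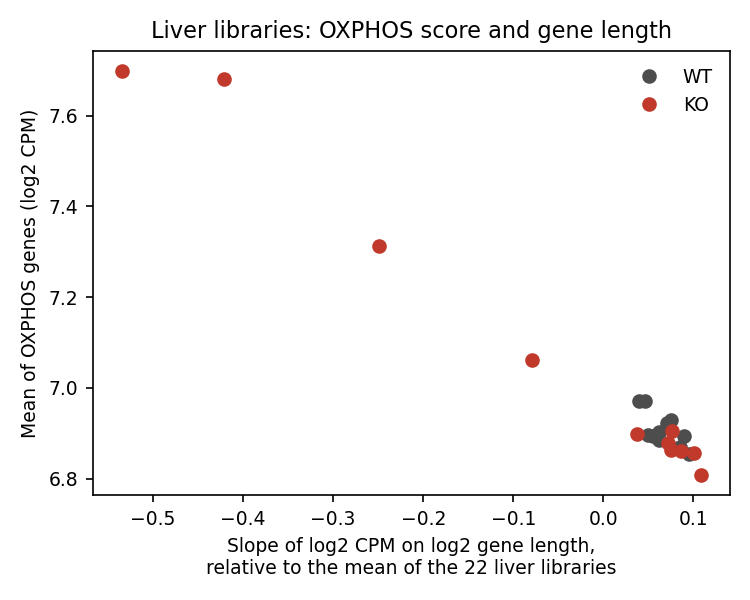
OXPHOS score of each liver library against its slope on gene length. The horizontal axis is the slope of log2 CPM on log2 gene length relative to the mean of the 22 liver libraries, the vertical axis is the OXPHOS score in log2 CPM, and each point is 1 mouse. The libraries with slopes of -0.42 and -0.53 have scores of 7.68 and 7.70.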

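In skeletal muscle, the OXPHOS score was 7.60 ± 0.12 (SD, n = 11) in WT libraries and 7.55 ± 0.10 (SD, n = 11) in the libraries labelled KO. The difference of -0.05 did not pass a threshold of 0.05 (two-sided permutation test with 100000 resamples, p = 0.262), and all 11 libraries labelled KO lay within the WT range. Across genes, 88 subunits were tested and 12 of them had a higher mean in the libraries labelled KO. The share of pairs in which a set gene ranked higher in these libraries was 0.264 (two-sided Wilcoxon rank-sum test across genes, p = 2.0e-14), a shift towards lower counts with a median log2 fold change of -0.05. This direction is that of the labels, which the muscle count of Slc16a13 goes against. At an unadjusted p under 0.05, 11 of the 88 genes differed, and 0 did after adjustment over all genes. The 5 genes with the largest moderated t were Uqcrq, Ndufs7, Cox6a2, Ndufb7 and Atp5d, all lower in the libraries labelled KO. Uqcrq (ENSMUSG00000044894) had 148 ± 29.9 CPM in WT libraries and 118 ± 21.8 in libraries labelled KO (SD, n = 11 each), a log2 fold change of -0.32 (standard error 0.11, adjusted p = 0.49 from edgeR's quasi-likelihood test). With the correlation between genes estimated by camera, the p-value of the set was 0.320, and with gene length removed the share was 0.406 (p = 0.0024 from the rank-sum test). Over all 13266 genes tested in muscle, 1 passed an adjusted p of 0.05 and 1146 had an unadjusted p under 0.05.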

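The difference between the tissues was tested directly. The OXPHOS score rose by 0.22 more in KO liver than in the muscle libraries labelled KO, on the log2 scale and over 11 mice per genotype (two-sided permutation test with labels permuted in each tissue, p = 0.052). Because liver and muscle came from the same mice, the test was repeated as a paired analysis with the mouse as replicate block: the difference of 0.22 had p = 0.070 when the genotype labels were permuted over mice with both tissues kept together. As a check of this pairing, liver and muscle of 1 mouse deviated from their group means with a mean correlation across genes of 0.07. The value of -0.01 for different mice of a genotype follows largely from centring on group means, so it is no separate baseline. The OXPHOS scores of both tissues deviated with r = -0.09 (permutation test, p = 0.674, n = 22 mice). The 0.07 was not tested, so this check does not settle the pairing. Without the replicate block, the difference between tissues was 0.07 (p = 0.113) with gene length removed and 0.27 (p = 0.043) with nuclear-encoded subunits alone. For single genes, the interaction of genotype and tissue was tested over 14739 genes, and 1 gene, Slc16a13, had an adjusted p under 0.05, both without and with the mouse as replicate block. At an unadjusted p under 0.05 there were 2384 genes without the replicate block and 2260 with it. From higher respiratory chain protein and OXPHOS expression in liver, and no deregulation in skeletal muscle, the paper proposes that loss of Slc16a13 in the liver leads to the increase in oxidative phosphorylation.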

**Fig. 9:**
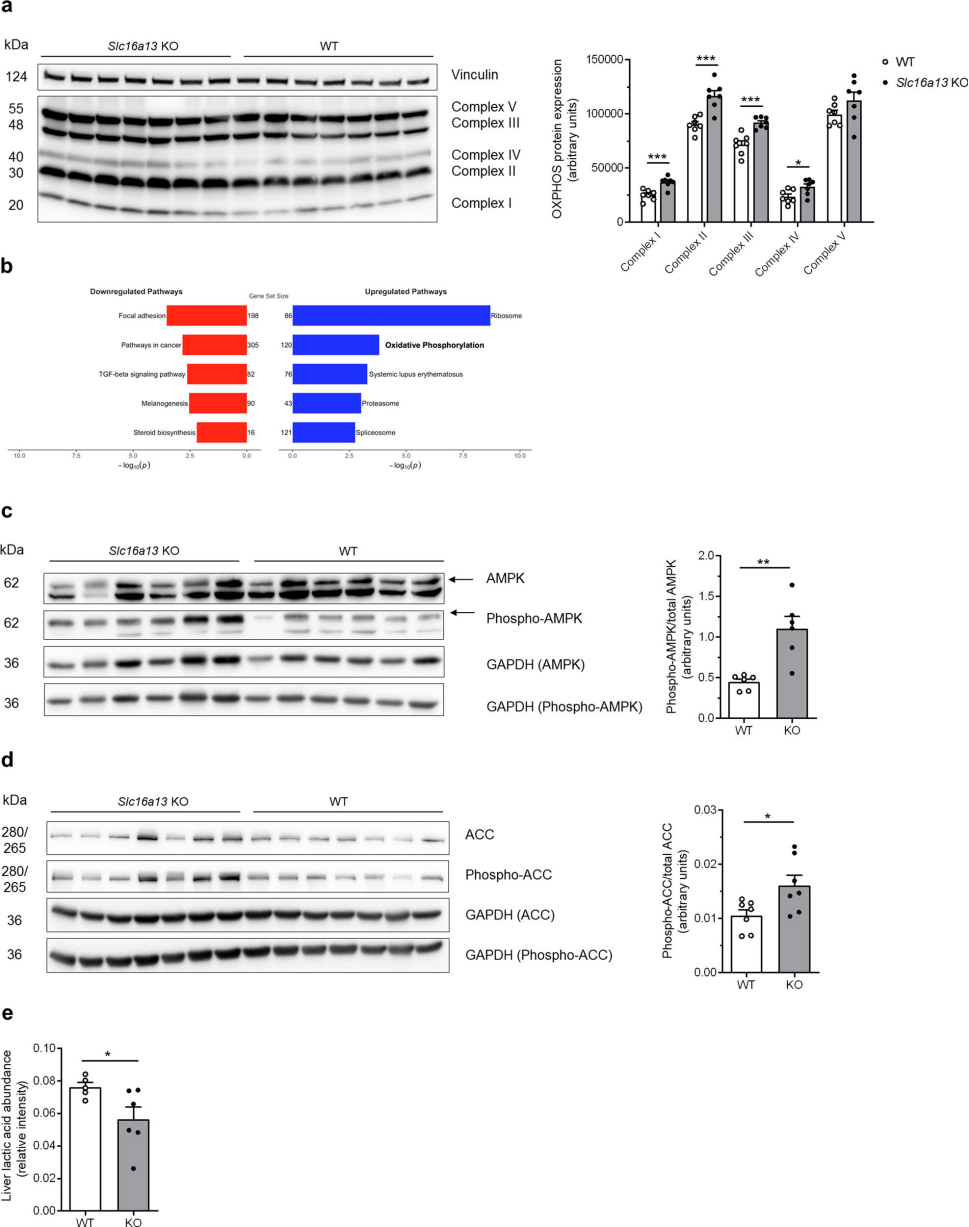
Molecular insight into increased mitochondrial respiration in *Slc16a13* knockout mice at 15 weeks of HFD. **a** Hepatic protein expression of respiratory chain complexes I–V determined by western blot. **b** Gene set enrichment analysis of liver transcriptomic data from WT and *Slc16a13* KO mice. **c** AMPK phosphorylation as a ratio of phospho-AMPK/total AMPK determined by western blot. **d** ACC phosphorylation as ratio of phospho-ACC/total ACC determined by western blot. *Slc16a13* WT (*n* = 6–7), *Slc16a13* KO (*n* = 6–7). **e** Relative lactic acid levels determined by untargeted metabolomics in the livers of WT (*n* = 5) and *Slc16a13* KO mice (*n* = 6). **a**, **c**–**e** Bars represent means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 determined using two-tailed unpaired Student’s *t*-test, Welch correction for unequal variance was used in **e**.

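Of the other gene sets named in Fig. 9b, 6 were tested in the same 11 WT and 11 KO livers, and the rest were not. The p-values were adjusted by the Benjamini-Hochberg method over 15 sets, including a broader OXPHOS list. The paper's legend gives a smaller number of mice without saying which panels it covers, and all libraries are included here. Ranked higher in KO mice were the Ribosome set, with a share of 0.898 (81 genes, adjusted p = 5.0e-34), the Proteasome set, with 0.836 (42 genes, adjusted p = 1.4e-13), and the Spliceosome set, with 0.637 (116 genes, adjusted p = 7.3e-07). Ranked lower were the Focal adhesion set, with 0.354 (165 genes, adjusted p = 2.8e-10), the TGF-beta signaling set, with 0.353 (69 genes, adjusted p = 3.9e-05), and the Steroid biosynthesis set, with 0.232 (15 genes, adjusted p = 4.5e-04). All 81 genes of the Ribosome set had a higher mean in KO mice, and their median log2 fold change was 0.27. No gene of these sets passed an adjusted p of 0.05 on its own. At an unadjusted p under 0.05 there were 67 Ribosome, 27 Proteasome and 10 Steroid biosynthesis genes. There were 22 Spliceosome, 11 Focal adhesion and 8 TGF-beta signaling genes. With gene length removed, the Focal adhesion set no longer passed, at a share of 0.458 (adjusted p = 0.098). With the correlation between genes estimated by camera, all 6 sets had an adjusted p of 0.267. Over all 13005 genes tested in liver, 3 passed an adjusted p of 0.05, 2 higher and 1 lower in KO mice, and 1675 had an unadjusted p under 0.05.

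**Figure D3:**
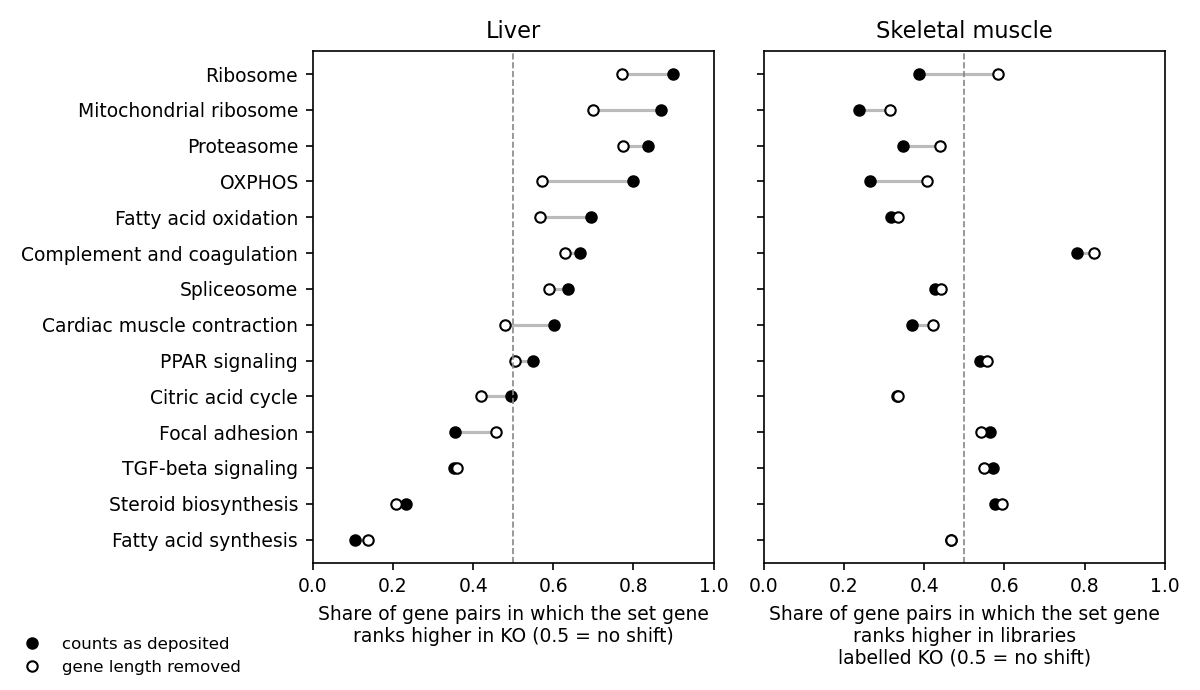
Shift of each gene set in liver and in skeletal muscle. The horizontal axis is the share of pairs in which a set gene ranked higher in KO mice or in the muscle libraries labelled KO, without unit, and 0.5 means no shift. Filled points use the counts as deposited and open points the counts with each library's dependence on gene length removed, for 11 against 11 libraries per tissue. The liver OXPHOS set moves from 0.799 to 0.571.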

Given that mitochondrial respiration is increased in *Slc16a13* knockout mice, AMPK, the main sensor of cellular energy status and regulator of mitochondrial homeostasis, could be causative. AMPK is activated by phosphorylation at low energy status, defined by high cellular AMP and low ATP level, and promotes mitochondrial biogenesis and expression of respiratory proteins^25^. Here, protein expression analysis of liver extracts showed a significant increase in the ratio of phospho-AMPK/total AMPK in *Slc16a13* knockout mice (Fig. 9c and Supplementary Fig. 12d). AMPK phosphorylates and thereby inactivates acetyl-CoA carboxylase (ACC), an enzyme that exists in two isoforms, ACC-1 and ACC-2, both highly expressed in the liver^26,27^. AMPK phosphorylation of ACC-1 at serine 212 and ACC-2 at serine 79 reduces fatty acid synthesis and increases fatty acid oxidation through activation of carnitine palmitoyltransferase 1 (CPT1)^28,29^. Importantly, it was shown that both, ACC-1 and ACC-2 regulate fatty acid oxidation, whereas ACC-1 mainly regulates lipogenesis^30^. To further establish the link between AMPK activation and mitochondrial function, we found the ratio of phospho-ACC/total ACC protein was significantly higher in *Slc16a13* knockout liver extracts (Fig. 9d and Supplementary Fig. 12e), in agreement with cellular activation of AMPK. To confirm these results, mouse primary hepatocytes isolated from *Slc16a13* knockout and wild-type mice were treated with the saturated free-fatty acid palmitate to induce insulin resistance mimicking HFD-feeding. Also in these hepatocytes, phosphorylation of AMPK and ACC was significantly increased in cells deficient for Slc16a13 (Supplementary Fig. 7a). In contrast, BSA control-stimulated hepatocytes did not show this difference in protein phosphorylation (Supplementary Fig. 7b), suggesting that an insulin-resistant state induced by palmitate in vitro, or by HFD-feeding in vivo, is mandatory to provoke these changes in the context of Slc16a13 deficiency. Since we showed that Slc16a13 is a plasma membrane l-lactate transporter (Fig. 2a–c), we postulated the energy deficit in the liver of *Slc16a13* knockout mice stems from the reduction in intracellular lactate level^31,32^. Metabolome analysis of the liver was consistent with this hypothesis, showing a significant reduction of l-lactate level by 25% in *Slc16a13* knockout compared to wild-type liver (Fig. 9e). In contrast, monocarboxylates transported by other SLC16 family members did not differ between wild-type and knockout livers (Supplementary Fig. 8a). To finally test the hypothesis that reduced lactate transport in the liver is the primary metabolic impact of Slc16a13 deficiency, intrahepatocellular lactate utilization was analyzed in *Slc16a13* knockout and wild-type primary hepatocytes (Fig. 10). In palmitate-treated hepatocytes, lactate, and pyruvate-driven glucose production were significantly reduced if Slc16a13 is missing. The reason for reduced gluconeogenesis might be reduced Slc16a13-mediated uptake of lactate into hepatocytes and consequently reduced availability of this gluconeogenic substrate. Furthermore, glucose production was significantly decreased in palmitate-treated *Slc16a13* knockout hepatocytes, but not in BSA control-treated hepatocytes, suggesting that Slc16a13 deficiency only has a metabolic impact under conditions of excess dietary nutrients and linked insulin resistance, as seen for AMPK and ACC phosphorylation (Supplementary Fig. 7). Most importantly, this reduced intrahepatocellular lactate availability will not exclusively affect glucose metabolism, but impact the overall energy status of the cell. According to our hypothesis, intracellular energy deficit may drive AMPK activation and further downstream signaling leading to improved insulin sensitivity in diet-induced obese *Slc16a13* knockout mice. Taken together, these results identify a mechanism for SLC16A13 function in energy homeostasis: loss of SLC16A13 reduces l-lactate uptake in the liver, thereby limiting intracellular substrate availability and reducing intracellular energy levels that lead to activation of AMPK, which promotes mitochondrial respiration. Increased β-oxidation attenuates lipid (DAG) accumulation and the development of hepatic insulin resistance in the context of obesity.

**Fig. 10:**
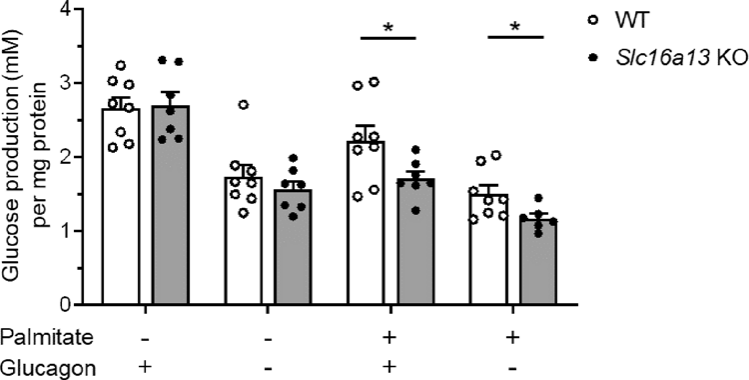
Gluconeogenesis in *Slc16a13* knockout primary hepatocytes. Glucose production of primary hepatocytes isolated from *Slc16a13* WT (*n* = 8) and *Slc16a13* KO (*n* = 7) mice at a mean age of 20 weeks. Hepatocytes were stimulated with 500 µM BSA-coupled palmitate (6:1 molar ratio) or BSA control and 100 nM glucagon or vehicle control as indicated. Cell culture supernatant was collected after 8 h of incubation in glucose-free media containing 20 mM lactate and 2 mM pyruvate. Bars represent means ± SEM. *p < 0.05 determined using two-tailed unpaired Student’s *t*-test.

## Discussion

*SLC16A13* has been linked to T2D in humans by two independent GWAS^3,17^. However, the biology and function of the SLC16A13 transporter, and whether alterations in *SLC16A13* are a cause or consequence of T2D, is unknown. Here, we describe a causal relationship between SLC16A13 function and the development of insulin resistance and fatty liver, reflecting the phenotype associated with the *SLC16A13* polymorphism in a cohort of Japanese people. Our hypothesized link between intracellular l-lactate availability and hepatic insulin resistance is supported by the characterization of the transporter localization and substrate specificity in vitro, and by the physiological phenotype of our knockout mouse model in vivo.

Importantly, cellular fractionation of mouse liver lysates clearly demonstrated that endogenous Slc16a13 protein localizes to the plasma membrane (Fig. 3c). In addition, Slc16a13 was identified as a plasma membrane transporter for l-lactate using *Slc16a13*-expressing HEK cells (Fig. 2 and Supplementary Fig. 2). Although l-lactate transport into HEK-*Slc16a13* cells was only increased 2-fold compared to the HEK-control cells (Fig. 2b), recently published data on the SLC16A11 transporter also showed a comparably mild change in SLC16A11-dependent pyruvate transport that still may have an effect on T2D risk^6^. Most importantly, high levels of endogenous transport in HEK cells due to high SLC16A1/MCT1 activity may impede the detection of a stronger Slc16a13-dependent effect. While our investigation only addressed mouse Slc16a13, it is important to highlight that human and mouse protein share 87% protein identity and the human transporter may also localize to the plasma membrane and not only intracellular membranes as presented before by Williams et al.^3^. The description of l-lactate as a primary Slc16a13 substrate is supported by an unbiased metabolomics assessment of the liver that showed lactate was reduced in the livers of *Slc16a13* knockout mice, while other monocarboxylates were not (Fig. 9e and Supplementary Fig. 8a). Although lactate levels are reduced by only 25%, which may be partially explained by MCT1-mediated compensation of lactate transport, these data strongly argue for lactate being a major substrate for Slc16a13. However, we did not investigate transport kinetics using additional substrates and, therefore, cannot rule out the possibility that substrates other than l-lactate are physiologically relevant or contribute to the SLC16A13-associated diabetic phenotype. Further studies will clarify if SLC16A13 also transports other substrates.

*SLC16A1* encodes MCT1, which transports l-lactate, pyruvate, and ketone bodies across the plasma membrane^4^, and it is broadly expressed in contrast to *SLC16A13*. MCT1, along with two other prominent SLC16 family members MCT2 and MCT4, catalyzes the proton-linked influx or efflux of lactic acid in various tissues. Lactic acid is a product of glycolytic cells at low oxygen levels and substrate for gluconeogenesis and lipogenesis in the liver, kidney, and adipose tissue as well as for oxidative phosphorylation in the heart, skeletal muscle, and brain^5,33^. Increased lactate production in adipose tissue due to hypoxia^34^ and decreased oxidative capacity in insulin-resistant muscle^35,36^ contribute to increased circulating lactate levels associated with obesity and T2D^37–39^. Plasma lactate levels are unaltered in *Slc16a13* knockout mice (Supplementary Fig. 8b, c), suggesting that loss of Slc16a13 can be at least partially compensated by other monocarboxylate transporters (e.g., MCT1, MCT2, and MCT4) that facilitate plasma lactate uptake into organs, or that the uptake of liver lactate is insufficient to affect plasma levels. Consistent with unaltered plasma lactate concentrations, muscle insulin sensitivity is unchanged in *Slc16a13* knockout mice (Fig. 6h). An increased expression of hepatic monocarboxylate transporter encoding Slc16 genes was observed in the liver and kidney, what may have served compensatory purposes (Supplementary Fig. 9), indirectly supporting the finding that SLC16A13 transports l-lactate (Fig. 2b). Multiple Slc16 genes are dysregulated in the kidney of *Slc16a13* knockout mice, probably due to the higher expression of *Slc16a13* in the kidney compared to the liver (Fig. 1a). Just two Slc16 genes are significantly upregulated in *Slc16a13* knockout liver under conditions of diet-induced obesity: *Slc16a1* and *Slc16a11*. Both genes encode pyruvate transporter and lactate transport is well characterized for SLC16A1/MCT1. Therefore, it is likely that all three transporter share the same substrates: l-lactate and pyruvate. However, it is unlikely that this compensatory upregulation affects the *Slc16a13* knockout phenotype to a major extend. *Slc16a1* haploinsufficient mice are resistant to diet-induced obesity and associated metabolic perturbations^40^, vice versa *Slc16a1* overexpression would rather result in a detrimental metabolic phenotype, supported by the finding of exercise-induced hyperinsulinemia in human patients with promotor-activating mutations in *SLC16A1*^41,42^ and in a transgenic mouse line with beta cell-specific *Slc16a1* overexpression^43^. Although reduced SLC16A11 activity is proposed to induce metabolic changes associated with a higher risk of T2D^6^, contrary data exist^13,14^, and the significance of *Slc16a11* overexpression remains unclear. Furthermore, both, *Slc16a1* and *Slc16a11* show only slight increases in the liver, and although *Slc16a11* is stronger dysregulated in the kidney, overexpression of SLC16 transporter in the kidney is to our knowledge not linked to metabolic phenotypes of improved insulin sensitivity.

Assuming that SLC16A13 transports l-lactate in the liver, the key question is why loss of SLC16A13 function might be (patho)physiologically relevant, if MCT1 and SLC16A11 show the same substrate specificity and at least MCT1-mediated l-lactate transport is able to compensate SLC16A13 loss. One reason might be the distinct capacity and affinity of substrate transport. Here, we describe Slc16a13 as a low-capacity, but high-affinity transporter for l-lactate with a *K*_m_ value of approximately 0.47 µM in HEK293 cells (Fig. 2c). Compared to MCT2 and MCT4, MCT1 is described as intermediate affinity transporter with *K*_m_ values between 3.5 and 4.5 mM^4,33,44,45^ for the human protein, reflecting lower affinity for l-lactate compared to mouse Slc16a13. Human plasma concentrations of l-lactic acid are ~1.0–1.5 mM^46^, whereas plasma concentrations in our C57BL/6N wild-type mice are higher (Supplementary Fig. 8c). Therefore, SLC16A13 may be a lactate transporter that is quickly saturated, but whose high affinity enables to react to minor changes in plasma lactate concentrations in the early stages of metabolic disease. Compared to MCT1, we speculate that SLC16A13 function is more relevant in liver disease and it may be the transporter mediating hepatic l-lactate influx during specific pathophysiological states. This idea is supported by our gene expression analyses: whereas hepatic *Slc16a13* expression is upregulated in the context of diet-induced obesity (Fig. 1b), *Slc16a1* expression was not found to be induced by HFD- compared to NCD-feeding (Supplementary Fig. 10a). In obese mice, the significant increase in *Slc16a1* expression during fasting might reflect a compensatory upregulation in periods of low substrate supply, even though its hepatic expression is not induced by obesity per se. Furthermore, also *Slc16a11* expression differs under distinct dietary conditions and food deprivation (Supplementary Fig. 10b), pointing towards distinct roles of these SLC16 transporters in diet-induced obesity. However, this hypothesis needs further investigation and to date, the distinct roles of both transporters remain unclear. Importantly, transport kinetics of the human SLC16A13 protein would allow the direct comparison of the *K*_m_ values of both transporters.

*Slc16a13* deletion is significantly associated with lower fat mass in NCD-fed (Fig. 4b), but not in HFD-fed mice (Fig. 5b, *p* = 0.13). Potentially, obesity-related increase in fat mass and decrease in energy expenditure mask the effect seen during normal-chow feeding. Although Slc16a13 has no effect on body weight and energy expenditure, and only a mild effect on fat mass in lean mice fed normal chow, loss of Slc16a13 function results in improved glucose metabolism in obese mice fed HFD as determined by oral glucose tolerance test (Fig. 5g, h) and revealed in more detail using HE clamp (Fig. 6). The significantly higher insulin sensitivity of *Slc16a13* knockout mice can exclusively be explained by increased hepatic insulin sensitivity (Fig. 6e, f) since we did not observe any effects on insulin-stimulated peripheral glucose uptake (Fig. 6h). DAG accumulation due to reduced mitochondrial β-oxidation predisposes to the development of insulin resistance and T2D^21,47–49^. Conversely, we observed increased mitochondrial respiration that reduces hepatic lipid content and protects from diet-induced ectopic lipid accumulation in our *Slc16a13* knockout mouse model (Figs. 7 and 8). These results are consistent with previous studies that have demonstrated that elevation of liver-targeted mitochondrial uncoupling can reduce HFD-induced hepatic steatosis and hepatic insulin resistance^50,51^. In our model, hepatic Slc16a13 seems to be causative in this protection, as this transporter is highly expressed in the liver, but only marginally expressed in other metabolically active tissues, such as skeletal muscle (Fig. 1a). Furthermore, adipose and muscle insulin sensitivity is unaltered between *Slc16a13* knockout and wild-type mice, as determined by 2-deoxyglucose uptake during HE clamp (Fig. 6h). Most importantly, the proposed liver-specific effect is supported by the difference between the genotypes in mitochondrial respiration of primary hepatocytes and liver tissue (Fig. 8a, b), liver transcriptomics (Fig. 9b), and protein expression analyses (Fig. 9a). Opposite to these changes in liver metabolism, we could not detect altered mitochondrial function in skeletal muscle of knockout mice, indicated by transcriptomic data and respiratory protein expression (Supplementary Fig. 6). This may also explain the trend seen in whole-body energy expenditure whereby high oxygen consumption in the liver, which accounts for up to 50% of whole-body energy expenditure in mice^52^, but not skeletal muscle, may have a non-significant impact on total energy expenditure (Fig. 5c), which is consistent with prior observations using liver-specific mitochondrial uncoupling agents^50,51^. Although we assert altered hepatic β-oxidation to be causative for metabolic changes seen in the *Slc16a13* knockout mice, the respiratory exchange ratio addressed by indirect calorimetry is unchanged between the genotypes (Fig. 5f). However, as assessed for whole-body energy expenditure, also fatty acid oxidation may not be upregulated on a whole-body level if our proposed mechanism is liver-specific. Finally, the overall mild phenotype of *Slc16a13* knockout mice may also be at least partially explained by the observed upregulation of various Slc16 genes (Supplementary Fig. 9), maintaining hepatic lactate level above a critical threshold that may affect hepatic lipid and glucose metabolism more dramatically. Therefore, also biomarkers of liver and kidney function may not be altered in the *Slc16a13* knockout mouse model (Supplementary Fig. 11).

Our whole-body knockout mouse model cannot distinguish between Slc16a13 action in different organs and its organ-specific phenotypical consequences. In this study, we did not focus on the role of Slc16a13 in organs other than the liver. However, in obese mice, our data do not point to any impact of Slc16a13 deficiency on adipose tissue and skeletal muscle. In contrast to the liver of obese mice, adipose tissue and skeletal muscle did not show differences in lipid accumulation, as addressed by adipose tissue weights (Supplementary Table 3) and absolute triglyceride quantification in quadriceps muscle (Supplementary Fig. 6c). Moreover, insulin sensitivity is unaltered in adipose tissue and skeletal muscle (Fig. 6h), and finally, oxidative phosphorylation is altered in the liver, but not in skeletal muscle (Supplementary Fig. 6a, b), which accounts for ~10% of whole-body energy expenditure in mice^52^. Importantly, *Slc16a13* is only marginally expressed in adipose tissue and skeletal muscle (Fig. 1a and Supplementary Fig. 1a), and not differentially expressed comparing lean and obese mice (Supplementary Fig. 1c, d), speculating that the impact of Slc16a13 deficiency on these tissues may be low compared to tissues of high *Slc16a13* abundance and/or dysregulation in obese mice, as seen in the liver. Although our data clearly show an effect in the liver, we cannot completely rule out the possibility that deletion of *Slc16a13* in the kidney contributes to the effects on metabolism. Contrary to mice, human *SLC16A13* shows its highest expression in the liver, and kidney SLC16A13 may not be crucial in human metabolic disease. Additionally, we and others^3^ only investigated mRNA expression. Further investigations on SLC16A13 protein levels could help uncover the physiological function of the transporter in different tissues more clearly.

Our results are similar in some aspects to published data on *Slc16a1* knockout mice^32,40^. Although homozygous *Slc16a1* knockout mice are not viable, heterozygous knockout mice are protected from diet-induced obesity, insulin resistance, and hepatic steatosis^40^. Reduced weight gain was associated with decreased hepatic fat accumulation and proposed to be mediated by lower liver lactate metabolism and subsequent AMPK activation^32^. There are several advantages of SLC16A13/MCT13 over MCT1 in terms of a pharmacological target for the treatment of metabolic disease: First, homozygous deletion in mice leads to viable offspring, which is not the case in *Slc16a1* knockout mice. Second, *Slc16a1* is ubiquitously expressed and thus, MCT1 inhibition could have broader physiological side effects. Finally, and most importantly, GWAS identified *SLC16A13* as novel loci for T2D in one large cohort^17^.

Regarding the improved metabolic phenotype associated with loss of Slc16a13 function in our knockout mouse model, we propose the described human *SLC16A13* polymorphism linked to T2D to reflect a gain-of-function mutation. Interestingly, this may be opposite to previously reported *SLC16A11* polymorphisms where loss-of-function mutations leading to T2D are postulated^6,16^. The *SLC16A11* T2D risk variants have been shown to impact the expression of *SLC16A11* but not of *SLC16A13*^6^. Our work proposes *SLC16A13* gain-of-function genetic variants to increase T2D risk and raises the question about a potential causative role for SLC16A13 other than SLC16A11, highlighting the need of additional studies to better understand the distinct mechanism through which these SLC16 transporters affect the development of T2D. Finally, our study demonstrates that targeting SLC16A13 represents a promising therapeutic strategy for the treatment of fatty liver and insulin resistance at the same time.

## Methods

### Animals

*Slc16a13* heterozygous mice on C57BL/6N genetic background were generated by Taconic Biosciences using CRISPR/Cas9 technology. Mice were bred to homozygosity in the animal facility at the Experimental Centre of the Medical Faculty, TU Dresden. Animals were housed under standard conditions with a room temperature of 22 °C, humidity of 50–60%, 12 h light-dark cycle, and free access to water and food. *Slc16a13* knockout and littermate wild-type males were fed with normal-chow diet (NCD, 15% calories from fat, sniff, Soest) or high-fat diet (HFD, 60% calories from fat, sniff, Soest) at an age of 5 weeks to 20 weeks. In vivo experiments were performed after an overnight fast at the indicated ages and if not stated otherwise, mice were killed after an overnight fast at 20 weeks of age. If not stated otherwise, parameters were investigated at 15 weeks of HFD-feeding and one data set represents one experiment on a single cohort of animals, whereat multiple cohorts have been analyzed. All procedures were approved by the Landesdirektion Sachsen (TVV 59/2015).

### Metabolic monitoring

Fat and lean mass were determined by ^1^H nuclear magnetic resonance using the minispec LF50 body composition analyzer (Bruker). The TSE labmaster caging system (TSE systems) was used to analyze O_2_ consumption (VO_2_) and CO_2_ production (VCO_2_) by indirect calorimetry, energy expenditure as calculated by (VO_2_ × 15.818) + (VCO_2_ × 5.176), locomotor activity as well as food intake.

### Oral glucose tolerance test

40% glucose solution was administered by gavage (2 mg glucose per gram body weight) and blood glucose was determined prior and 15, 30, 60, and 120 min after application. Blood was taken from the tail by massage technique.

### Hyperinsulinemic euglycemic clamp

Insulin sensitivity of the animals was investigated using the hyperinsulinemic–euglycemic clamp as described previously^53^. Intravenous lines were placed into the right vena jugularis externa. One week after surgery, mice were continuously infused with 0.05 μCi/min [3-^3^H]glucose (Perkin Elmer) over 2 h to assess basal glucose turnover. Hyperinsulinemic euglycemic clamps were conducted over 140 min with a primed insulin bolus of 21 mU/kg over 3 min, followed by continuous infusion of 3 mU/(kg-min) insulin and a variable infusion of 20% dextrose to maintain euglycemia (120 mg/dl). 0.1 μCi/min [3-^3^H]glucose was continuously infused to determine whole-body glucose uptake and insulin suppression of endogenous glucose production after the basal period. 10 μCi bolus of 2-deoxy-d-[1-^14^C]glucose (Perkin Elmer) was injected after 85 min for the determination of the insulin-stimulated tissue glucose uptake into individual insulin-sensitive organs, i.e., skeletal muscle and adipose tissue.

### De novo lipogenesis

Hepatic de novo lipogenesis was assessed as reported previously^54^. Mice were injected i.p. with 23.4 µl deuterated saline (0.9% saline dissolved in 99% ^2^H_2_O-enriched water, Sigma-Aldrich) per gram body weight. At this time, drinking water was replaced with 6% ^2^H_2_O, 1% sucrose. After three nights, mice were fasted for 6 h, killed and liver tissue and whole blood were collected. Triglycerides were extracted from the frozen liver by a chloroform-methanol extraction. Samples in chloroform were purified by silica gel thin-layer chromatography. Triglyceride-fatty acids were analyzed by GC–MS as fatty acid methyl esters following derivatization with methanolic boron trifluoride. The plasma ^2^H_2_O pool was assessed by exchange of hydrogens from plasma to acetone in the presence of sodium hydroxide; acetone deuterium enrichment was analyzed by GC–MS.

### VLDL export

Hepatic VLDL-triglyceride secretion was analyzed as described before^55^. Briefly, blood was taken from the tail prior to and 1, 2, 3, and 4 h after i.p. injection of 0.001 g Poloxamer-407 (Sigma-Aldrich, dissolved in 0.9% saline) per gram body weight. Plasma triglycerides were determined by an enzymatic method.

### Insulin stimulation

Mice were injected i.p. with 7.5 mU insulin per gram body weight or 0.9% saline as control. Liver tissue was sampled 20 min after injection.

### Generation of HEK-*Slc16a13* cells

The cDNA encoding mouse *Slc16a13* was cloned using a PCR-based approach. The primer pair 5′-TGT-TCC-TTT-CGG-AAT-GGT-GCG-3′ and 5′-CGG-TGG-AGT-TTA-GTT-CTC-TCC-C-3′ for HEK-*Slc16a13* or 5′-TCA-CTT-GTC-GTC-ATC-GTC-TTT-GTA-GTC-GTT-CTC-TCC-CAG-CCC-CTC-C-3′ for HEK-*Slc16a13-FLAG* was used to amplify *Slc16a13* from mouse liver cDNA. Amplified fragments were cloned into pcDNA3.1(+) expression plasmid. HEK293 cells were stably transfected with mouse Slc16a13 expression plasmid (HEK-*Slc16a13*), Slc16a13-FLAG expression plasmid (HEK-*Slc16a13-FLAG*) or the empty vector (HEK-control) using Effectene transfection reagent (Qiagen) and selected using geneticin (800 µg/ml). Overexpression of *Slc16a13* in the HEK-*Slc16a13* and HEK-*Slc16a13-FLAG* cell line compared to HEK-control cells was determined by qRT-PCR.

### Immunofluorescence staining

HEK-*Slc16a13-FLAG* or HEK-control cells were seeded onto poly-D-lysine coated cover glasses, fixed in 4% PFA, blocked with 10% goat normal serum in PBS, and incubated with the following antibodies and dyes: FLAG (ThermoFisher Scientific, PA1-984B, 1:500), Golgin-97 (ThermoFisher Scientific, A-21270, 1:100), Calnexin (Novus Biologicals, NB300-518, 1:100), goat anti-rabbit Alexa Fluor 488 secondary antibody (ThermoFisher Scientific, A-11008, 1:500), goat anti-mouse Alexa Fluor 594 (ThermoFisher Scientific, R37121, 1:500), Alexa Fluor 594 wheat germ agglutinin (ThermoFisher Scientific, W11262, 1:100), MitoTracker CMXRos (ThermoFisher Scientific, M7512, 100 nM) and Hoechst 33342 (Invitrogen, 1:2000). Microscopy has been performed at the Leica TCS SP5 confocal laser scanning microscope (Leica Microsystems).

### l-lactate uptake

Uptake experiments were performed as previously described^56^. In brief, HEK-*Slc16a13* and HEK-control cells were seeded onto poly-d-lysine coated 12-well plates. After three days, cells are washed twice with pre-warmed uptake buffer (120 mM NaCl, 5.4 mM KCl, 0.8 mM MgSO_4_, 5 mM glucose, 1.8 mM CaCl_2_, 25 mM HEPES, pH 7.3) and incubated in uptake buffer for 2 min at 37 °C with the indicated concentrations of unlabeled l-lactic acid spiked with l-[14 C(U)]-Lactic Acid (Perkin Elmer). Cells were washed three times with ice-cold uptake buffer before lysing the cells with 0.2% SDS. ^14^C l‑lactic acid in the whole-cell lysate was detected by liquid scintillation counting. Uptake experiments were performed three times in triplicates. All transport rates were normalized to protein content. The transport of l-lactate in HEK-control cells was set to 100% to calculate l-lactate uptake of HEK-*Slc16a13* cells (%). Net l-lactate uptake was calculated as the difference in transport between HEK-*Slc16a13* cells and HEK-control cells. *K*_m_ value was assessed using nonlinear regression curve fit (GraphPad Prism 7).

### Isolation of mouse primary hepatocytes

Isolation of hepatocytes was performed as previously described^57^. Hepatocytes were isolated from NCD-fed female mice at a mean age of 20 weeks. Mice were anesthetized by i.p. injection of ketamine-xylazine. Livers were perfused via the vena cava with pre-warmed perfusion buffer (Earle’s Balanced Salt Solution w/o CaCl_2_/MgCl_2_) supplemented with 0.5 mM EGTA, followed by perfusion with pre-warmed digestion buffer (5000 U collagenase in phenol red-free Hank’s Salt Solution). The liver was resected and mashed in Dulbecco’s modified Eagle’s medium (DMEM) w/o pyruvate containing 25 mM glucose, 10% fetal calf serum (FCS), and 1% penicillin/streptomycin. The cell suspension was filtered through a 100 µM mesh and hepatocytes were purified by density gradient centrifugation using Percoll solution (GE Healthcare).

### Cell culture

Primary hepatocytes and HEK293 cells were cultured in DMEM containing 25 mM glucose, 10% FCS, and 1% penicillin/streptomycin. For the culture of HEK cell lines, geneticin (800 µg/ml) was added to the medium. Cells were cultured in an incubator at 37 °C and 5% CO_2_. Cell culture media, supplements, and buffers are purchased from Gibco unless otherwise stated.

### Human liver samples

Liver biopsies from patients undergoing partial hepatectomy were taken from a segment without pathological findings as reported previously^57–59^. The tissue was snap-frozen immediately and processed for mRNA expression analysis. Medical history, physical parameters like age, BMI, fat mass, and waist circumference as well as clinical parameters including fasting blood glucose and insulin levels to calculate the HOMA-IR have been recorded for all patients. Histopathology was carried out by evaluating the NAFLD-activity score (NAS), which uses the criteria steatosis, inflammation, hepatocyte ballooning, and fibrosis. Subjects were then characterized according to steatosis severity: steatosis score = 0 (0–<5% steatosis); steatosis score = 1 (5–33% steatosis); and steatosis score ≥ 2 (>33% steatosis)^60^. Excessive ethanol consumption was considered to be >20 g/day for women and >40 g/day for men. Metabolic syndrome and type 2 diabetes were diagnosed according to accepted criteria. Clinical chemistry was measured in fasting blood samples in certified laboratories. Whole-body insulin resistance was estimated by the homeostasis model assessment of insulin resistance^61^. Characteristics of the 45 included patients from the cross-sectional INSIGHT study are shown in Supplementary Table 1. Informed consent was obtained from each patient included in the study, and the study protocol conforms to the ethical guidelines of the 1975 Declaration of Helsinki as reflected in approval by the ethics committee of the Charité-Universitätsmedizin Berlin (ethics approval number: EA2/135/08, German Clinical Trials Register: DRKS00005450).

### qRT-PCR

Total RNA was extracted from frozen liver tissue homogenates using Trizol reagent (Sigma-Aldrich). cDNA was synthesized using the RevertAid First Strand cDNA Synthesis Kit and the qRT-PCR reaction was performed using SYBR Green (both ThermoFisher Scientific) and the CFX384 Touch Real-Time PCR Detection System (Bio-Rad). Procedures were performed according to the manufacturer’s instructions. Ct-values were normalized to the housekeeper *HPRT*. Primer sequences are shown in Supplementary Table 4.

### H&E- and Oil-Red-O staining

Liver tissue was fixed in 4% PFA, embedded in paraffin, and cut into 3 µM sections. Liver sections were deparaffinized, rehydrated, and stained with hematoxylin–eosin (H&E) for histological evaluation of liver morphology. For visualization of liver lipids, the liver tissue was fixed, dehydrated in 20% sucrose solution, and embedded in TissueTek (Sakura Finetek) for cryostat sectioning. 15 µM-thick liver sections were stained with freshly prepared Oil-Red-O solution (Sigma-Aldrich, 3 mg/ml). Microscopy has been performed at the Axio Observer Z.1 widefield microscope using the Zen 2.3 software (Carl Zeiss microscopy).

### Triglyceride extraction

Liver and muscle tissue were homogenized in 0.9% saline. Triglycerides were isolated using a 2:1 chloroform-methanol solution. Evaporated lipid phase was dissolved in isopropanol and quantified using an enzymatic assay.

### Diacylglycerol and ceramide extraction

Hepatic diacylglycerols and ceramides were analyzed using liquid chromatography and tandem mass spectrometry as described before^62^.

### PKCɛ translocation assay

Membrane-associated and cytosolic fractions were prepared as previously described^23^. Following western blotting, the ratio of membrane PKCε intensity (normalized to Na-K ATPase) to cytosolic PKCε intensity (normalized to GAPDH) was calculated.

### Palmitate stimulation of mouse primary hepatocytes

Hepatocytes were seeded in collagen-coated 6-well plates (700,000 cells/well). After incubation for 5 h, DMEM was changed and cells were incubated overnight. The next day, the cell culture medium was replaced by DMEM without FCS and supplemented with 5% lipid-depleted serum and 0.5% fatty acid-free BSA or 500 µM fatty acid-free BSA-coupled palmitate (~6:1 molar ratio). After incubation for 18 h, cells were harvested for western blot analysis of AMPK and ACC phosphorylation.

### Glucose production of mouse primary hepatocytes

In vitro gluconeogenesis was analyzed as previously described^63^ with minor changes. In short, hepatocytes were seeded in collagen-coated 12-well plates (300,000 cells/well) in DMEM high-glucose medium (25 mM glucose). After incubation for 5 h, cells were washed with PBS and incubated for 16 h in low-glucose DMEM (5.55 mM glucose) supplemented with 0.5% fatty acid-free BSA or 500 µM fatty acid-free BSA-coupled palmitate (~6:1 molar ratio). The next morning, cells were washed twice with PBS and cell culture media was replaced with 0.5 ml glucose production medium (DMEM base medium supplemented with 20 mM sodium lactate, 2 mM sodium pyruvate, and 10 mM HEPES, pH 7.4) in the presence of 500 µM BSA-coupled palmitate or 0.5% BSA control, and 100 nM glucagon or vehicle control. After incubation for 8 h, the cell culture medium was collected for analysis of glucose, and cells were harvested for protein normalization.

### Oxygen consumption of mouse primary hepatocytes

Mouse primary hepatocytes were seeded in collagen-coated XF96 cell culture microplates (10,000 cells/well) and incubated overnight. On the day of the experiment, the cell culture medium was replaced by Seahorse assay medium (DMEM base medium supplemented with 31.6 mM NaCl, 1 mM sodium pyruvate, 2 mM l-glutamine, 10 mM glucose, pH 7.4). The Seahorse XF Cell Mito Stress Test was performed on the Seahorse XF96 Extracellular Flux Analyzer (Agilent Technologies) according to the manufacturer’s instructions using 3 µM oligomycin, 0.5 µM FCCP, 5 µM rotenone, and 5 µM antimycin A (Seahorse Bioscience). The oxygen consumption rate was normalized to protein content. The following states have been analyzed: basal respiration = OCR at baseline conditions, ATP production = OCR calculated as oligomycin-inhibited OCR subtracted from basal respiration, maximal respiration = OCR after FCCP-mediated uncoupling, spare respiratory capacity = OCR calculated as basal OCR subtracted from maximal OCR, and non-mitochondrial respiration = rotenone/ antimycin A-inhibited OCR.

### Oxygen flux of mouse liver tissue

2 mg fresh liver was used for high-resolution respirometry with the Oroboros O2k oxygraph (Oroboros Instruments). SUIT protocol was performed according to the manufacturer’s instructions using 2 mM malate, 1 mM octanoylcarnitine, 2.5 mM ADP, 10 mM glutamate, 5 mM succinate, 0.25 µM steps of FCCP titration, and 5 µM antimycin A. Oxygen flux was normalized to tissue mass. The respiration states were defined according to the following substrate injections: LEAK = proton leak, ion leak and slip compensatory state (O_2_ flux after malate-octanoylcarnitine injection), FAO = fatty acid oxidation capacity (O_2_ flux after ADP injection), CI_OXPHOS_ = complex I-related oxidative phosphorylation capacity (O_2_ flux after glutamate injection), CI + II_OXPHOS_ = complex I and III-related oxidative phosphorylation capacity (O_2_ flux after succinate injection), ETS = electron transfer system capacity (maximum O_2_ flux after FCCP titration), and ROX = residual oxygen consumption (minimum O_2_ flux after antimycin A injection).

### Biochemical assays

Blood glucose levels were determined using the Accu-Chek Aviva Plus test system (Roche Diagnostics). Plasma insulin levels were analyzed using the Ultra Sensitive Mouse Insulin ELISA (Crystal Chem). Liver and plasma triglyceride levels were measured using the LabAssay Triglyceride kit (FUJIFILM Wako Pure Chemical Corp.). Plasma-free fatty acids were quantified using the NEFA-HR(2) assay (FUJIFILM Wako Pure Chemical Corp.). Plasma l-lactic acid concentrations were determined using the coloriometric l-lactate assay kit (Abcam). Plasma ALT, AST, creatinine, urea, and albumin as well as glucose in cell culture supernatant were measured using the cobas 8000 modular analyzer (Roche Diagnostics). All measurements were performed according to the manufacturer’s instructions.

### Western blot

Tissue was lysed in RIPA buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1% Nonidet P-40, 0.5% sodium deoxycholate, 0.1% SDS) containing protease and phosphatase inhibitors (Life Technologies). 10–50 µg protein lysate was separated on 10% SDS-PAGE gels. For the Slc16a13 western blot, the plasma membrane was extracted using the Abcam kit ab65400 according to the manufacturer’s instructions, and 90 µg membrane protein was loaded on the SDS-PAGE gel. Protein gels were transferred to methanol-activated PVDF membranes using the wet electrophoretic transfer system (Bio-Rad). The membrane was blocked with 5% BSA or milk powder in TBS/0.1% Tween, primary antibodies were incubated at 4 °C overnight and secondary antibodies for one hour at room temperature. Peroxidase-conjugated secondary antibodies and Western Bright Chemiluminescence Substrate Sirius (Biozym) were used for protein visualization using the Fusion FX (Vilber Lourmat) and Fusion FX7 Advance imaging software. Densitometric analysis was carried out using ImageJ software (NIH). The following antibodies have been used: SLC16A13 (ThermoFisher Scientific, PA5-39249, 1:500), Vinculin (Abcam, ab129002, 1:10,000), GAPDH (Abcam, ab8245, 1:20,000), Na-K ATPase (Abcam, ab7671; 1:1000), PKCε (BD Biosciences, 610086, 1:1000), Acetyl Coenzyme A Carboxylase (Abcam, ab45174, 1:2000), Acetyl Coenzyme A Carboxylase (phospho S79) (Abcam, ab68191, 1:5000), total OXPHOS Rodent WB Antibody Cocktail (Abcam, ab110413, 1:1000), AMPK alpha 1 + AMPK alpha 2 antibody (Abcam, ab207442, 1:1000), AMPK alpha 1 (phospho T183) + AMPK alpha 2 (phospho T172) (Abcam, ab133448, 1:1000), Akt (pan) (Cell Signaling, 4691, 1:1000), Phospho-Akt (Ser473) (Cell Signaling, 4060, 1:1000), goat anti-rabbit IgG, HRP conjugated (Millipore, 401353, 1:10,000), goat anti-mouse IgG, HRP conjugated (Millipore, 401253, 1:10,000).

### Sequencing

For next-generation sequencing, RNA quality and concentration were measured using a High Sensitivity Total RNA kit on a fragment analyzer (Agilent Technologies, Santa Clara, CA). RNA quality was high with RNA Integrity (RIN) values greater than 8.5 for all samples. For the library preparation, 50 ng of total RNA was used with the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (E7760L) using the NEBNext Poly(A) mRNA Magnetic Isolation Module from (NEB #E7490) and the dual index plate (NEB # E6440L) from New England BioLabs Inc. We obtained 350 bp fragments including adapters in average size. For multiplexing, 11 individual libraries were normalized and pooled. The pooled libraries were clustered using the Illumina cBot Instrument (TruSeq SR Cluster Kit v3—cBot—HS (cat# GD-401-3001; Illumina Inc.)). Single-end reads were sequenced at a length of 85 bp with 8 bases dual index reads on an Illumina HiSeq4000 instrument (TruSeq SBS Kit HS- v3, 50-cycle, cat# FC-401-3002; Illumina Inc.). All samples reached a sequencing depth of 30–35 million reads per sample.

The limma package^64^ in the R programming environment was used to convert raw counts to log2-counts per million, normalized to account for the systematic mean-variance relationships often present in microarray and RNA-Seq data. A Wilcoxon Rank Sum-based gene set enrichment analysis was performed using the algorithm provided in the gage package^65^, which was designed for use on microarray and RNA-Seq data. All *p*-values were corrected for False Discovery Rate.

### Metabolomics

Metabolomics analysis on mouse liver extracts and serum was performed by the U.C. Davis West Coast Metabolomics Center as previously described^66^. In brief, liver tissue (4 mg) was homogenized in extraction solution (acetonitrile:isopropanol:water, 3:3:2), vortexed for 45 s, and incubated for 5 min at 4 °C. Following centrifugation at 14,000×*g* for 2 min, aliquots were dried via evaporation overnight. The dried aliquot was resuspended in 50% acetonitrile (degassed) and centrifuged at 14,000×*g* for 2 min. The supernatant was evaporated again to dryness. Internal standards (C8-C30 fatty acid methyl esters) were added and the sample was derivatized by methoxyamine hydrochloride in pyridine and subsequently by *N*-methyl-*N*-trimethylsilyl trifluoro-acetamide for trimethylsilylation of acidic protons. Data were acquired using the method as described^67^, which is briefly summarized in Mitchell et al.^68^. Data were presented as a ratio of the metabolite to the total metabolites returned. Metabolite profiles were analyzed using MetaboAnalyst versions 3.0 and 4.0^69,70^, utilizing univariate and multivariate built-in analytical methods from modules of this web-based platform, as specified. Differential expression analysis was performed with the limma package^64^ in the R programming environment and an unpaired two-tailed *t*-test with Welch’s correction of individual metabolites was performed by considering the genotype.

### Statistics and reproducibility

Data analysis was performed using GraphPad Prism 7 software. A two-tailed unpaired Student’s *t*-test was used to compare the mean of two groups. One-tailed unpaired Student’s *t*-test was used for hypothesis testing of higher or lower than the control mean. One-way ANOVA followed by Dunnett’s multiple comparison test was used to compare means of more than three groups to the control group. Two-way ANOVA followed by Sidak’s multiple comparison test was used to compare two groups with repeated measurements. Statistical significance is stated as follows: *p < 0.05, **p < 0.01, ***p < 0.001. Different cohorts of *Slc16a13* knockout and wild-type littermates were included in this study in order to conform animal welfare and secure the reproducibility of the metabolic phenotype.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Source data are available in Supplementary Data 1. RNA-Seq data have been deposited to the Gene Expression Omnibus (GEO) and can be accessed via the accession number GSE152937. The metabolomics data set has been deposited to the Metabolomics Workbench (study ID ST001643, project 10.21228/M8V702). Other data that support the findings of the study are available from the corresponding author on reasonable request.

# Supplementary material for: Deletion of the diabetes candidate gene Slc16a13 in mice attenuates diet-induced ectopic lipid accumulation and insulin resistance
**Source:** Commun Biol. 2021 Jul 1;4:826. doi: 10.1038/s42003-021-02279-8
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Deletion of the diabetes candidate gene *Slc16a13* in mice attenuates diet-induced ectopic lipid accumulation and insulin resistance

Tina Schumann<sup>1,2,3</sup>, Jörg König<sup>4</sup>, Christian von Loeffelholz<sup>5</sup>, Daniel F. Vatner<sup>6</sup>, Dongyan Zhang<sup>6</sup>, Rachel J. Perry<sup>6,7</sup>, Michel Bernier<sup>8</sup>, Jason Chami<sup>9</sup>, Christine Henke<sup>1,2,3</sup>, Anica Kurzbach<sup>1,2,3</sup>, Nermeen N. El-Agroudy<sup>1,2,3</sup>, Diana M. Willmes<sup>1,2,3</sup>, Dominik Pesta<sup>10,11,12,3</sup>, Rafael de Cabo<sup>8</sup>, John F. O'Sullivan<sup>9,13,14</sup>, Eric Simon<sup>15</sup>, Gerald I. Shulman<sup>6,7</sup>, Bradford S. Hamilton<sup>16</sup> & Andreas L. Birkenfeld<sup>1,3,17,18,19\*</sup>

Prof. Dr. med. Andreas L. Birkenfeld

Section of Metabolic and Vascular Medicine, Medical Clinic III, Dresden University School of Medicine

Technische Universität Dresden

Fetscherstraße 74

01307 Dresden

Germany

**a**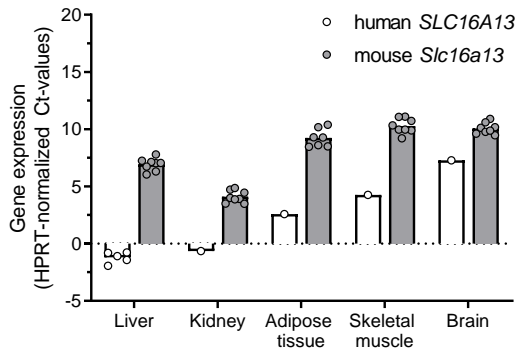**b**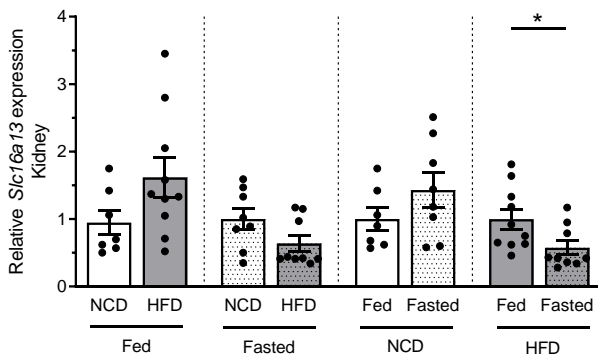**c**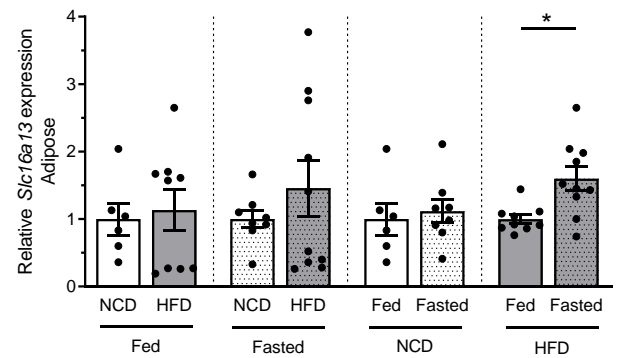**d**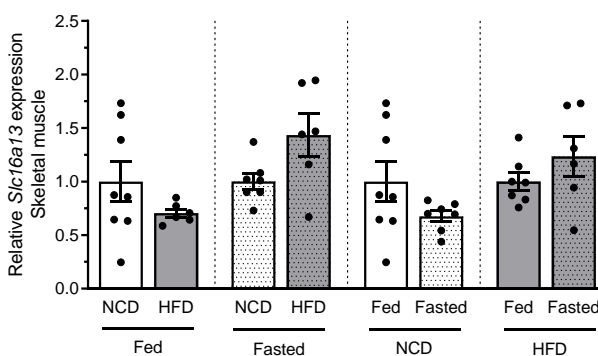**e**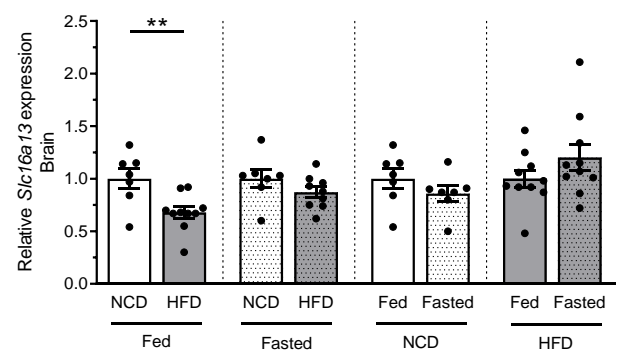

**Supplementary Fig. 1 SLC16A13 expression in humans and mice.** **a** HPRT-normalized Ct-values of human *SLC16A13* and mouse *Slc16a13* mRNA expression according to Fig. 1a. **b-e** Relative *Slc16a13* mRNA expression in kidney, white adipose tissue, skeletal muscle and brain (cortex) of C57BL/6J mice fed with NCD or HFD for 15 weeks. Animals are fed (n=6-10 per group) or fasted for 16 hours (n=6-9 per group). Bars represent means  $\pm$  SEM. \*p<0.05, \*\*p<0.01 determined using two-tailed unpaired Student's t-test.

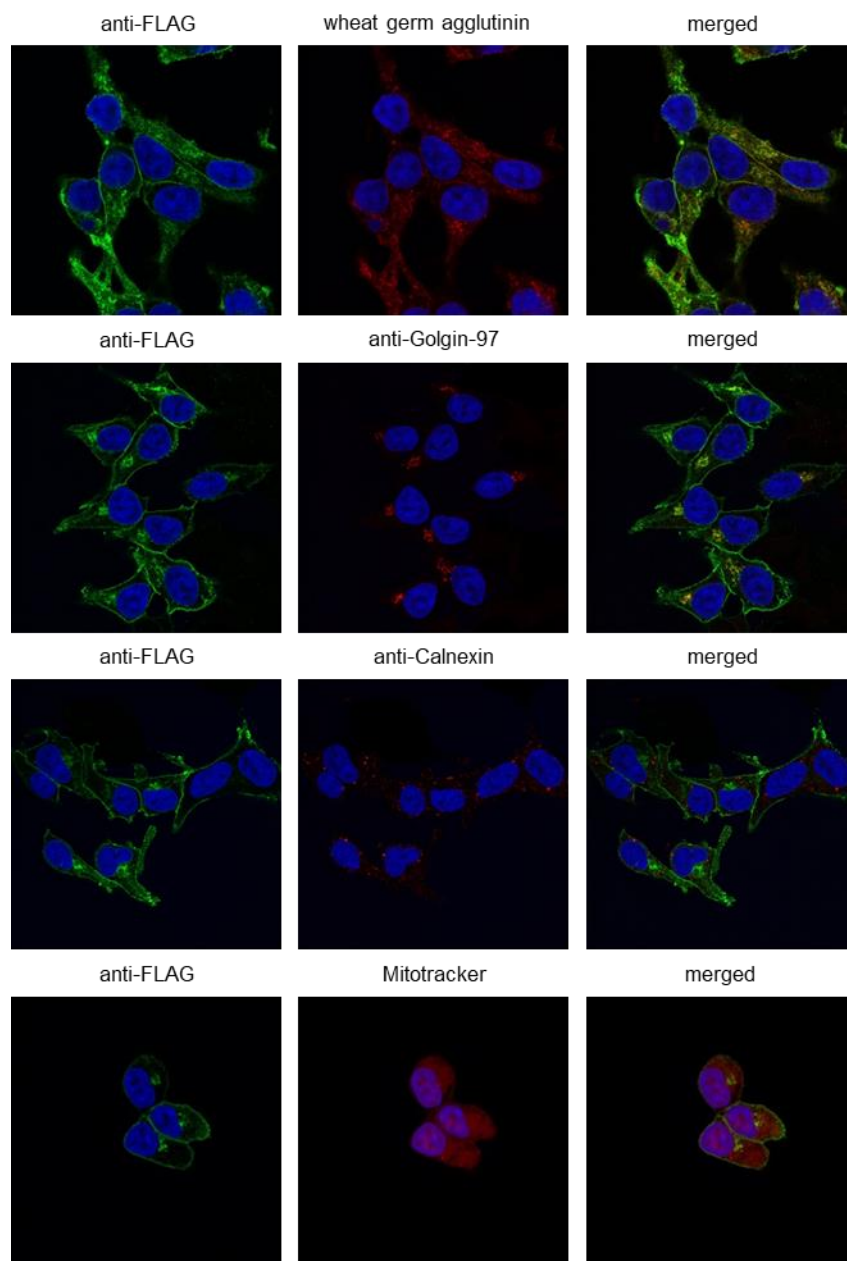

**Supplementary Fig. 2 Mouse Slc16a13 cellular localization.** Immunofluorescence co-staining of FLAG-tagged Slc16a13 with wheat germ agglutinin, Golgin-97, Calnexin or Mitotracker in HEK-mSlc16a13-FLAG cells. Representative stainings are shown.

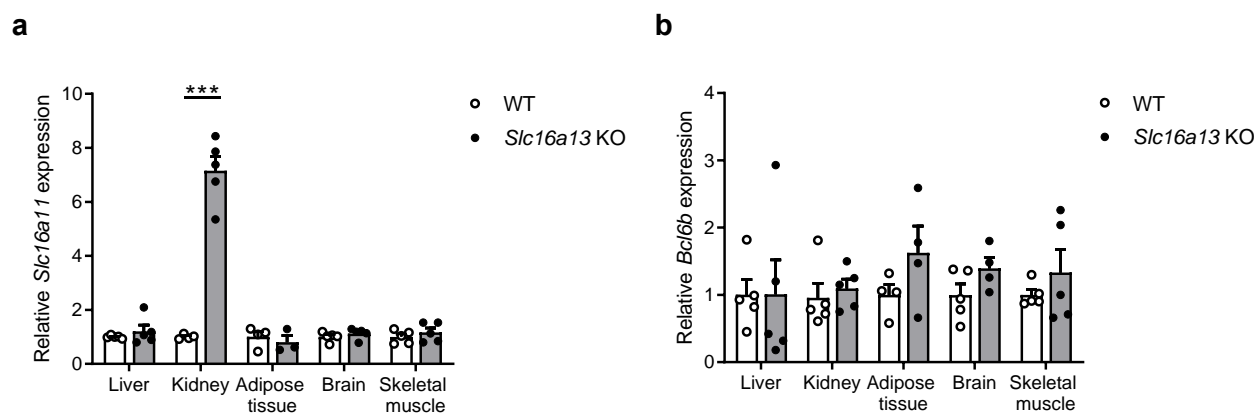

**Supplementary Fig. 3 Gene expression of *Slc16a13* neighboring genes on mouse chromosome 11.** Relative *Slc16a11* (a) and *Bcl6b* (b) mRNA expression in NCD-fed *Slc16a13* KO mice and WT controls (n=4-5 for each genotype and tissue). Bars represent means ± SEM. \*\*\*p<0.001 determined using two-tailed unpaired Student's t-test.

**a**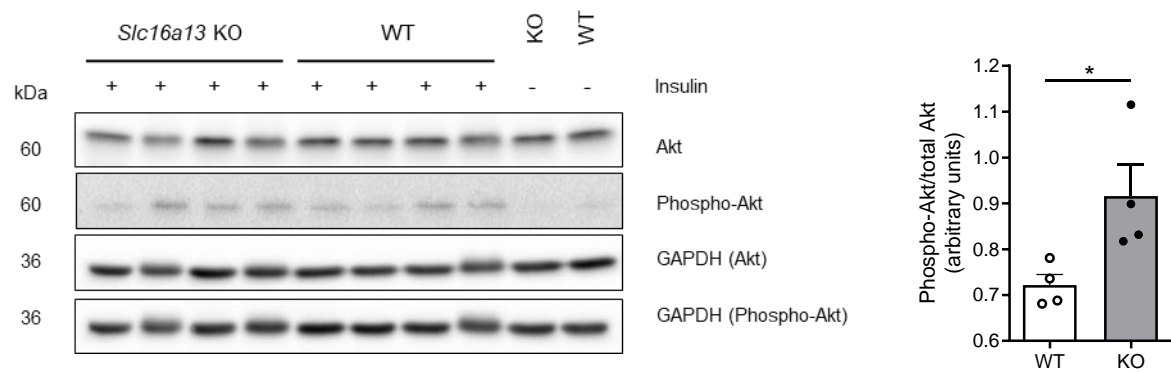**b**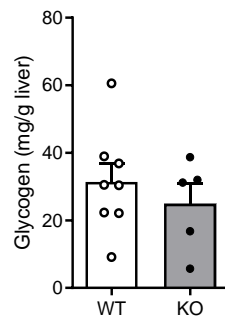

**Supplementary Fig. 4 Hepatic glucose metabolism of *Slc16a13* knockout mice at 15 weeks of HFD. a** Hepatic Akt phosphorylation as ratio of phospho-Akt/total Akt determined by Western Blot. *Slc16a13* KO (n=4) and WT (n=4) mice were sacrificed 20 minutes after insulin bolus. **b** Glycogen storage in livers of *Slc16a13* WT (n=8) and *Slc16a13* KO (n=5) mice. Bars represent means  $\pm$  SEM.

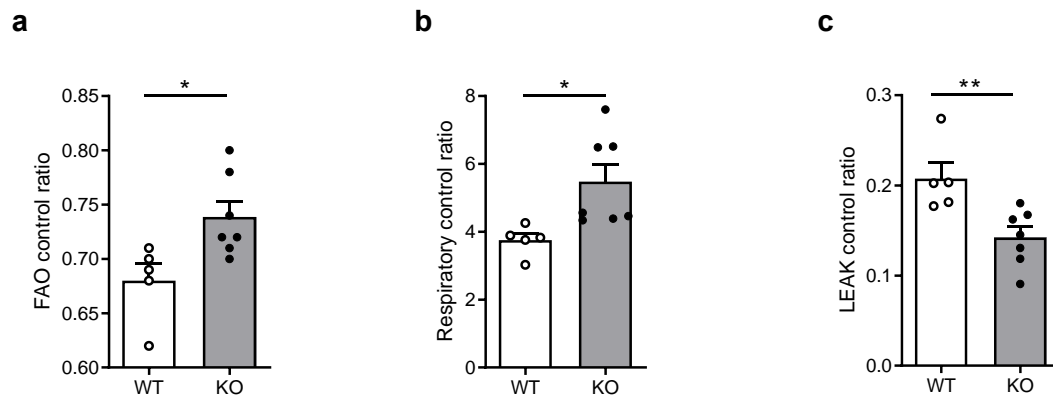

**Supplementary Fig. 5 Respiratory control ratios in liver tissue of *Slc16a13* knockout mice at 15 weeks of HFD.** Calculated ratios of oxygen flux during high-resolution respirometry performed in the Oroboros Oxygraph-2k (see Fig. 8b). **a** Fatty acid OXPHOS coupling control factor, calculated as (FAO-LEAK)/FAO using the fatty acid oxidation OXPHOS capacity and LEAK respiration. **b** Respiratory control ratio, calculated as  $CI+II_{OXPHOS}/LEAK$  using the  $CI+II_{OXPHOS}$  and LEAK respiration. **c** LEAK control ratio, calculated as  $LEAK/ETS$  using the LEAK and ETS respiration. LEAK = proton leak, ion leak and slip compensatory state; FAO = fatty acid oxidation;  $CI+II_{OXPHOS}$  = complex I and II-related oxidative phosphorylation capacity; ETS = electron transfer system; *Slc16a13* WT (n=5), *Slc16a13* KO (n=7). Bars represent means  $\pm$  SEM. \* $p < 0.05$ , \*\* $p < 0.01$  determined using two-tailed unpaired Student's t-test.

**a**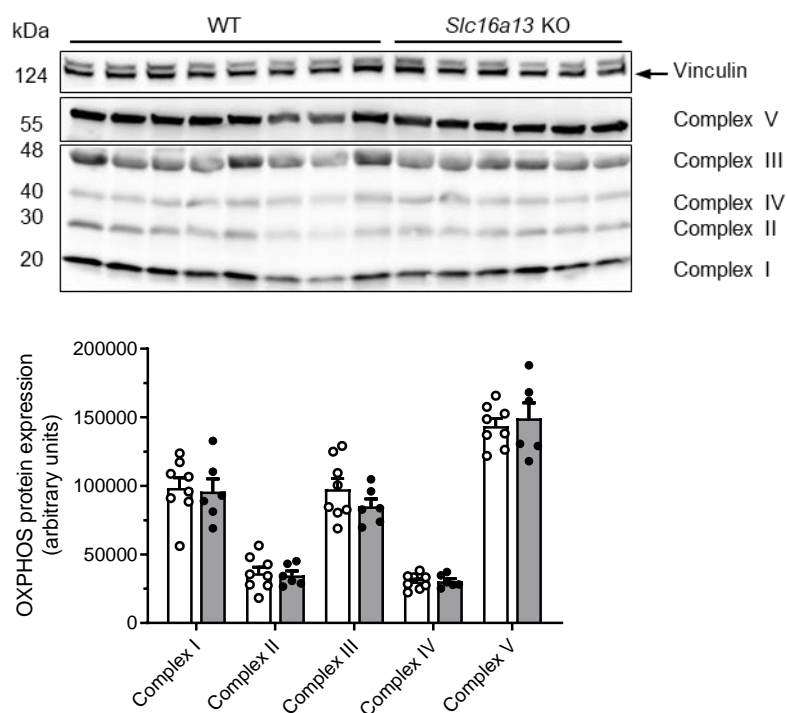**b**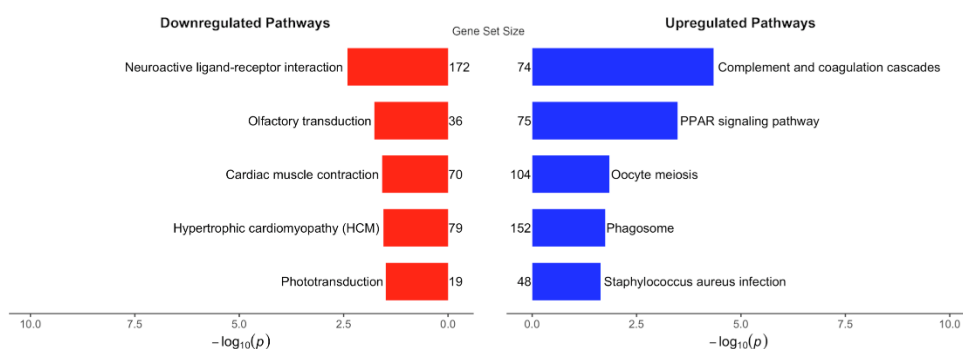**c**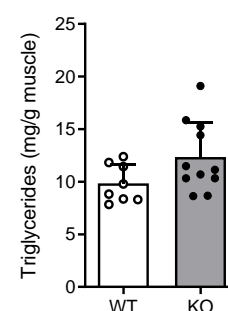

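Gene sets in skeletal muscle were compared between 11 WT libraries and 11 libraries labelled KO, with p-values adjusted over 15 sets, including a broader OXPHOS list. The Complement and coagulation set ranked higher in the libraries labelled KO, with a share of 0.780 over 35 genes (two-sided Wilcoxon rank-sum test across genes, adjusted p = 3.8e-08). Of these genes 33 had a higher mean, with a median log2 fold change of 0.15. The Cardiac muscle contraction set ranked lower, with a share of 0.370 over 66 genes (adjusted p = 7.6e-04 from the same test). With gene length removed it no longer passed, at a share of 0.423 (adjusted p = 0.051). The Complement and coagulation share was then 0.824 (adjusted p = 4.9e-10). The PPAR signaling set had a share of 0.539 over 54 genes (adjusted p = 0.345), and it passed the threshold only when genes were ranked by log2 fold change, with a share of 0.593 (adjusted p = 0.027). Each direction is that of the labels, which the muscle count of Slc16a13 goes against. Allowing for correlation between genes with camera gave an adjusted p of 0.643 for the Complement and coagulation and Cardiac muscle contraction sets. At an unadjusted p under 0.05, 3 Complement and coagulation genes, 8 Cardiac muscle contraction genes and 1 PPAR signaling gene differed between the groups, and 0 did after adjustment over all genes.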

**Supplementary Fig. 6 Molecular insight into unaltered mitochondrial respiration in skeletal muscle of *Slc16a13* knockout mice at 15 weeks of HFD.** **a** Skeletal muscle protein expression of respiratory chain complexes I-V determined by Western Blot. **b** Gene set enrichment analysis of muscle transcriptomic data from WT and *Slc16a13* KO mice. **c** Triglycerides in skeletal muscle of WT and *Slc16a13* KO mice. *Slc16a13* WT (n=8-11), *Slc16a13* KO (n=6-11). **a**, **c** Bars represent means  $\pm$  SEM.

**a**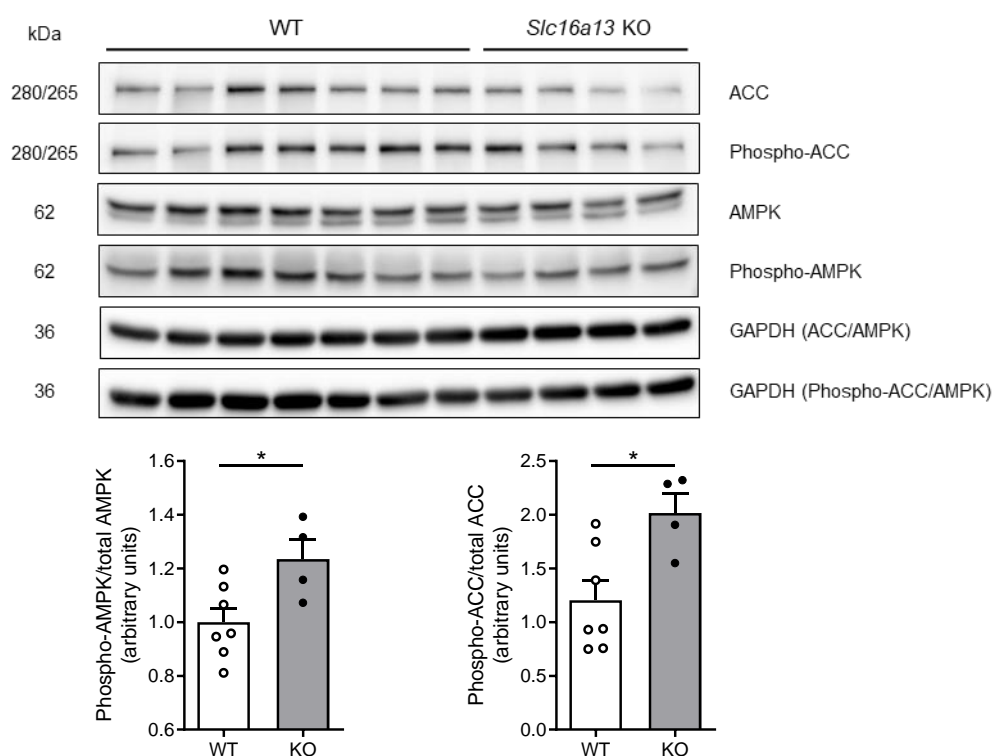**b**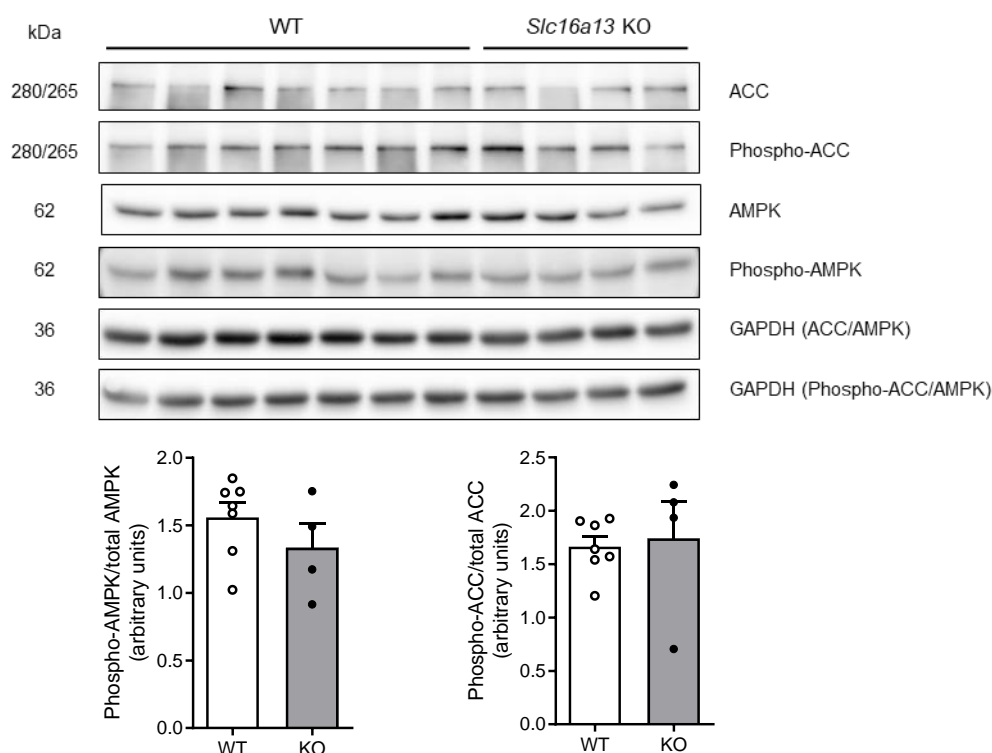

**Supplementary Fig. 7 Molecular insight into increased AMPK activation in *Slc16a13* knockout primary hepatocytes. a** ACC and AMPK phosphorylation of palmitate-treated hepatocytes (Western Blot and ratio of phospho-ACC/total ACC and phospho-AMPK/total AMPK determined by densitometric analysis). **b** ACC and AMPK phosphorylation of BSA-

treated hepatocytes (Western Blot and ratio of phospho-ACC/total ACC and phospho-AMPK/total AMPK determined by densitometric analysis). Hepatocytes isolated from *Slc16a13* WT (n=7) and *Slc16a13* KO (n=4) mice at a mean age of 20 weeks. Bars represent means  $\pm$  SEM. \*p<0.05 determined using two-tailed unpaired Student's t-test.

**a**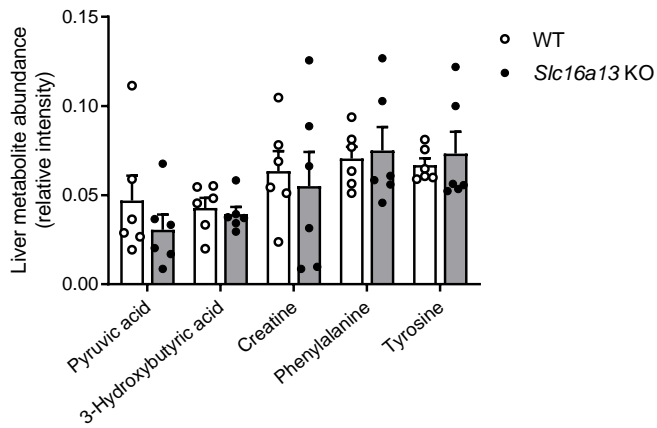**b**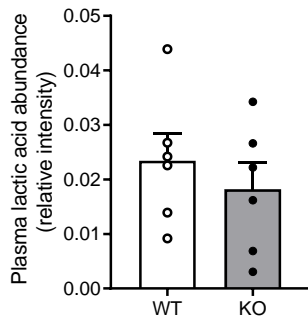**c**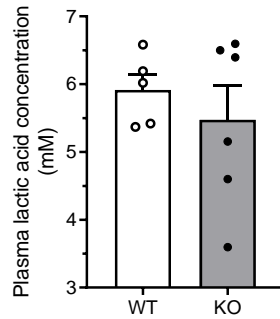

**Supplementary Fig. 8 Liver and plasma metabolites of *Slc16a13* knockout mice at 15 weeks of HFD.** **a** Relative levels of liver metabolites transported by other SLC16 family members. **b** Relative plasma lactic acid levels determined by untargeted metabolomics. **c** Plasma lactic acid concentrations determined by enzymatic assay. *Slc16a13* WT (n=5-6), *Slc16a13* KO (n=6). Bars represent means ± SEM.

**a**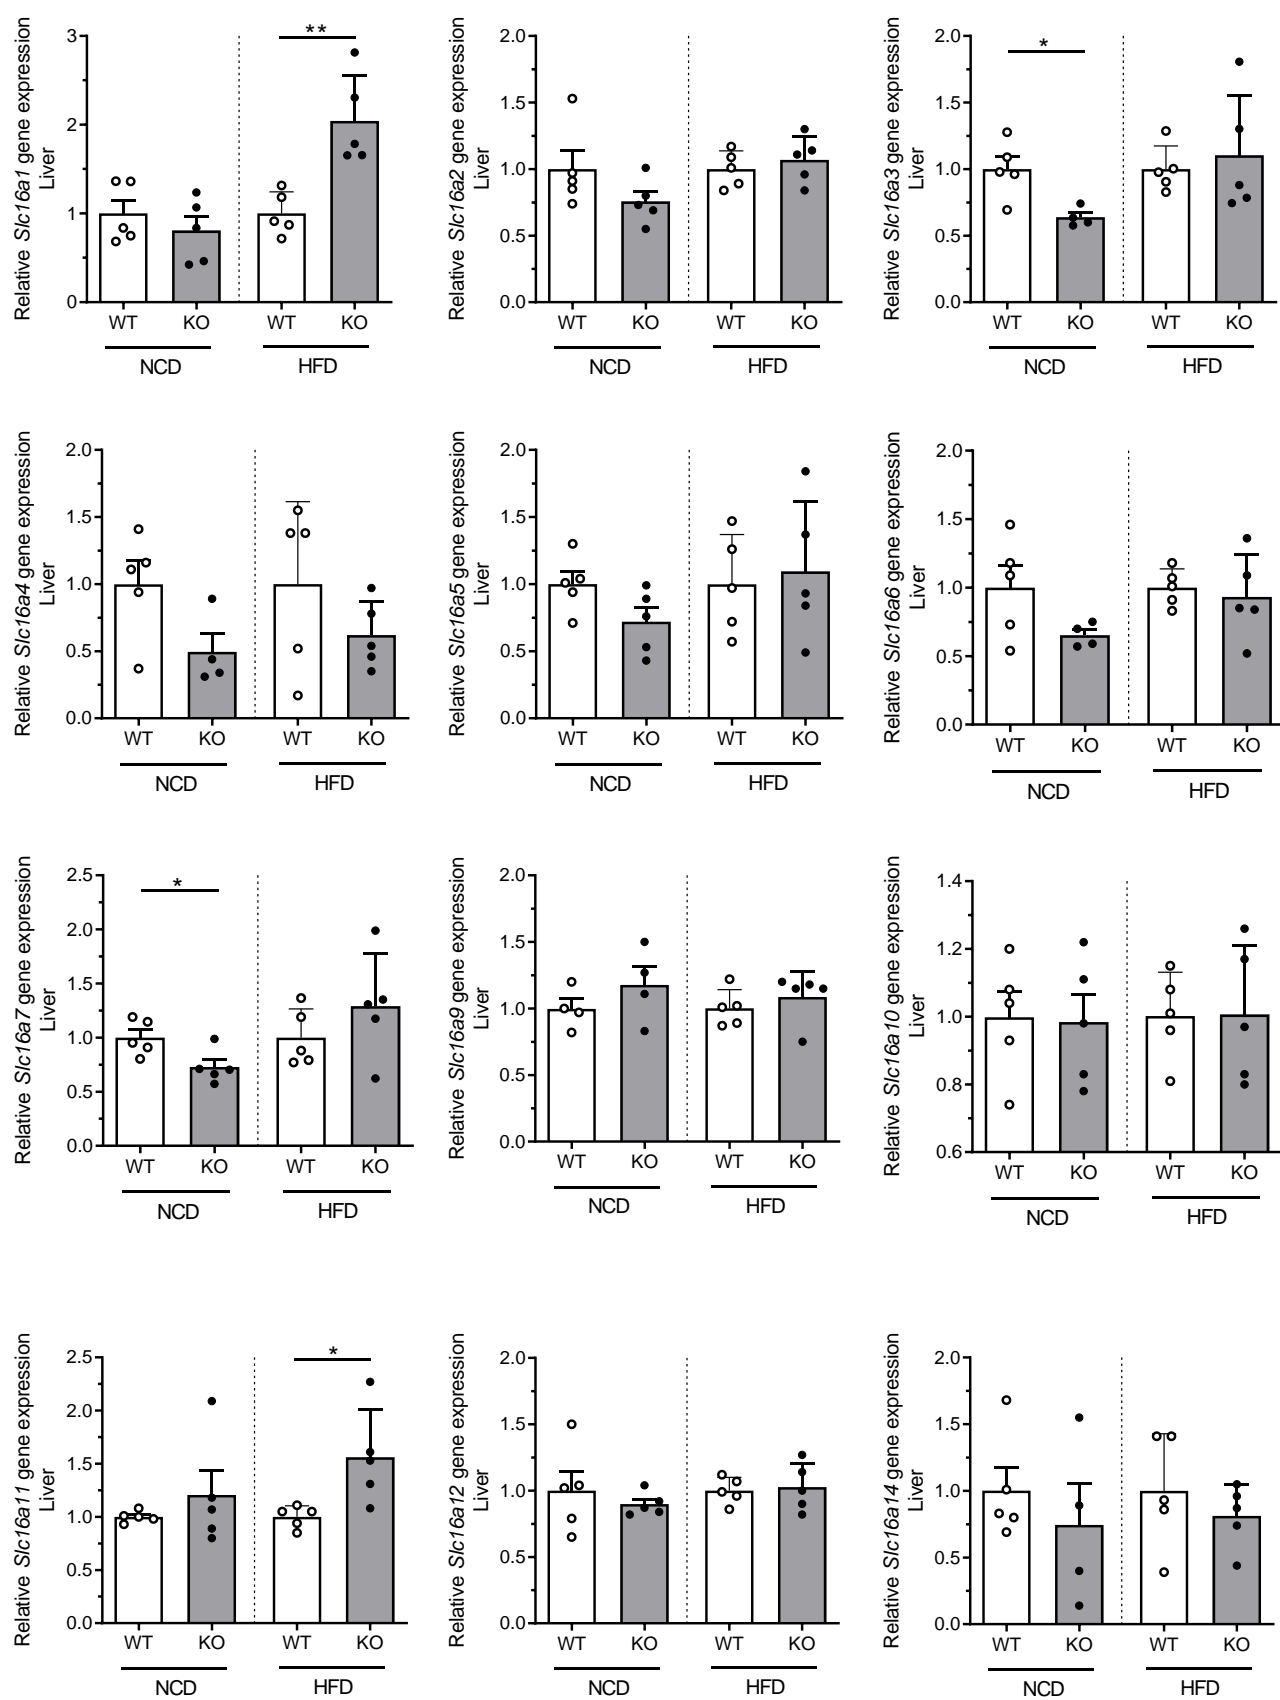

**b**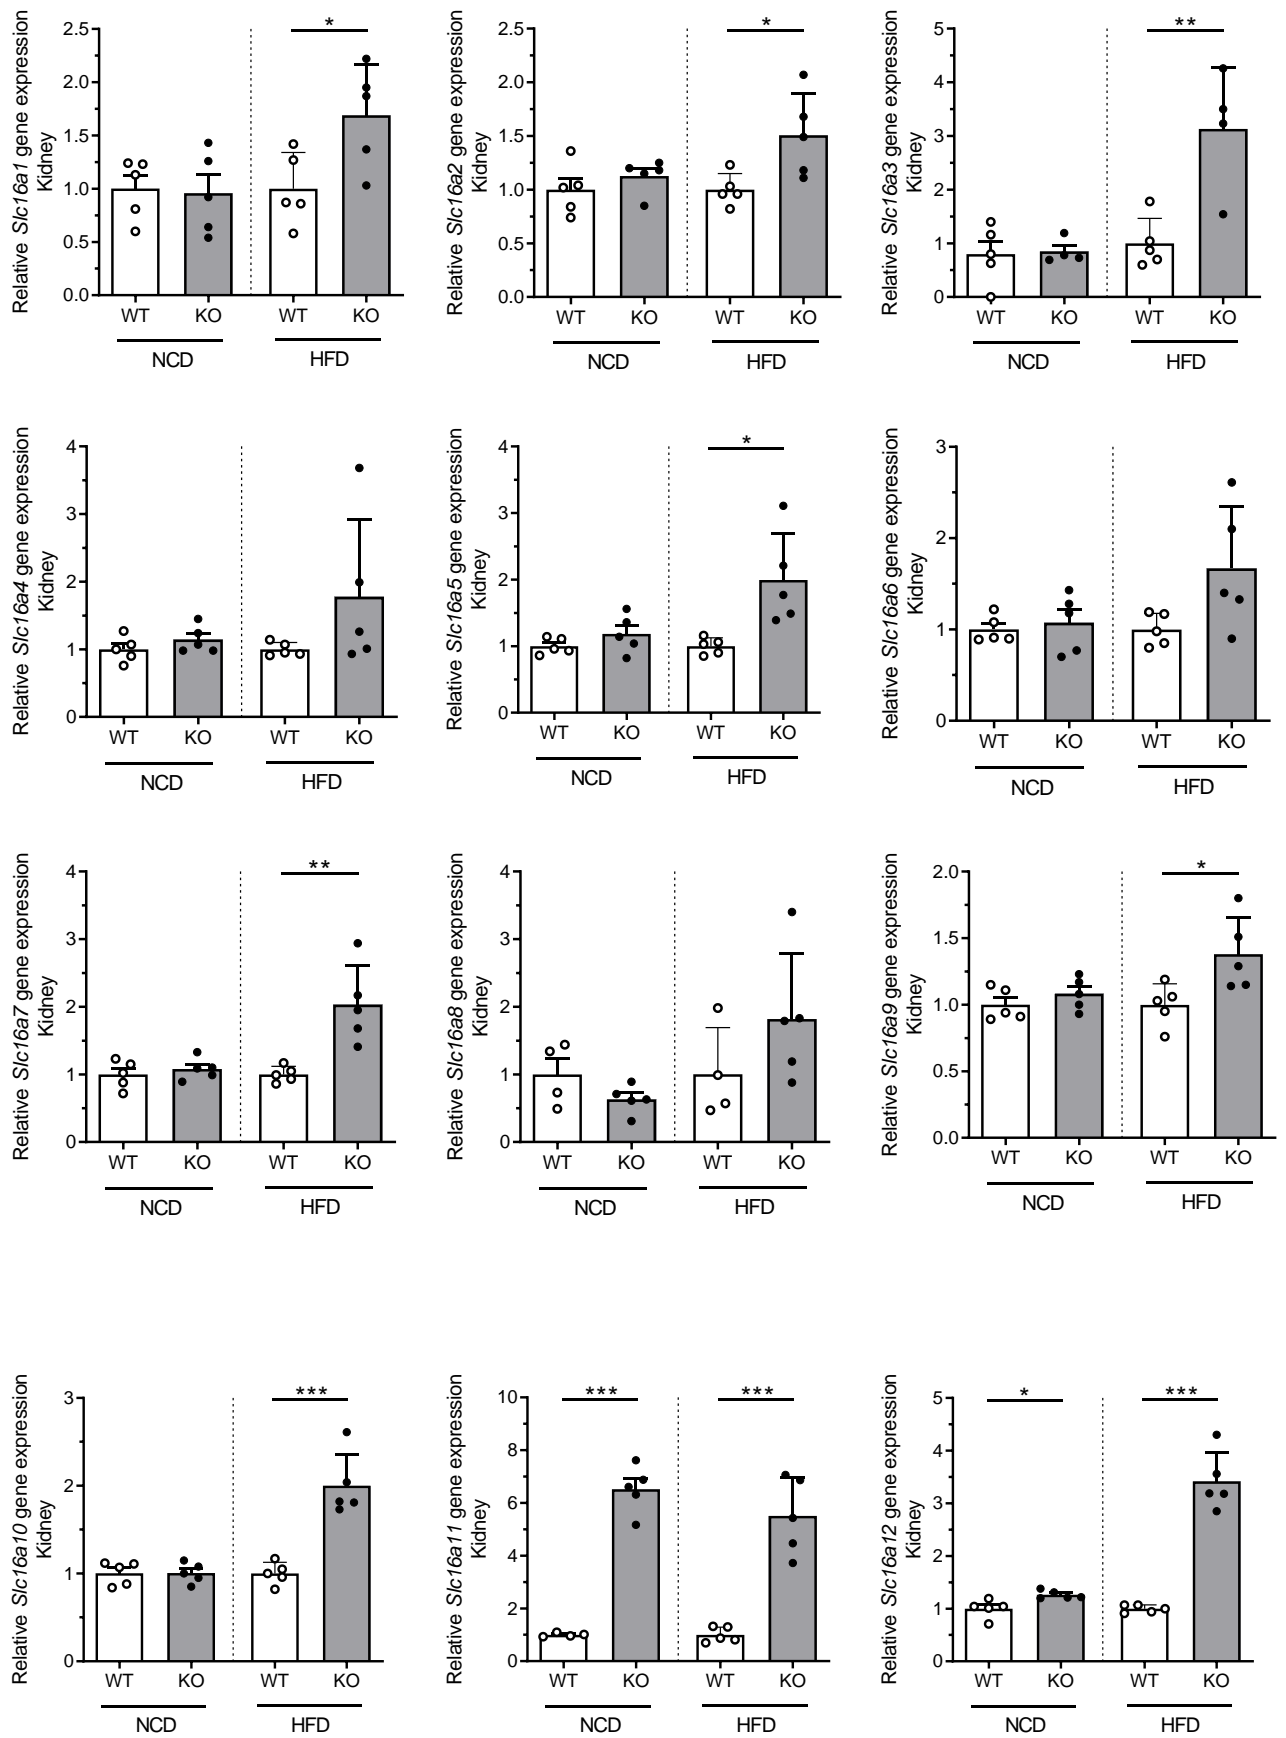

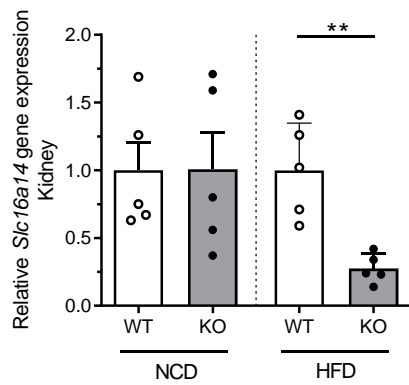

**Supplementary Fig. 9 Gene expression of Slc16 family members in liver and kidney of *Slc16a13* knockout mice.** Relative mRNA expression of different Slc16 genes in liver (a) and kidney (b) of NCD- and HFD-fed *Slc16a13* KO mice and WT controls (n=4-5 for each genotype). *Slc16a8* was not detectable in liver tissue. Bars represent means  $\pm$  SEM. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001 determined using two-tailed unpaired Student's t-test.

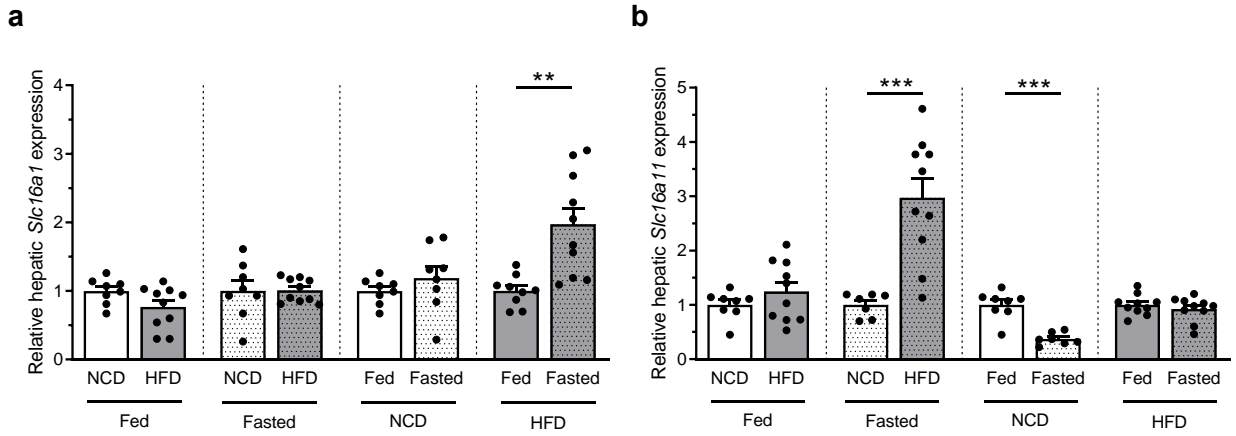

**Supplementary Fig. 10 *Slc16a1* and *Slc16a11* expression in diet-induced obesity.**

Relative hepatic *Slc16a1* (a) and *Slc16a11* (b) mRNA expression in C57BL/6J mice fed with NCD or HFD for 15 weeks. Animals are random fed (n=7-10 per group) or fasted for 16 hours (n=6-9 per group). Bars represent means  $\pm$  SEM. \*\*p<0.01, \*\*\*p<0.001 determined using two-tailed unpaired Student's t-test.

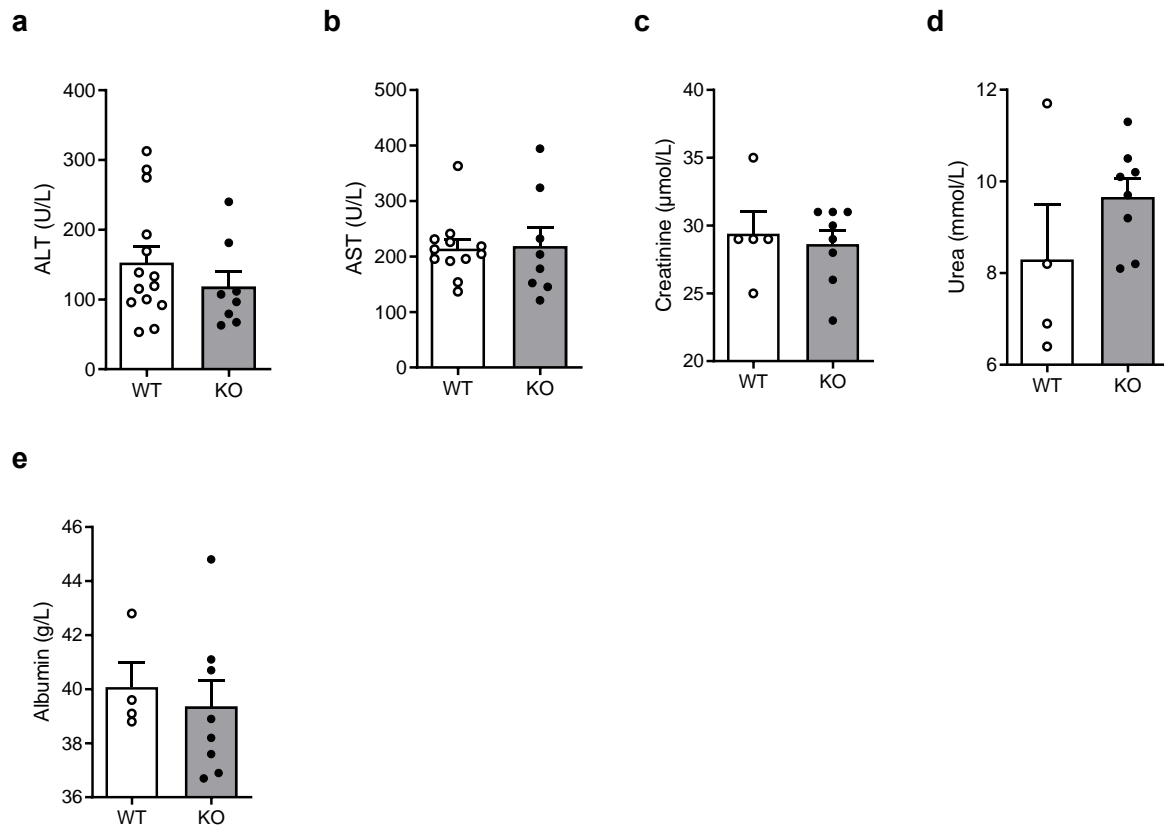

**Supplementary Fig. 11 Plasma concentration of biomarkers of liver and kidney function in *Slc16a13* knockout mice at 15 weeks of HFD.** **a** Plasma alanine aminotransferase (ALT). **b** Plasma aspartate aminotransferase (AST). **c** Creatinine. **d** Urea. **e** Albumin. *Slc16a13* WT (n=4-7), *Slc16a13* KO (n=7-8). Bars represent means  $\pm$  SEM.

**a**

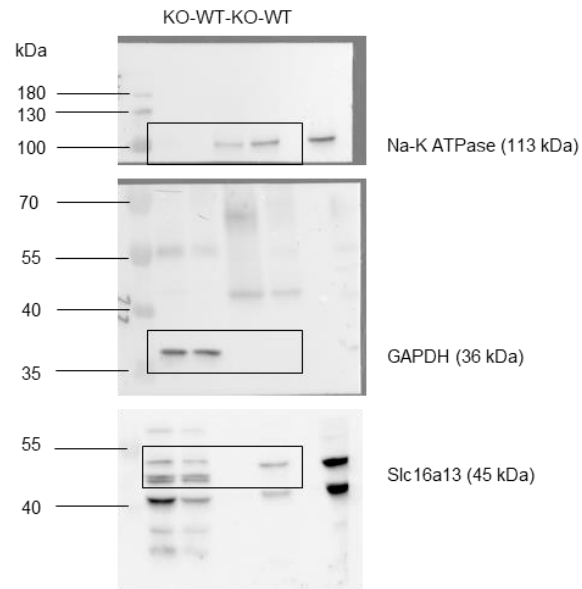

**b**

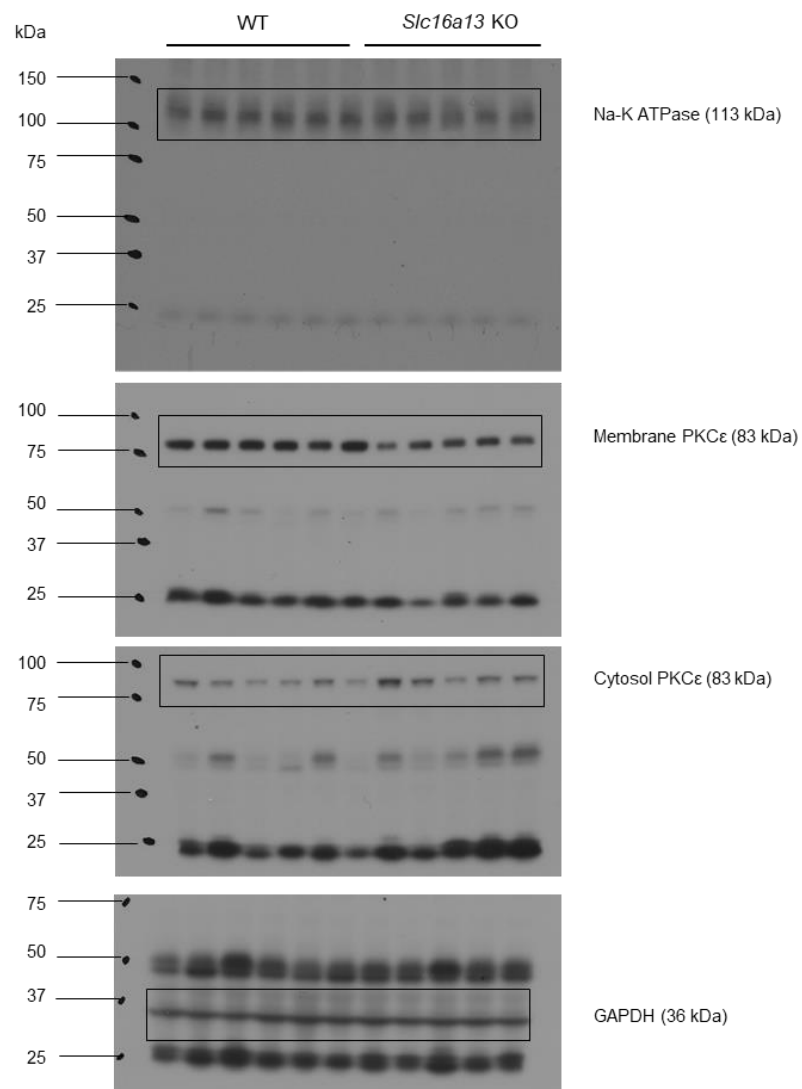

**c**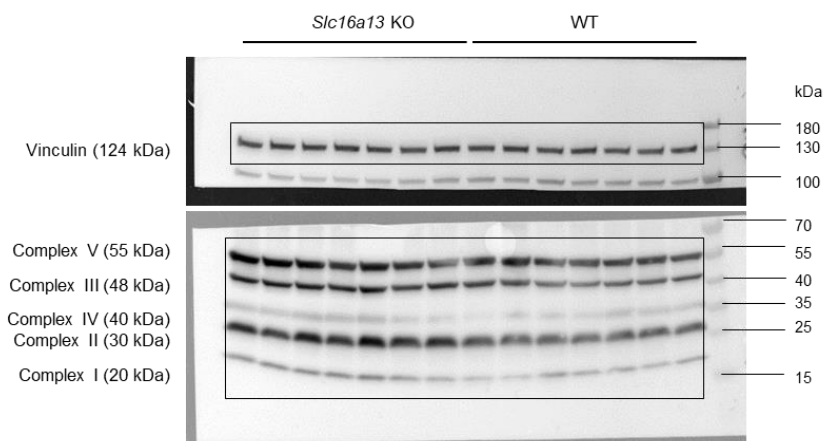**d**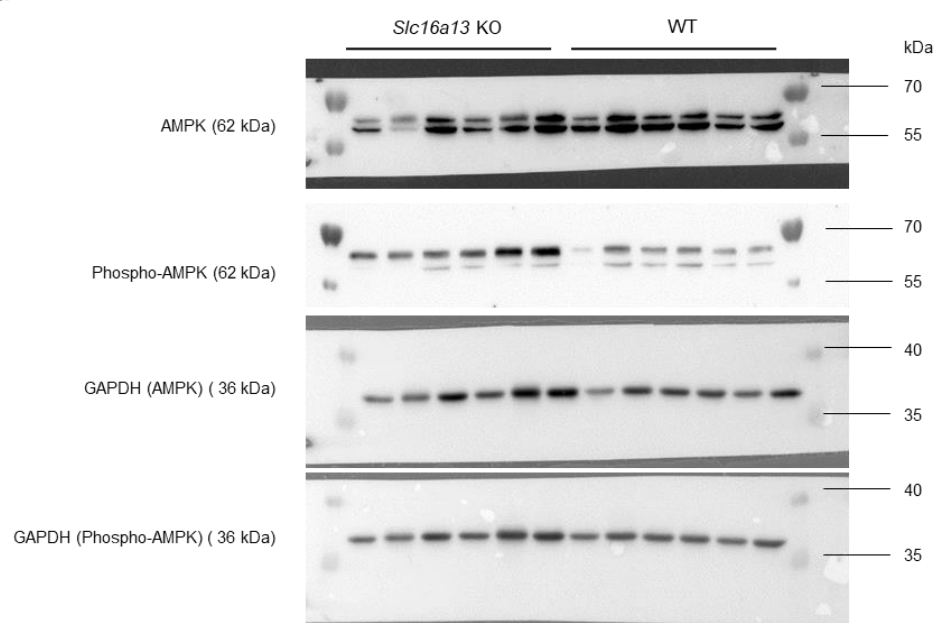**e**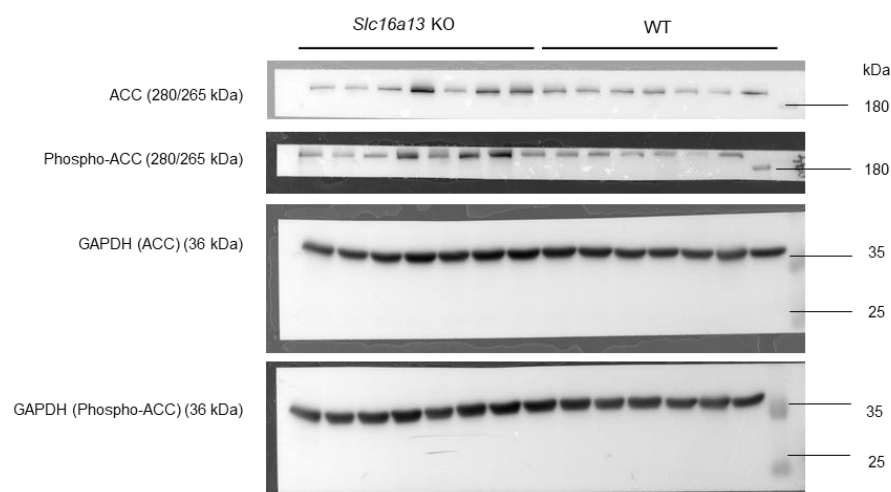

**Supplementary Fig. 12 Uncropped Western blots.** Uncropped merged marker images related to Fig. 3c (a), 7e (b), 9a (c), 9c (d), 9d (e).

**Supplementary Table 1: Physical and clinical parameter of human patients.** Means  $\pm$  SEM are displayed. HOMA-IR, homeostasis model assessment for insulin resistance; SBP, systolic blood pressure; DBP, diastolic blood pressure.

|                            |                |
|----------------------------|----------------|
| n (male)                   | 45 (17)        |
| age (years)                | 59 $\pm$ 2     |
| BMI (kg/m <sup>2</sup> )   | 26.7 $\pm$ 1.0 |
| waist circumference (cm)   | 97 $\pm$ 3     |
| SBP (mm Hg)                | 133 $\pm$ 3    |
| DBP (mm Hg)                | 73 $\pm$ 2     |
| HOMA-IR                    | 2.4 $\pm$ 0.4  |
| NAFLD activity score (0-8) | 1.7 $\pm$ 0.2  |
| Liver steatosis (%)        | 15.9 $\pm$ 3.2 |

**Supplementary Table 2: Multivariate linear regression analysis of parameters related to *SLC16A13* in human liver.** Significant associations are shown in bold. HOMA-IR, homeostasis model assessment for insulin resistance; TAG, triacylglycerides.

|                                   | Model 1<br>Dependent<br>variable:<br><b>Waist<br/>circumference</b>                           | Model 2<br>Dependent<br>variable:<br><b>BMI</b>                                               | Model 3<br>Dependent<br>variable:<br><b>log histological<br/>steatosis</b>                    | Model 4<br>Dependent<br>variable:<br><b>log liver TAG</b>                                     | Model 5<br>Dependent<br>variable:<br><b>log HOMA IR</b>                                       |
|-----------------------------------|-----------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------|
|                                   | R = 0.622;<br>R <sup>2</sup> = 0.386;<br>adj. R <sup>2</sup> = 0.340;<br><br><i>p</i> < 0.001 | R = 0.493;<br>R <sup>2</sup> = 0.243;<br>adj. R <sup>2</sup> = 0.187;<br><br><i>p</i> = 0.009 | R = 0.725;<br>R <sup>2</sup> = 0.525;<br>adj. R <sup>2</sup> = 0.446;<br><br><i>p</i> = 0.001 | R = 0.506;<br>R <sup>2</sup> = 0.256;<br>adj. R <sup>2</sup> = 0.166;<br><br><i>p</i> = 0.039 | R = 0.499;<br>R <sup>2</sup> = 0.249;<br>adj. R <sup>2</sup> = 0.174;<br><br><i>p</i> = 0.019 |
| <b>Independent<br/>variables:</b> | <b>β-coefficient<br/>(<i>p</i>-value)</b>                                                     | <b>β-coefficient<br/>(<i>p</i>-value)</b>                                                     | <b>β-coefficient<br/>(<i>p</i>-value)</b>                                                     | <b>β-coefficient<br/>(<i>p</i>-value)</b>                                                     | <b>β-coefficient<br/>(<i>p</i>-value)</b>                                                     |
| Age                               | 0.100 (0.43)                                                                                  | -0.155 (0.27)                                                                                 | 0.126 (0.41)                                                                                  | 0.056 (0.73)                                                                                  | -0.195 (0.17)                                                                                 |
| Gender                            | -0.251 ( <b>0.050</b> )                                                                       | -0.047 (0.73)                                                                                 | 0.009 (0.95)                                                                                  | 0.109 (0.48)                                                                                  | -0.267 (0.059)                                                                                |
| BMI                               | -                                                                                             | -                                                                                             | 0.150 (0.37)                                                                                  | 0.247 (0.15)                                                                                  | 0.176 (0.27)                                                                                  |
| Liver<br><i>SLC16A13</i><br>mRNA  | 0.558 (< <b>0.001</b> )                                                                       | 0.493 ( <b>0.001</b> )                                                                        | 0.626 ( <b>0.001</b> )                                                                        | 0.336 (0.065)                                                                                 | 0.289 (0.077)                                                                                 |

**Supplementary Table 3: Body weight and relative tissue mass of NCD- and HFD-fed *Slc16a13* knockout and wild-type mice.** Results are expressed as means  $\pm$  SEM. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  determined using two-tailed unpaired Student's t-test. eWAT, epigonadal white adipose tissue; reWAT, renal white adipose tissue; subWAT, subcutaneous white adipose tissue.

|                                  | normal-chow diet |                              | high-fat diet    |                              |
|----------------------------------|------------------|------------------------------|------------------|------------------------------|
|                                  | WT<br>(n=9)      | <i>Slc16a13</i> KO<br>(n=11) | WT<br>(n=14)     | <i>Slc16a13</i> KO<br>(n=10) |
| Body weight<br>(g)               | 26.01 $\pm$ 0.48 | 24.87 $\pm$ 0.63             | 41.18 $\pm$ 0.97 | 40.29 $\pm$ 0.9              |
| Liver<br>(% of body weight)      | 3.89 $\pm$ 0.06  | 4.04 $\pm$ 0.13              | 3.18 $\pm$ 0.14  | 3.22 $\pm$ 0.21              |
| eWAT<br>(% of body weight)       | 1.77 $\pm$ 0.20  | 1.11 $\pm$ 0.13*             | 5.69 $\pm$ 0.18  | 5.17 $\pm$ 0.26              |
| reWAT<br>(% of body weight)      | 0.58 $\pm$ 0.07  | 0.27 $\pm$ 0.04***           | 2.96 $\pm$ 0.09  | 2.78 $\pm$ 0.13              |
| subWAT<br>(% of body weight)     | 0.74 $\pm$ 0.07  | 0.42 $\pm$ 0.07**            | 4.47 $\pm$ 0.31  | 3.75 $\pm$ 0.23              |
| Quadriceps<br>(% of body weight) | 0.87 $\pm$ 0.13  | 1.06 $\pm$ 0.03              | 0.74 $\pm$ 0.02  | 0.83 $\pm$ 0.11              |

**Supplementary Table 4: Sequences of qRT-PCR primer.**

|               |                          |
|---------------|--------------------------|
| hHPRT-for     | TGACACTGGCAAACAATGCA     |
| hHPRT-rev     | GGTCCTTTTCACCAGCAAGCT    |
| hSLC16A13-for | CAGTTTGGGAGCCCGGTAG      |
| hSLC16A13-rev | AGGTGGGTCAAGGAAGTAGC     |
| mCav1-for     | GGGCAAATACGTAGACTCCGAGG  |
| mCav1-rev     | CTTGACCACGTCTCGTTGAGA    |
| mCd36-for     | GATGACGTGGCAAAGAACAG     |
| mCd36-rev     | TCCTCGGGGTCTTGAGTTAT     |
| mFabp1-for    | GGAAGGACATCAAGGGGGTG     |
| mFabp1-rev    | TCACCTTCCAGCTTGACGAC     |
| mFatp2-for    | TGAATGTGTATGGCGTGCCT     |
| mFatp2-rev    | AGGTACTCCGCGATGTGTTG     |
| mFatp5-for    | TTGCATTCTGTGGAGCCAG      |
| mFatp5-rev    | TACGCGTCGTACATTCGCAA     |
| mHprr-for     | TCCCAGCGTCGTGATTAGC      |
| mHprr-rev     | CCAGCAGGTCAGCAAAGAAC     |
| mSlc16a1-for  | AGTGCAACGACCAGTGAAGT     |
| mSlc16a1-rev  | GCGATCATTACTGGACGGCT     |
| mSlc16a2-rev  | AGATCATGCCCATAGCGAGG     |
| mSlc16a3-for  | CTCTTTGCGTCCCTGGGAAT     |
| mSlc16a3-rev  | AAGGCTGGAAGTTGAGAGCC     |
| mSlc16a4-for  | CTCCCCTTACACCAAACCCC     |
| mSlc16a4-rev  | TGCAAATGTCTTGGTCATTCCC   |
| mSlc16a5-for  | CAGCAACAGTGAGACCTCGT     |
| mSlc16a5-rev  | GGCAGCCGAAATGTTTGACC     |
| mSlc16a6-for  | AAAGGCGTTCGGTAGTCACC     |
| mSlc16a6-rev  | GAGGCTGTATCTCCAGCCAAT    |
| mSlc16a7-for  | CACCACCTCCAGTCAGATCG     |
| mSlc16a7-rev  | CTCCCACTATCACCACAGGC     |
| mSlc16a8-for  | CTTTGGGGCAGGTTACAGTGA    |
| mSlc16a8-rev  | CAAAGCGCGTCACGAGGAT      |
| mSlc16a9-for  | AAGGAAAAACAGCTTGGGTGG    |
| mSlc16a9-rev  | GTGACGGGTCTTGCTCCAAA     |
| mSlc16a10-for | CTGGACACCTTCAAGGCCAA     |
| mSlc16a10-rev | GTCCGTGAAGACACTCACGAT    |
| mSlc16a11-for | AGGCAGCCAGCCCAGT         |
| mSlc16a11-rev | ACCAGGGCCCAGCCAGA        |
| mSlc16a12-for | GAGGCTGGGGCTGGATGATA     |
| mSlc16a12-rev | AGCAAAGTATGTCTGAAACTCCAC |
| mSlc16a13-for | AGCAGTTTGGGAGCCCAATAG    |
| mSlc16a13-rev | AGCCAGAGCCTGACAGCA       |
| mSlc16a14-for | CAGCCTTACTAGGACCACCA     |
| mSlc16a14-rev | TGAGCAAAAAGAGTATCCCTACCA |

# Supplementary material for: Deletion of the diabetes candidate gene Slc16a13 in mice attenuates diet-induced ectopic lipid accumulation and insulin resistance
**Source:** Commun Biol. 2021 Jul 1;4:826. doi: 10.1038/s42003-021-02279-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** All source data underlying the graphs and charts in the main figures.

# Supplementary material for: Deletion of the diabetes candidate gene Slc16a13 in mice attenuates diet-induced ectopic lipid accumulation and insulin resistance
**Source:** Commun Biol. 2021 Jul 1;4:826. doi: 10.1038/s42003-021-02279-8
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

### Field-specific reporting

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculation was performed for in vitro experiments. For in vivo experiments, animal numbers were planned by a statistician using Student's t-test or two-way ANOVA according to study design and estimated variables for each experiment. Alternatively, sample sizes were chosen based on prior research done in our laboratory. |
| Data exclusions | Single data points were excluded if they were significant outliers ( $p < 0.05$ ) according to Grubbs' test (GraphPad outlier calculator) as indicated in Supplementary Data.xlsx.                                                                                                                                                               |
| Replication     | In vivo mouse experiments were not replicated. Different cohorts of Slc16a13 knockout and wild-type littermates were included in this study in order to conform animal welfare and secure the reproducibility of the metabolic phenotype.                                                                                                        |
| Randomization   | Randomization was not relevant to our study. Groups were assigned according to the genotype of the mice (WT or Slc16a13 KO).                                                                                                                                                                                                                     |
| Blinding        | Human liver tissue NAFLD-activity score was determined by a sample-masked pathologist. H&E and Oil-Red-O stainings of mouse liver samples were evaluated by a sample-masked technician.                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>for immunofluorescence:</p> <p>anti-FLAG (Thermo Fisher Scientific, PA1-984B, 1:500), anti-Golgin-97 (Thermo Fisher Scientific, A-21270, 1:100), anti-Calnexin (Novus Biologicals, NB300-518, 1:100), goat anti-rabbit Alexa Fluor 488 secondary antibody (Thermo Fisher Scientific, A-11008, 1:500), goat anti-mouse Alexa Fluor 594 (Thermo Fisher Scientific, R37121, 1:500), Alexa Fluor 594 wheat germ agglutinin (Thermo Fisher Scientific, W11262, 1:100)</p> <p>for Western Blot:</p> <p>anti-SLC16A13 (Thermo Fisher Scientific, PA5-39249, 1:500), anti-Vinculin (Abcam, ab129002, 1:10000), anti-GAPDH (Abcam, ab8245, 1:20000), anti-Na-K ATPase (Abcam, ab7671; 1:1000), anti-PKC<math>\epsilon</math> (BD Biosciences, 610086, 1:1000), anti-Acetyl Coenzyme A Carboxylase (Abcam, ab45174, 1:2000), anti-Acetyl Coenzyme A Carboxylase (phospho S79) (Abcam, ab68191, 1:5000), total OXPHOS Rodent WB Antibody Cocktail (Abcam, ab110413, 1:1000), anti-AMPK alpha 1 + AMPK alpha 2 antibody (Abcam, ab207442, 1:1000), anti-AMPK alpha 1 (phospho T183) + AMPK alpha 2 (phospho T172) (Abcam, ab133448, 1:1000), anti-Akt (pan) (Cell Signaling, 4691, 1:1000), anti-Akt (phospho Ser473) (Cell Signaling, 4060, 1:1000), goat anti-rabbit IgG, HRP conjugated (Millipore, 401353, 1:10000), goat anti-mouse IgG, HRP conjugated (Millipore, 401253, 1:10000)</p> |
| Validation      | Antibodies were validated for their application by the manufacturer.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | HEK293 cells were obtained from ATCC.                                                          |
| Authentication                                                    | Cell lines have been authenticated by ATCC and in our laboratory based on cellular morphology. |
| Mycoplasma contamination                                          | Cell lines were not tested for mycoplasma contamination.                                       |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                  |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                             |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Male WT and Slc16a13 KO mice on C57BL/6N background (Taconic Biosciences) were used for all studies, except for data based on mouse primary hepatocytes that were isolated from female mice. The specific diet started at 5 weeks of age, experiments were performed at 12-20 weeks of age. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                     |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                 |
| Ethics oversight        | All procedures were approved by the Landesdirektion Sachsen in accordance with national guidelines.                                                                                                                                                                                         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                  |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Characteristics of the 45 included patients from the cross-sectional INSIGHT-study are shown in Supplementary Table 1.                                                                                                                                           |
| Recruitment                | Liver biopsies were taken from patients undergoing partial hepatectomy. All subjects gave written informed consent at least 24 hours prior to surgery.                                                                                                           |
| Ethics oversight           | Informed consent was obtained from each patient included in the study, and the study protocol conforms to the ethical guidelines of the 1975 Declaration of Helsinki as reflected in approval by the ethics committee of the Charité-Universitätsmedizin Berlin. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

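RNA from liver and skeletal muscle of 11 WT and 11 KO mice on HFD was sequenced, and all 44 libraries were used. Genotype, tissue and animal number were taken from the labels of the samples. The same animal number in both tissues was read as the same mouse, which is where the pairing comes from.

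The authors deposited 2 tables over 38202 genes, with a column per library. The first holds raw read counts per gene, which the authors did not normalize. The second holds RPKM values calculated by the authors as reads per kilobase of gene scaled to library size. The paper's text does not name the aligner, the counting program, the genome build or the annotation. The length implied by count and RPKM differed by over 1 percent from the gene's median for 44.6 percent of well measured values, so the RPKM values are not counts over a fixed gene length, and 117 values had a count with an RPKM of 0 and 752 the reverse. A gene's length was taken as the median implied by both tables. Gene symbols came from a table of identifiers, which named 36341 of the 38202 genes, and no coordinates were used.

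Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F-test, Benjamini-Hochberg adjustment, threshold 0.05) and limma 3.58.1 (voom). Within-tissue fits used only the 22 libraries of the tissue, and the interaction of genotype and tissue used all 44. Gene sets were compared by a two-sided Wilcoxon rank-sum test on the moderated t. The OXPHOS score per mouse was the mean log2 CPM with a prior count of 2, compared by two-sided permutation tests with 100000 resamples. A library's slope on gene length was fitted across genes to its log2 CPM relative to the mean of the tissue's libraries. For the removal of gene length, a loess with span 0.3 of log2 CPM on log2 gene length was subtracted in each library.

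The alternatives were DESeq2 1.42.0, limma-voom for single genes, scaling by library size alone, no filter, a minimum of 10 counts in every library, animal number as covariate, 1 surrogate variable from sva 3.50.0, gene length removed, camera with estimated correlation between genes, ranking by log2 fold change, other OXPHOS lists including a Reactome list shipped with fgsea 1.28.0 (90 of 115 identifiers matched), a background of genes matched on length and expression (10000 random sets), the RPKM table with pseudocounts of 0.1 and 1, marker genes as covariates, and each mouse left out in turn. These were chosen before the data were examined. Removal of GC content and sample quality weights were added after seeing the data.

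The genes named are those the paper names in its text on Slc16 genes, neighbouring genes and fatty acid uptake, the 10 genes with the smallest adjusted p among those past the threshold in each tissue, and the 5 OXPHOS genes with the largest absolute moderated t in each tissue.

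Total counts ranged from 20150712 to 35218243 reads per library. A count of 3 was taken as the floor. Libraries of the same group were compared before they were averaged, and 0 pairs held identical counts. The chi-square per gene was at least 4.47 in any pair, so each library was counted as its own sample.

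The procedure was tested on simulated counts for 12915 genes of which 200 were changed by a log2 fold change of 1. It recovered 95.5 percent of them, 100 percent with the right sign, and called 9 other genes. When 3 simulated KO libraries were given fewer reads on long genes (12917 genes tested), it called 28 other genes, and 8 with gene length as an offset. In this simulation an unchanged set of short genes moved to a share of 0.750 (p = 1.2e-14), and to 0.553 (p = 0.102) with gene length removed.

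The gene lists of the paper's enrichment tool were not used here, and sets in its figures beyond those reported were not analysed here. The sequencing pool of each library was not used here. Western blot, respirometry, metabolomics and qRT-PCR data were not analysed here.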

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

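The tests of GC content, of the score against the slope on gene length, of the splits with gene length removed and of Slc16a11 against library size were chosen only after the results were seen, and the tests of the slope on gene length after raised RPKM sums in some KO livers had been seen. The others were written before any test. The criterion for saying whether a score or a slope follows another measure, both Pearson's r and Spearman's rho after adjustment, was set after the correlations had been seen.

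A signal that the paper does not report is a dependence of the liver libraries on gene length. The slope of log2 CPM on log2 gene length was between 0.04 and 0.10 in WT livers, and 5 of 11 KO livers lay below that range, 1 of them at its edge and the lowest at -0.53, while 2 lay above it, the highest at 0.11. The medians were 0.06 in WT and 0.07 in KO livers. The mean difference between genotypes was -0.13 (two-sided permutation test, p = 0.084). The paper states high RNA integrity for all samples. If library size were the cause, the slope would follow the total count within a genotype. In KO livers Pearson's r was -0.59 (permutation p = 0.064, adjusted 0.225 over 12 relations) and Spearman's rho -0.77 (p = 0.0073, adjusted 0.044), with r = -0.82 (p = 0.0016) without the 2 libraries farthest from the median total, while in WT livers r was -0.18 (p = 0.613) and rho -0.20 (p = 0.559). The relation within KO livers is therefore unsettled, but a WT and a KO liver with 28106178 and 28105756 reads, chosen after their values were seen, had slopes of 0.10 and -0.53, and the WT liver with the most reads had 0.05, so the total count alone does not account for the slopes. If the handling of the whole mouse were the cause, liver and muscle of a mouse would share the slope. In KO mice r was 0.29 (p = 0.372, adjusted 0.638), rho 0.70 (p = 0.020, adjusted 0.060) and r without the 2 farthest 0.49 (p = 0.185), and in WT mice r was -0.13 (p = 0.704). The genotypes differed in muscle by 0.02 in the opposite direction (p = 0.062), and the muscle slopes of the 4 mice with the lowest liver slopes lay within the WT muscle range of -0.07 to 0.03, which goes against handling of the whole mouse, but the relation of the ranks in KO mice leaves it unsettled. The paper states that 11 libraries were pooled for sequencing without saying which, so an effect of the pool on the slope or on the OXPHOS set was not tested. Genotype is the only biological explanation the design gives. Genotype, or a pool holding all KO livers, would be expected to act on all 11 of them, whereas the difference rests on 4 libraries, so the quality of single libraries is a candidate explanation. Under sample quality weights, an alternative chosen after seeing the data, 3 of these 4 libraries had the lowest weights of the 22 livers (0.07, 0.12 and 0.26, the others 0.76 or more), and the OXPHOS share was 0.548 (p = 0.125). Such weights are estimated from how far a library lies from its group. They therefore restate the deviation of these libraries and cannot decide its cause. Genotype cannot be told apart from the quality of single libraries.

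The liver OXPHOS set, which ranked higher in KO mice with a share of 0.799, was weighed against the same explanations. Of 100 splits of the 22 liver libraries into groups of 11, the real one included, 21 gave a share as far from 0.5, and 90 had a rank-sum p under 0.05, so that p-value is not a measure of chance for these libraries. With gene length removed the share was 0.571 (p = 0.024), which by the criterion set before the test counts as a shift that stayed, but 57 of 100 splits then gave a share as far from 0.5. Against random sets matched on gene length and expression, a measure from mean ranks rather than pairs gave 0.478 (resampling p = 0.184), where 0.5 means no shift. The shift left after the removal is therefore no evidence against gene length as its source. Within KO livers the score followed the slope with r = -0.99 (permutation p = 1e-05, the smallest that 100000 resamples give, adjusted 1.2e-04), rho -0.95 and r = -0.99 without the 2 farthest libraries. In WT livers r was -0.69 (p = 0.018, adjusted 0.107). A set of short genes follows this slope in part by construction. The difference in the score was 0.17 before and 0.0092 with gene length removed. Total counts did not differ between genotypes (permutation p = 0.789), but in KO livers the score rose with the total count, with r = 0.56 (p = 0.075), rho 0.73 (p = 0.014, adjusted 0.058) and r = 0.81 (p = 0.0024) without the 2 farthest. In WT livers r was -0.20 (p = 0.564), and the WT and KO livers with 28106178 and 28105756 reads had scores of 6.86 and 7.70, so library size alone does not account for the scores. Time of day was tested by clock genes of opposite phase, and the smaller p of both panels was 0.490. A substrain difference at Nnt would split mice into carriers and others, and the lowest liver library had 6.76 log2 CPM with overlapping ranges. Of the 11 KO livers, 5 lay below the lowest WT liver at 7.52. The difference between genotypes was -0.19 (two-sided permutation test, p = 0.046, adjusted 0.241 over 26 marker comparisons). With GC content removed the share was 0.811. The shift may therefore reflect gene length or the drawing of groups, and it cannot be told apart from these.

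The effect of genotype on Slc16a13 differed between tissues by -6.08 on the log2 scale (standard error 0.38, adjusted p = 5.9e-16 from edgeR's quasi-likelihood test of the interaction, the count being lower in 11 of 11 KO livers). It was -6.11 with the mouse as a block. Of 100 splits of the mice, 9 gave 1 gene or more past the threshold for this interaction. All muscle counts of this gene were 40 or fewer, and reads on exons outside the deletion were not counted apart. This gene therefore does not exclude a mislabelled muscle library. In KO livers, counted in the same way, it had 0 to 8 reads against 99 to 302 in WT livers.

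Slc16a11 lies beside Slc16a13 and was higher in the muscle libraries labelled KO, with a log2 fold change of 2.03 (standard error 0.31, adjusted p = 0.014 from edgeR's quasi-likelihood test). Its counts were 0 to 13 in WT libraries and 7 to 53 in the libraries labelled KO, of which 10 of 11 were above the highest WT library. The difference of 2.03 is on counts scaled to library size, so total counts do not account for it. With gene length as an offset 1 gene still passed in muscle. Of 100 splits of the muscle libraries, 6 gave 1 gene or more past the threshold, and with limma-voom the adjusted p was 0.076. A change of the neighbouring gene through the deletion is a candidate explanation, but reads shared along the locus were not tested. The split count asks whether any gene passes. For this gene alone the adjusted p was 1.6e-05 over the listed genes, and a two-sided permutation test of its counts gave p = 5.0e-05.

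In liver, Scp2-ps2 and Mup5 passed the threshold beside Slc16a13. Scp2-ps2 had a log2 fold change of 0.53 (standard error 0.08, adjusted p = 0.0019 from edgeR's quasi-likelihood test, above the WT median in 11 of 11 KO livers), and Mup5 of 2.23 (standard error 0.33, adjusted p = 0.0022, above the WT median in 11 of 11). The first is a pseudogene and the second belongs to a multigene family of near-identical copies, so both are uncertain. The counting could have split or left out reads shared between copies. The authors named their RPKM values unique, which points to leaving out, but the paper does not describe the counting. Of 100 splits of the liver libraries, 2 gave 3 genes or more, and the other of these gave 876. With gene length as an offset 2 genes passed. Scp2-ps2 was then at 0.33 (adjusted p = 0.530) and Mup5 at 2.05 (adjusted p = 0.0051). Reads shared between copies were not tested, and these genes cannot be told apart from that explanation.

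Gene sets outside the panels of the paper also passed the rank-sum threshold in liver. Higher in KO mice were Mitochondrial ribosome (share 0.870), Fatty acid oxidation (0.694), Complement and coagulation (0.666) and Cardiac muscle contraction (0.603), and lower was Fatty acid synthesis (0.105, with 1 of 14 genes higher in mean). As far from 0.5 as the real split were 14 of 100 splits for Mitochondrial ribosome, 40 for Fatty acid oxidation, 9 for Complement and coagulation, 44 for Cardiac muscle contraction and 1, the real split itself, for Fatty acid synthesis. With gene length removed these numbers were 19, 73, 11, 75 and 1. For the tested sets of Fig. 9b they were 17 for Ribosome, 9 for Proteasome, 30 for Spliceosome, 28 for Steroid biosynthesis, 5 for Focal adhesion and 2 for TGF-beta signaling, and with gene length removed 23, 7, 40, 23, 49 and 2. The sets not past the threshold had 58 splits for PPAR signaling and 90 for Citric acid cycle, and 91 and 40 with gene length removed. Of 11 sets other than OXPHOS past the threshold in liver, 8 or 72.7 percent stayed past it in the same direction with gene length removed. A lower Fatty acid synthesis set and a lower TGF-beta signaling set (share 0.360 with gene length removed) are hypotheses that neither the splits nor gene length account for, but library size was not tested for them, their adjusted p under camera was 0.207 and 0.267, and they are 2 of 15 sets tested.

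In muscle, sets outside Supplementary Fig. 6b passed in both directions, as labelled and against the Slc16a13 count. Lower in the libraries labelled KO were Mitochondrial ribosome (share 0.237), Fatty acid oxidation (0.316), Citric acid cycle (0.333), Proteasome (0.347), Ribosome (0.388) and Spliceosome (0.427), and higher were TGF-beta signaling (0.571) and Focal adhesion (0.565). As far from 0.5 were 12, 62, 56, 46, 65, 46, 7 and 43 of 100 splits of the 22 muscle libraries, in that order. For OXPHOS 37 splits were, for Complement and coagulation 14, for PPAR signaling 82, for Cardiac muscle contraction 28, for Steroid biosynthesis 69 and for Fatty acid synthesis 87. With gene length removed, 4 of 10 sets other than OXPHOS, 40 percent, stayed past the threshold in the same direction, so gene length is a candidate explanation for the others. None of the muscle sets had fewer than 5 of 100 splits.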

How the results depend on the processing

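The alternatives were chosen before the data were examined, except GC content removal and sample quality weights, which were chosen after seeing the data. Apart from the fits that left out a mouse, 103 alternatives of the comparisons answered here kept direction and side of the threshold, 32 lost the threshold, 2 gained it, 6 reversed and 6 moved a count of genes by over 1.5 times. For single genes, 136 were the same, 2 lost the threshold and 6 reversed. Where no cause is named below, the cause was not tested.

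With the correlation between genes estimated by camera, the shares are as reported and no set passed after adjustment, while Complement and coagulation (p = 0.028) and Fatty acid synthesis (p = 0.027) in liver and TGF-beta signaling (p = 0.049) in muscle had an unadjusted p under 0.05. The sets that no longer passed in liver were OXPHOS (share 0.799, p = 0.188), Ribosome (0.898), Mitochondrial ribosome (0.870), Proteasome (0.836), Fatty acid oxidation (0.694), Complement and coagulation (0.666), Spliceosome (0.637), Cardiac muscle contraction (0.603), Focal adhesion (0.354), TGF-beta signaling (0.353), Steroid biosynthesis (0.232) and Fatty acid synthesis (0.105), with adjusted p from 0.207 to 0.379 for the sets other than OXPHOS. In muscle they were OXPHOS (0.264, p = 0.320), Complement and coagulation (0.780), TGF-beta signaling (0.571), Focal adhesion (0.565), Spliceosome (0.427), Ribosome (0.388), Cardiac muscle contraction (0.370), Proteasome (0.347), Citric acid cycle (0.333), Fatty acid oxidation (0.316) and Mitochondrial ribosome (0.237), with adjusted p from 0.643 to 0.677.

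The liver OXPHOS share of 0.799 reversed to 0.413 (rank-sum test, p = 0.0056) with 1 surrogate variable. Against random sets matched on gene length and expression the value was 0.478 (resampling p = 0.184). This value comes from mean ranks and is not a share of pairs. It is counted above as reversed, though it shows no clear shift from 0.5. The share was 0.548 (rank-sum test, p = 0.125) with sample quality weights, an alternative added after seeing the data. Over the other alternatives apart from camera it lay between 0.571 and 0.850 and stayed past the threshold, and with each mouse left out in turn between 0.767 and 0.812. The muscle OXPHOS share lay between 0.190 and 0.434 over its 16 alternatives, where 0.434 is the value from mean ranks against matched random sets. With each mouse left out it lay between 0.172 and 0.348. The difference in the OXPHOS score did not pass under any of the 7 alternatives per tissue, from 0.0092 to 0.51 in liver (the last on z scores) and from -0.36 to -0.03 in muscle.

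With gene length removed, the share of Cardiac muscle contraction in liver reversed to 0.479 and that of Ribosome in muscle to 0.584. Focal adhesion (0.458) and Fatty acid oxidation (0.567) in liver, and Proteasome (0.439), Spliceosome (0.442), Focal adhesion (0.542), TGF-beta signaling (0.549) and Cardiac muscle contraction (0.423) in muscle, no longer passed. Ranked by log2 fold change, Citric acid cycle in liver reversed to 0.539, TGF-beta signaling in muscle (0.552) no longer passed and PPAR signaling in muscle (0.593) passed. With adipocyte markers as covariate and marker genes left out of the set, PPAR signaling in muscle reversed to 0.436.

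In liver 3 genes passed the threshold, against 6 with DESeq2 (1966 at an unadjusted p under 0.05) and 1 with a minimum of 10 counts in every library. That filter removes Slc16a13, with 0 to 8 reads in KO livers, and Mup5, with as few as 5 in WT livers. With each mouse left out the number of genes past the threshold was 3 in all 22 fits. The number at an unadjusted p under 0.05 was less stable. It was 1675 in the main fit, 856 without KO mouse 602, 2547 without KO mouse 597 and 426 with 1 surrogate variable. In muscle 1 gene passed, against 0 with limma-voom (1065 at an unadjusted p under 0.05), 0 with no filter (3016) and 0 with the minimum of 10 counts (1078), and 1 in all 22 fits that left out a mouse. For the interaction 1 gene passed, and 0 with the minimum of 10 counts in every library (1927 at an unadjusted p under 0.05). Under that minimum Mup5 gave no value in liver. With the mouse as replicate block the interaction of the OXPHOS score was 0.22 (p = 0.070), and without the block, with nuclear-encoded subunits, it was 0.27 (p = 0.043).

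Single genes that reversed were near 0: Slc16a1 (0.10) and Slc16a10 (0.14) in liver with gene length as offset, Slc16a5 in liver with DESeq2 (0.00382) and limma-voom (0.042), and Slc16a1 in muscle with limma-voom (-0.00143) and gene length as offset (-0.035). Depth limits what can be said of Slc16a13 in muscle, where no library had more than 40 reads on the gene.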

Differences from the paper's values

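The paper's values below are -log10 p-values of gene sets read by eye from bars. The values here are before adjustment, from the rank-sum test unless camera is named. The paper states a false discovery rate correction of all its p-values, and its test and gene lists were not those used here. The values are therefore not like for like. A gap is called closed where the numbers lay near each other, which does not show why they differ or match. For the liver sets the paper's value is about 3.8 for OXPHOS in Fig. 9b, read by eye, against 20.7 here. None of the alternatives set before the data were examined closed the gap. With camera it was 0.726 and with gene length removed 1.63. For Ribosome the paper's value is about 8.7 in Fig. 9b against 34.5 here, for Proteasome about 3.0 in Fig. 9b against 13.3, for Focal adhesion about 3.5 in Fig. 9b against 9.96, for TGF-beta signaling about 2.6 in Fig. 9b against 4.59 and for Steroid biosynthesis about 2.2 in Fig. 9b against 3.48, all read by eye. Only camera, gene length removed and a ranking by log2 fold change were run for these sets, and none of them closed these gaps. For Spliceosome the paper's value is about 2.8 in Fig. 9b, read by eye, against 6.41 here. With gene length removed the value was 2.98, near the paper's, while with camera or a ranking by log2 fold change it was not near.

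For muscle, the paper's value is about 4.3 for Complement and coagulation in Supplementary Fig. 6b, read by eye, against 8.00 here. With hepatocyte markers as covariate and marker genes left out of the set it was 3.72, which closed the gap. The other alternatives run for this set did not. For PPAR signaling it is about 3.5 in Supplementary Fig. 6b, read by eye, against 0.493 here, and none of the alternatives run for this set closed the gap. Ranked by log2 fold change the set passed the threshold, at 1.74. For Cardiac muscle contraction the paper's value is about 1.6 in Supplementary Fig. 6b, read by eye, against 3.59 here. With gene length removed the value was 1.51, near the paper's, while with camera or a ranking by log2 fold change it was not near.

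The paper's legend of Fig. 9 gives 6 to 7 mice per genotype, without saying whether this covers the gene sets, against 11 libraries per genotype here. No alternative changed the number.

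The paper reports no deregulated OXPHOS set in skeletal muscle. Here the muscle OXPHOS set passed the rank-sum threshold with a share of 0.264, lower in the libraries labelled KO. It did not pass with camera (p = 0.320). The paper reports PPAR signaling as upregulated in muscle, and here its share was 0.539 with an adjusted p of 0.345.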

Other observations

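The tests with marker genes and the listed genes were chosen before the results were seen, and the comparison of mitochondrially encoded subunits after.

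The Complement and coagulation set ranked higher in the muscle libraries labelled KO, a direction that holds for the labels only, and liver RNA in muscle samples was tested as its source. Hepatocyte markers outside the set were higher by 0.61 on the log2 scale in these libraries (two-sided permutation test, p = 0.073, adjusted 0.281 over 26 marker comparisons). The covariate was the mean of all 14 hepatocyte markers, including those in the set. With it, and with marker genes left out of the set, the share was 0.682, still past the threshold (rank-sum test, p = 1.9e-04). Since 71 of 100 splits of the muscle libraries had a rank-sum p under 0.05 for this set, without the covariate, that p-value is not a measure of chance, and traces of liver RNA are not excluded as a source. Fat tissue was tested in the same way for the PPAR signaling set. Adipocyte markers outside the set differed by 0.21 (two-sided permutation test, p = 0.465). With the mean of all 10 adipocyte markers as covariate and marker genes left out of the set, the share was 0.436. Since the set had not passed the threshold before, this test cannot decide.

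The paper measured Slc16 genes, the neighbours of Slc16a13 and fatty acid transporters by qRT-PCR, and the RNA-Seq values of the mice on HFD are given here for comparison. In liver, Slc16a11 had a log2 fold change of 0.49 (standard error 0.13, adjusted p = 0.38 over all genes and 0.0093 over the listed genes, edgeR's quasi-likelihood test, above the WT median in 9 of 11 KO mice). For Bcl6b it was -0.62 (standard error 0.19, adjusted p = 0.38 over all genes and 0.017 over the listed genes, below the WT median in 10 of 11 KO mice). Slc16a1 was at -0.06 (standard error 0.14, adjusted p = 0.82), and with gene length as an offset at 0.10. By qRT-PCR, in fewer mice, the paper reports only Slc16a1 and Slc16a11 as significantly raised among Slc16 genes in KO liver on HFD. The direction of Slc16a11 was the same here, while a rise of Slc16a1 was not seen in the main fit. Cd36 was at -0.38 (standard error 0.23, adjusted p = 0.41), Fabp1 at 0.29 (standard error 0.14, adjusted p = 0.38), Slc27a2 at 0.08 (standard error 0.09, adjusted p = 0.59) and Slc27a5 at 0.19 (standard error 0.08, adjusted p = 0.38). None of these passed the threshold over all genes.

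The subunits encoded by the mitochondrial genome were examined apart from the whole OXPHOS set. In liver their mean log2 CPM was 12.4 ± 0.07 (SD, n = 11) in WT and 12.2 ± 0.46 in KO livers. The difference of -0.21 did not pass the threshold (two-sided permutation test, p = 0.160). The medians were 12.4 in both genotypes, and the lowest values, 11.1, 11.8 and 11.8, belong to the 3 KO livers with the lowest slopes on gene length. In muscle the difference was 0.05 (p = 0.483).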
